# *Drosophila* anti-nematode and antibacterial immune regulators revealed by RNA-Seq

**DOI:** 10.1186/s12864-015-1690-2

**Published:** 2015-07-11

**Authors:** Julio C. Castillo, Todd Creasy, Priti Kumari, Amol Shetty, Upasana Shokal, Luke J. Tallon, Ioannis Eleftherianos

**Keywords:** *Drosophila*, *Photorhabdus*, *Heterorhabditis*, RNA-sequencing, Transcriptomics, Immunity, Infection, Parasitism

## Abstract

**Background:**

*Drosophila melanogaster* activates a variety of immune responses against microbial infections. However, information on the *Drosophila* immune response to entomopathogenic nematode infections is currently limited. The nematode *Heterorhabditis bacteriophora* is an insect parasite that forms a mutualistic relationship with the gram-negative bacteria *Photorhabdus luminescens*. Following infection, the nematodes release the bacteria that quickly multiply within the insect and produce several toxins that eventually kill the host. Although we currently know that the insect immune system interacts with *Photorhabdus,* information on interaction with the nematode vector is scarce.

**Results:**

Here we have used next generation RNA-sequencing to analyze the transcriptional profile of wild-type adult flies infected by axenic *Heterorhabditis* nematodes (lacking *Photorhabdus* bacteria), symbiotic *Heterorhabditis* nematodes (carrying *Photorhabdus* bacteria), and *Photorhabdus* bacteria alone. We have obtained approximately 54 million reads from the different infection treatments. Bioinformatic analysis shows that infection with *Photorhabdus* alters the transcription of a large number of *Drosophila* genes involved in translational repression as well in response to stress. However, *Heterorhabditis* infection alters the transcription of several genes that participate in lipidhomeostasis and metabolism, stress responses, DNA/protein sythesis and neuronal functions. We have also identified genes in the fly with potential roles in nematode recognition, anti-nematode activity and nociception.

**Conclusions:**

These findings provide fundamental information on the molecular events that take place in *Drosophila* upon infection with the two pathogens, either separately or together. Such large-scale transcriptomic analyses set the stage for future functional studies aimed at identifying the exact role of key factors in the *Drosophila* immune response against nematode-bacteria complexes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1690-2) contains supplementary material, which is available to authorized users.

## Background

Host innate immune responses are broadly conserved across many phyla [1]. The study of the interaction between invertebrate model hosts and pathogenic organisms provides insights into the mechanisms underlying pathogen virulence and host immunity, and complements the use of mammalian models by enabling whole-animal high throughput infection assays and genome wide transcriptome analyses [2]. Despite impressive advances in the broad field of innate immunity, our understanding of the molecules that participate in the host immune response to nematode infections remains incomplete [3]. Novel anti-nematode immune responses in the host are likely to be identified in model systems in which the host has a sequenced genome and can be genetically manipulated. The common fruit fly, *Drosophila melanogaster,* with a vast number of genetics and genomics tools available, is widely recognized as an outstanding model to analyze immune signaling pathways and elucidate the molecular and genetic basis of immune defense mechanisms [4–6].

The insect pathogenic nematode *Heterorhabditis bacteriophora* is emerging as a promising parasitic organism for studying nematode pathogenicity and characterizing the function of novel host factors that contribute to anti-nematode immune reactions [7, 8]. *Heterorhabditis* nematodes form a mutually beneficial symbiotic relationship with the Gram-negative bacteria of the *Enterobacteriaceae* family, *Photorhabdus luminescens*, which are found in the gut of the worms [9]. *Heterorhabditis* infective juvenile (IJ) worms belong to an obligate stage in the nematode life cycle that is required for infection of the insect. This stage is analogous to the *Caenorhabditis elegans* dauer stage and the developmentally arrested infective third stage larva (L3) of many mammalian parasitic nematodes [10]. IJs gain entry to the insect through natural openings or by penetrating the cuticle. Once inside, the IJ resume development and expel *Photorhabdus* into the hemolymph where the bacteria begin to divide. After 2-3 days of bacterial growth the insect succumbs to the infection with the concomitant conversion of the internal organs and tissues into bacterial biomass, facilitated by a wide range of toxins, virulence factors and hydrolytic enzymes produced by the bacteria [11, 12]. For two to three generations the developing nematodes feed on the bacterial biomass until the insect carcass is consumed, whereupon adult development is suppressed and the IJ stage accumulates. These non-feeding IJ containing their mutualistic bacteria emerge into the soil to seek new hosts [13]. We and others have previously shown that *Heterorhabditis* is a potent pathogen of *Drosophila,* and have begun using the *Drosophila-Heterorhabditis* model system to understand the molecular interplay between insect immune function and nematode parasitic strategies [14–18].

Whole genome mRNA sequencing (RNA-Seq) technologies have been a significant advance for high-throughput transcriptome analyses, as they can generate hundreds of millions reads in a single sequencing run [19, 20]. RNA-Seq is more sensitive, quantitative and efficient, and it has higher reproducibility compared to previously used hybridization-based microarray techniques [21]. RNA-Seq has already produced exciting and novel information in the study of various diseases [22, 23]. This powerful tool is becoming increasingly attractive for investigating the transcriptional profiles in model and non-model organisms [24, 25]. Recent works have started to report the use of RNA-Seq (Illumina or 454-pyrosequencing) for the comprehensive understanding of the transcriptional regulation of genes that participate in pathogen virulence and host innate immune processes [26].

Here we have infected *Drosophila melanogaster* adult flies with symbiotic *Heterorhabditis* (nematodes carrying *Photorhabdus*), axenic *Heterorhabditis* (nematodes lacking *Photorhabdus*), and *Photorhabdus* bacteria alone and used RNA-Seq to analyze the transcriptional response of flies to the pathogens, either separately or together. Our goal was to identify the number and nature of *Drosophila* genes that are differentially regulated upon infection with the nematodes and their associated bacteria. We find that distinct types of genes are regulated during infection of the fly by each of the two pathogens. Therefore these results indicate that different sets of genes are involved in the interaction between the fly and the nematodes or their bacteria, and that the fly employs distinct strategies to fight infection against *Heterorhabditis* nematode parasites and their mutualistic *Photorhabdus* bacteria.

## Results

### *Heterorhabditis* nematodes and *Photorhabdus* bacteria produce distinct transcriptomic profiles in *Drosophila*

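RNA from pools of 40 adult Oregon R flies, 4 to 6 days old, was sequenced as 7 libraries, with 1 library per condition and no replicates. Flies were exposed to 100 infective juveniles per fly of *Heterorhabditis bacteriophora* nematodes, either axenic or symbiotic, or were injected with 500 to 700 colony-forming units of *Photorhabdus luminescens*. Each of these 3 infections was sampled at 12 h and 30 h post-infection, and the uninfected control was a single library collected at 30 h. The paper's methods describe sterile water as the control treatment for nematodes and PBS injection as the control for bacteria, whereas the sample labels describe the control library as PBS-injected. The same library served as the control for all 6 infected libraries, at both time-points.
The authors deposited RPKM values (reads per kilobase of gene, relative to the mapped reads of the library) for the same genes in each library, listed by FlyBase identifier, of which 14330 were matched to a symbol. They had aligned reads of 101 bases to BDGP5 with TopHat, allowing 2 mismatches per 30 bases and keeping reads that matched up to 25 locations, so that closely related genes can share reads. The 75th quantile normalization of the methods is not yet in the deposited values, and was applied here by scaling each library to a common 75th percentile of RPKM. The log-fold change (LFC) is the log2 ratio of the scaled RPKM in an infected library to that in the uninfected library, without a pseudocount. A gene was counted as upregulated or downregulated when its LFC was at least 0.58 in size and its RPKM was above 0.1 in at least one of the 2 libraries. An LFC of 0.58 corresponds to a 1.49-fold change.
Multiplying the RPKM values by the mapped reads of Fig. 1a gave whole numbers of reads for each of the 14972 genes with a value above 0. The smallest gene length that gave whole numbers was taken, so the reads of a gene are recovered up to a common factor. Of 14171 genes compared with the annotation, 81.1% had a length within 10% of the genomic span. Between 18658797 and 42839239 reads lay on genes per library, with a median of 33351430. The 95% intervals given for LFC values come from these reads and cover counting error only, not the variation between pools of flies. They treat reads as independent, which paired or shared reads are not, so they may be too narrow. With 1 library per condition, there is no spread between replicates of a condition, and no test of an infected library against the uninfected library was made.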

We generated complete transcriptomes from *Drosophila* wild-type adult flies infected by the insect pathogenic nematodes *Heterorhabditis* and their mutualistic bacteria *Photorhabdus*, separately or together. We examined gene transcription for two time-points, 12 and 30 h post-infection with the pathogens (Fig. 1). These time-points correspond to the initial entry and spread of the pathogens in the fly (12 h post-infection) and to the establishment of disease (30 h post-infection) [27]. The numbers of sequence reads mapped to 80.28 % of the *D. melanogaster* genome (Fig. 1a). Similarly, the high number of reads sequenced had more than 90 % coverage of the *D. melanogaster* genome (Additional file 1: Figure S1). 

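The libraries differed in the number of reads on genes. At 12 h, the axenic, symbiotic and *Photorhabdus* libraries held 29125074, 26836972 and 42839239 reads on genes, and at 30 h they held 33351430, 34494166 and 18658797. The uninfected library held 36224023. The *Photorhabdus* library at 12 h was thus the deepest and the one at 30 h the shallowest. The median gene had 492 reads in the deepest library and 215 in the shallowest. Between 357 and 510 genes had 0 reads in a library, and between 1064 and 1548 had fewer than 10. A pair of non-coding transcripts, the *7SL* RNA and the mitochondrial large ribosomal RNA, held 56.5% to 64.5% of the sum of RPKM values in each library.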

The quantitative real-time RT-PCR (qRT-PCR) analysis of randomly selected genes (*CG34040*, *CG64267*, *CG9468*, *CG11909*, *CG6524*, *CG17571*, *CG10374*) using gene-specific primers (Additional file 1: Table S1) validated the RNA-Seq data (Additional file 1: Figure S2). We found upregulation for *CG34040*, *CG64267*, *CG11909* and downregulation for *CG9468*, *CG6524*, *CG17571*, *CG10374* although the level of transcription detected was higher by RNA-Seq with the exception of the gene *CG11909*.

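The legend of Figure S2 names the symbiotic infection at 12 h, and in that library 6 of the 7 genes could be found by name. *CG34040* (FBgn0054040) had an LFC of 1.90 (95% interval 1.59 to 2.22) and *CG11909* (FBgn0261575) an LFC of 0.86 (0.80 to 0.92). *CG9468* (FBgn0032069) had an LFC of 1.38 (1.24 to 1.52), above 0. The LFC was -3.41 for *CG6524* (FBgn0000358), -1.45 for *CG17571* (FBgn0259998) and -1.70 for *CG10374* (FBgn0039114). *CG6524* encodes the eggshell protein Cp19. In the *Photorhabdus* library at 30 h the LFC values were 4.65 for *CG34040*, 0.63 for *CG11909*, -2.17 for *CG9468*, -3.39 for *CG6524*, -3.51 for *CG17571* and -1.11 for *CG10374*. No gene of the files matched the name *CG64267*, and the qRT-PCR values themselves were not analysed here.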

**Fig. 1:**
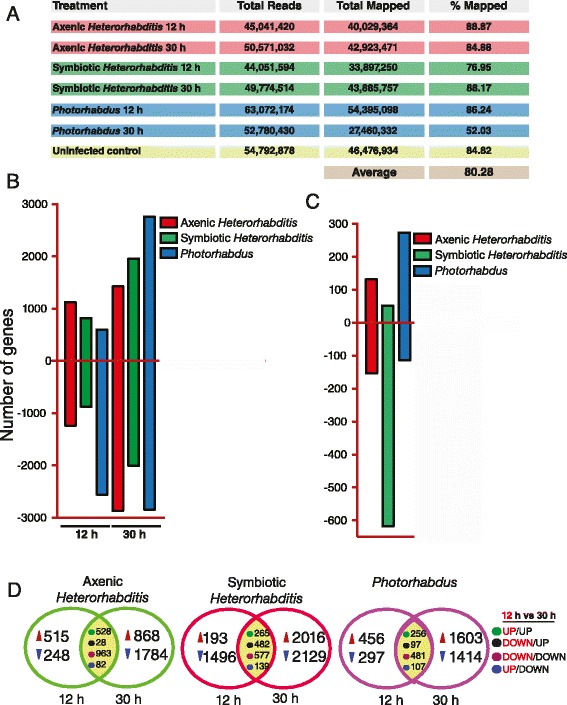
Infection of adult flies with *Heterorhabditis* nematodes or their *Photorhabdus* bacteria elicits distinct transcriptomic profiles. **a** Transcriptome summary (number of reads and percentage mapped to the *D. melanogaster* genome) from flies infected by *Heterorhabditis* axenic or symbiotic nematodes, or *Photorhabdus* bacteria at 12 and 30 h post-infection. **b** Differential gene transcription (upregulated/downregulated genes) in flies at 12 h and 30 h post-infection with *Heterorhabditis* axenic or symbiotic nematodes, or *Photorhabdus* bacteria alone. **c** CUFFLINKS analysis of differentially expressed transcripts between the 12 and 30 h time-points in flies infected by *Heterorhabditis* axenic or symbiotic nematodes, or *Photorhabdus* bacteria alone. **d** Venn diagrams showing the number of *Drosophila* genes that are differentially expressed (upregulated or downregulated) at 12 h only or at 30 h only or at both time-points after infection with *Heterorhabditis* axenic or symbiotic nematodes, or their *Photorhabdus* bacteria alone. Expression patterns are indicated (UP/UP: gene upregulation at both 12 and 30 h, DOWN/UP: gene downregulation at 12 h and upregulation at 30 h, DOWN/DOWN: gene downregulation at both time-points, UP/DOWN: gene upregulation at 12 h and downregulation at 30 h)

The highest number of differentially expressed genes was observed in flies infected by *Photorhabdus* at 30 h post-infection (Fig. 1b). 

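In the *Photorhabdus* library at 30 h, 6247 genes passed the LFC cutoff of 0.58 against the uninfected library. The other libraries had 4819 (axenic, 30 h), 4523 (symbiotic, 30 h), 3748 (*Photorhabdus*, 12 h), 2882 (axenic, 12 h) and 2180 (symbiotic, 12 h). The total in the *Photorhabdus* library at 30 h was the highest under each of the 7 alternative settings as well. A cutoff of 1 moved it most, to 3003 genes, against 2202 for axenic nematodes at 30 h. This library was also the one with the fewest reads on genes.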

Strikingly, we found that the vast majority of fly genes (82 %, 2555 genes) were downregulated at 12 h post-infection with *Photorhabdus,* and similar numbers of genes were upregulated or downregulated at 30 h after infection with the bacteria (2763 and 2845 genes, respectively). 

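In the *Photorhabdus* library at 12 h, 3030 genes were downregulated (80.8% of the genes past the cutoff) and 718 were upregulated. Among genes with at least 10 reads in one of the 2 libraries, 2612 were downregulated (81.9%). The downregulated share was 75.5% with RPKM as deposited and 65.6% with median of ratios scaling. It was lowest, at 58.8%, with a pseudocount of 1.
The downregulated genes at 12 h were mostly of low RPKM. Of the 3030 genes, 1929 (63.7%) had an RPKM below 1 in both libraries. Where the higher of the 2 RPKM values lay between 0.1 and 1, 56.4% of 3423 genes were downregulated and 5.78% upregulated. Between 1 and 10, 11.3% of 7798 genes were downregulated and 3.44% upregulated. Where it was above 10, 6.12% of 3547 genes were downregulated and 7.10% upregulated.
At 30 h, 3188 genes were upregulated (51.0%) and 3059 downregulated (49.0%). Which direction held more genes depended on the setting, with 2780 upregulated and 2820 downregulated at a minimum of 10 reads, and 2235 and 4224 with RPKM as deposited.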

At 12 h post-infection with axenic *Heterorhabditis*, there were 1125 upregulated genes (47 %) and 1238 downregulated genes (53 %). Similarly, infection with symbiotic nematodes upregulated 819 genes (48 %) and downregulated 871 genes (52 %). 

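In the axenic library at 12 h, 1343 genes were upregulated (46.6%) and 1539 downregulated (53.4%). With at least 10 reads in one of the 2 libraries, 1085 were upregulated (46.3%) and 1260 downregulated (53.7%). Downregulated genes outnumbered upregulated ones under each of the 7 alternative settings, by 1897 to 1012 with RPKM as deposited and by 872 to 870 among genes with RPKM above 1. Of the upregulated genes, 258 had fewer than 10 reads in both libraries, as had 279 of the downregulated genes.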

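In the symbiotic library at 12 h, 1072 genes were upregulated (49.2%) and 1108 downregulated (50.8%). A minimum of 10 reads left 816 upregulated (48.2%) and 876 downregulated genes (51.8%). With RPKM as deposited the order was the other way round, with 1142 upregulated and 1073 downregulated genes. An RPKM below 1 in both libraries was found for 52.1% of the upregulated genes and 45.6% of the downregulated genes.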

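At 30 h, axenic nematodes downregulated 3248 genes (67.4%) and upregulated 1571, and symbiotic nematodes downregulated 2417 genes (53.4%) and upregulated 2106. With at least 10 reads in one of the 2 libraries, 2849 genes (66.9%) were downregulated by axenic nematodes and 2017 (50.9%) by symbiotic nematodes. The axenic library had more downregulated genes than the symbiotic library under each of the 7 alternative settings. The closest were median of ratios scaling, with 2613 against 1882 genes, and a cutoff of 1, with 1619 against 1177. Within the symbiotic library the balance was not stable. Upregulated genes outnumbered downregulated ones with RPKM as deposited (2427 to 1928), with median of ratios scaling (2457 to 1882), with RPKM above 1 (1807 to 1098), and with a pseudocount of 0.1 (1984 to 1936) or of 1 (1417 to 760).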

We also found that axenic nematodes at 30 h post-infection downregulated a higher number of fly genes (67 %, 2868 genes) compared to those downregulated by symbiotic worms (51 %, 2002 genes) (Fig. 1b).

To identify the numbers of differentially expressed gene isoforms induced by each pathogen at each time-point, we performed Cufflinks analysis [28]. We found 273 gene isoforms upregulated by *Photorhabdus*, whereas infection by axenic or symbiotic nematodes upregulated fewer gene isoforms in the fly (131 and 52, respectively) (Fig. 1c). However, the largest number of downregulated gene isoforms was found in flies infected by symbiotic or axenic worms (618 and 154, respectively) and fewer (114) in flies infected by *Photorhabdus* (Fig. 1c).

To determine the number of genes that are transcriptionally regulated upon infection with *Heterorhabditis* and *Photorhabdus*, we performed pairwise multiple comparison analyses. We found that the number of differentially regulated genes at 12 and 30 h post-infection varied among the different types of infection (Fig. 1d). We focused on the group of genes that were regulated at both time-points and observed: (i) several genes that were downregulated at 12 h post-infection and upregulated at 30 h post-infection (28 genes in flies infected by axenic worms, 482 in flies infected by symbiotic worms and 97 in flies infected by the bacteria); ii) a higher number of upregulated genes in flies infected by axenic worms (528 genes) compared to those upregulated by symbiotic worms (265 genes) and the bacteria alone (256 genes); iii) a smaller number of genes that were upregulated at 12 h and downregulated at 30 h by infection with axenic nematodes, symbiotic nematodes, or *Photorhabdus* alone (82, 139 and 107 genes, respectively; (iv) a large number of genes that remained transcriptionally downregulated upon infection with symbiotic worms, axenic worms or the bacteria alone (963, 577, and 481, respectively). These results suggest that a large set of genes is differentially regulated in *Drosophila* adult flies during the early and late stages of infection by *Heterorhabditis* nematodes and their mutualistic *Photorhabdus* bacteria.

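Genes past the LFC cutoff at both time-points were sorted by their direction at 12 h and at 30 h. Downregulation at 12 h followed by upregulation at 30 h was found for 75, 119 and 678 genes after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. Upregulation at both time-points was found for 610, 358 and 367 genes, in the same order of infections. Genes upregulated at 12 h and downregulated at 30 h numbered 146, 195 and 167, and genes downregulated at both time-points numbered 1154, 643 and 734.
With at least 10 reads in one of the 2 libraries, these groups held 28, 96 and 499 genes (down then up), 512, 255 and 259 (up at both), 78, 104 and 135 (up then down) and 983, 482 and 587 (down at both). The group of genes downregulated at 12 h and upregulated at 30 h was largest after *Photorhabdus* infection under each of the 7 alternative settings. It held 50 genes with a pseudocount of 1, 132 with a cutoff of 1 and 165 among genes with RPKM above 1. Changes at a single time-point were more numerous, with 897 genes at 12 h only and 2834 at 30 h only for axenic nematodes, 865 and 3208 for symbiotic nematodes, and 1802 and 4301 for *Photorhabdus*. From these groups, the paper proposes that a large set of genes is differentially regulated during the early and late stages of infection.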

### *Heterorhabditis* and *Photorhabdus* infection leads to changes in specific molecular pathways and biological activities in *Drosophila*

To identify the molecular pathways and biological activities regulated by the nematodes and their bacteria, we performed Database for Annotation, Visualization and Integrated Discovery (DAVID) analysis by interrogating the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Protein ANalysis THrough Evolutionary Relationships (PANTHER) databases [29–32] (Fig. 2). At 12 h after infection with axenic or symbiotic nematodes, there was a significant change in the transcription of a large set of genes, which generated distinct pathway categories (KEGG). For instance, we found that axenic and symbiotic nematodes elicited the enrichment of genes involved in metabolism of xenobiotics by cytochrome P450 and glycolysis, while symbiotic nematodes elicited the enrichment of genes involved in lysosome function and apoptosis signaling (Additional file 1: Figure S3; Additional file 2: Dataset S1).

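Dataset S1 lists, for each pathway, genes that had already been counted as changed, so the values below describe those genes and are no test of enrichment. For the metabolism of xenobiotics by cytochrome P450 at 12 h, the axenic library had 11 upregulated and 6 downregulated genes of 17 and the symbiotic library 6 upregulated and 5 downregulated genes of 11. The genes listed for glycolysis and gluconeogenesis included 10 upregulated and 2 downregulated genes of 12 in the axenic library, with LFC values from -0.82 to 1.32. In the symbiotic library there were 4 upregulated and 4 downregulated genes of 8, with LFC values from -1.25 to 1.32. The lysosome genes of the symbiotic library held 10 upregulated and 6 downregulated genes of 16, with a median LFC of 0.79.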

**Fig. 2:**
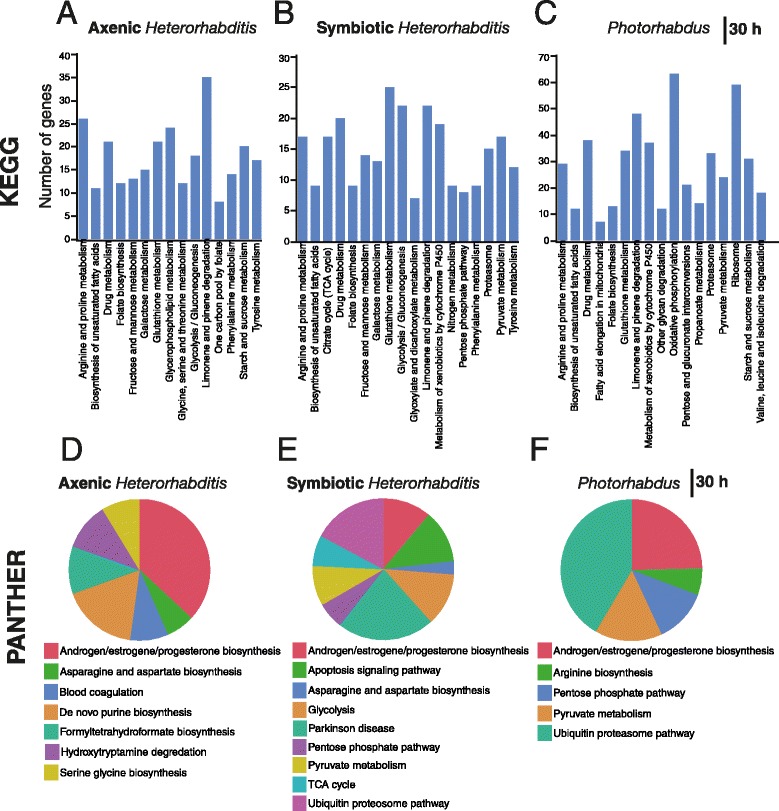
Infection of adult flies with *Heterorhabditis* nematodes or their *Photorhabdus* bacteria induces diverse physiological responses. Representative KEGG pathway categories in flies infected by **a** *Heterorhabditis* axenic nematodes, **b** *Heterorhabditis* symbiotic nematodes, or **c** *Photorhabdus* bacteria at 30 h post-infection. The number of genes represents those that were only found associated with a particular pathway. Representative PANTHER pathway categories in flies infected by **d** *Heterorhabditis* axenic nematodes, **e** *Heterorhabditis* symbiotic nematodes, or **f** *Photorhabdus* bacteria at 30 h post-infection

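At 30 h, the genes that Dataset S1 lists for a pathway had median LFC values as follows after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. For the biosynthesis of unsaturated fatty acids the medians were -1.15, -0.83 and -1.76, over 13, 9 and 12 genes, of which 10, 9 and 11 were downregulated. Folate biosynthesis had medians of -1.02, -0.80 and -0.70, with 9 of 12, 8 of 9 and 9 of 13 genes downregulated. Arginine and proline metabolism had 10 upregulated and 17 downregulated genes of 28 after axenic infection, 10 upregulated and 8 downregulated genes of 18 after symbiotic infection and 2 upregulated and 29 downregulated genes of 31 after *Photorhabdus* infection. The medians for limonene and pinene degradation were -0.59, -0.66 and -0.83. Upregulated genes outnumbered downregulated genes in drug metabolism, with medians of 0.77, 0.73 and 0.82, and in glutathione metabolism, with medians of 0.73, 0.82 and 0.76. Tyrosine metabolism was listed for the nematode infections, with medians of 0.03 (axenic) and 0.62 (symbiotic).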

We also found that a large number of genes within certain pathways (such as limonene and pinene, tyrosine degradation, arginine and proline metabolism, biosynthesis of unsaturated fatty acids, drug metabolism, folate biosynthesis, glutathione metabolism and glycosylation) were transcriptionally altered following infection of flies with the nematodes and their bacteria (together or alone) for 30 h (Fig. 2a,b,c). We further found downregulation of ornithine decarboxylase related genes in all three types of infections, which might suggest the induction of anti-inflammatory responses in the fly (Additional file 2: Dataset S1). 

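Ornithine decarboxylase is encoded by a pair of genes in the files. *Odc1* (FBgn0013307) had LFC values of -1.06, -0.40 and -1.17 at 12 h and -0.98, -1.30 and -0.77 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. Its reads numbered between 714 and 1334 in the infected libraries and 2376 in the uninfected library. All 6 values were below 0, and the one at 12 h after symbiotic infection was within the cutoff. For *Odc2* (FBgn0013308), with 20 to 27 reads in the infected libraries and 21 in the uninfected library, the LFC values were 0.24, 0.56 and -0.23 at 12 h and 0.23, 0.34 and 1.03 at 30 h, and none of them was a downregulation past the cutoff.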

There was also strong downregulation of a large number of genes in the ubiquitin/proteasome degradation pathways in *Photorhabdus* infected flies, but not in flies infected by axenic or symbiotic nematodes (Additional file 2: Dataset S1).

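Of 47 proteasome subunit genes, 28 were downregulated and 6 upregulated at 30 h after *Photorhabdus* infection, with a median LFC of -0.65. This median lay at percentile 0.0100 among 10000 random lists of as many genes matched on RPKM. After symbiotic infection for 30 h, 13 were upregulated and 2 downregulated. The median LFC was nevertheless below 0, at -0.32 (percentile 0.0400), since 33 of the 47 genes lay below 0, most of them within the cutoff. The 47 genes were taken by symbol and include paralogs such as *Prosalpha3T*, *Prosalpha6T* and *Rpt3R*, which were not examined apart from the other subunits. In the same library 12 of 13 testis genes were upregulated. A difference between the pools of flies therefore stays open as a source of this split. Axenic infection for 30 h upregulated 7 and downregulated 3, and with RPKM as deposited the balance flipped to 5 upregulated and 6 downregulated. The median after axenic infection for 30 h was -0.22 (percentile 1.48). At 12 h the medians were -0.17 (percentile 0.335) after axenic and -0.19 (0) after symbiotic infection, and -0.09 (22.2) after *Photorhabdus*, which rose above 0 with median of ratios scaling (0.07). At 12 h at most 3 of the 47 genes passed the cutoff in either direction. The excess of downregulated genes at 30 h after *Photorhabdus* kept its direction with RPKM as deposited (34 to 3) and with median of ratios scaling (29 to 6).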

PANTHER analysis pointed towards pathways that were not identified by KEGG analysis (Fig. 2d,e,f). Infection of flies with the two pathogens for 30 h affected the androgen/estrogen/progesterone biosynthesis pathway, which includes genes that take part in lipid metabolism, steroid hormone metabolism, and cholesterol metabolism. Infection with axenic or symbiotic nematodes caused the enrichment of genes involved in asparagine/aspartate biosynthesis. Infection with symbiotic worms or *Photorhabdus* bacteria alone induced the enrichment of genes involved in ubiquitin-proteosome degradation of proteins, pyruvate metabolism and pentose-phosphate pathway. Therefore pathway analyses reveal certain molecular/biological signatures in the fly and provide hints on the physiological events that take place during infection with the nematodes and their associated bacteria.

### *Heterorhabditis* and *Photorhabdus* infection regulates the transcription of a wide range of protein-coding genes in the fly genes

To identify the major protein families and biological processes associated with the fly genes that are differentially regulated by *Heterorhabditis* and *Photorhabdus* infection, we conducted gene ontology (GO) analysis [33] (Fig. 3a). At late stages of infection with the pathogens there was a substantial increase in the number of protein-coding genes. For example, we found a dramatic increase in the expression of hydrolase genes upon infection with the nematodes and their bacteria. At 30 h post-infection with the pathogens the top 15 protein categories included hydrolases, nucleic acid binding proteins, oxido-reductases, transferases, transporters, proteases, transcription factors, receptors, enzyme modulators, signaling molecules, cytoskeletal proteins, ligases, transfer/carrier proteins, calcium-binding proteins and kinases.

**Fig. 3:**
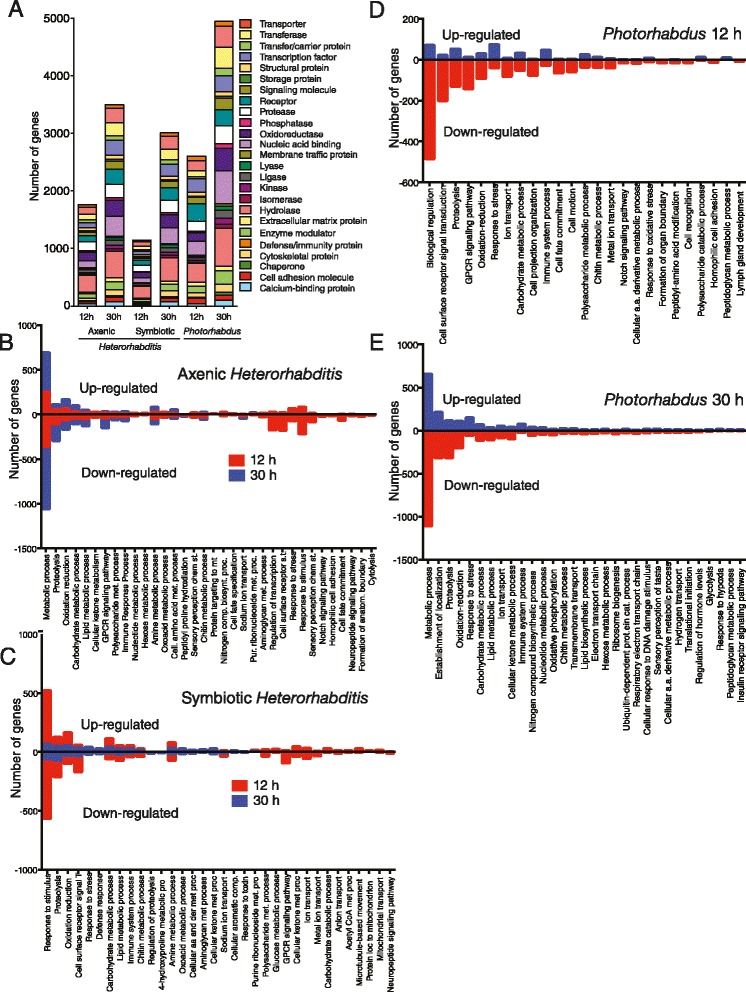
Infection of adult flies with *Heterorhabditis* or *Photorhabdus* trigger the expression of diverse proteins. **a** Representative protein-based Gene Ontology (GO) groups for genes differentially induced by *Heterorhabditis* axenic or symbiotic nematodes, or *Photorhabdus* bacteria alone at 12 and 30 h post-infection with the pathogens. Each bar represents a subset of the most representative non-redundant upregulated and downregulated genes. Numbers of upregulated and downregulated genes upon infection with *Heterorhabditis* axenic (**b**), symbiotic (**c**) nematodes, or *Photorhabdus* bacteria (**d**, **e**) at 12 h and 30 h post-infection with the pathogens. Each bar includes genes that fall into the same molecular function category. GO analysis was performed using the global list of differentially expressed genes for each infection type and time-point

GO analysis also showed that infection with axenic worms strongly downregulated a large number of genes associated with metabolic process at both 12 and 30 h post-infection (356 and 700 genes, respectively) (Fig. 3b). However, the number of similar genes that were upregulated upon infection with axenic worms increased from 252 to 442. Genes involved in proteolysis and G-protein coupled receptor (GPCR) signaling were strongly downregulated at 30 h, while all 7 genes associated with peptidyl hydroxylation were downregulated at 12 h post-infection. 

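Peptidyl hydroxylation was examined through the 8 genes with a *PH4alpha* symbol, which encode prolyl 4-hydroxylase alpha subunits. Axenic nematodes downregulated 3 of them and upregulated 1 at 12 h, with a median LFC of -0.19 (percentile 15.6 of 10000 matched random lists). These counts were the same with RPKM as deposited and with median of ratios scaling. At 30 h, 5 were downregulated and 0 upregulated, with 4 downregulated under median of ratios scaling. The median LFC at 30 h was -0.56. Membership of the GO categories for proteolysis and G-protein coupled receptor signaling was not analysed here.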

We further found that only 23 immunity-related genes were upregulated at 30 h and 9 genes at 12 h, while 29 genes involved in chitin metabolic process were downregulated at 30 h post-infection.

GO analysis further revealed that infection of flies for 30 h with symbiotic nematodes downregulated several genes involved in proteolysis, response to stimulus, chitin metabolic process, cell surface receptor signal transduction, and lipid metabolic process (Fig. 3c). In addition, *Photorhabdus* infection resulted in substantial increase in the number of upregulated and downregulated genes involved in proteolysis, oxidation-reduction and responses to stress at both 12 and 30 h time-points (Fig. 3d,e). At 12 h, we identified downregulated genes with putative function in Notch signaling, peptidyl amino acid modification, cell recognition, and lymph gland development (Fig. 3d). 

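The 87 genes for cytosolic ribosomal proteins had a median LFC of -0.72 at 30 h after *Photorhabdus* infection, at percentile 0.0100 among 10000 random lists of as many genes matched on RPKM. Of these genes, 60 were downregulated and 3 upregulated. The scaling moved this median most, to -0.92 with RPKM as deposited and -0.75 with median of ratios scaling. In the other 5 libraries the medians ran from -0.14 (symbiotic, 30 h) to 0.22 (axenic, 30 h). For 85 genes of oxidative phosphorylation the median LFC at 30 h after *Photorhabdus* was -0.50 (percentile 0.835), with 33 genes downregulated and 11 upregulated. It was -0.70 with RPKM as deposited and -0.52 with median of ratios scaling. The corresponding medians were 0.01 for ribosomal proteins and -0.03 for oxidative phosphorylation at 12 h after *Photorhabdus*. Genes of lipid metabolic processes were not grouped here.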

At 30 h, there was a strong downregulation of genes involved in oxidative phosphorylation, lipid metabolic processes and ribosome function; the latter might be an indication of transcriptional repression (Fig. 3e). We further found upregulation of genes involved in responses to hypoxia and insulin receptor signaling pathway. These data show that infection of the fly with *Heterorhabditis* nematodes and their *Photorhabdus* bacteria causes significant changes in the expression of a large number of protein-coding genes that are involved in key biological processes in the fly. Some of the differentially expressed genes might be important in the regulation of immune function against the pathogens.

### The transcriptome of flies infected by symbiotic *Heterorhabditis* is a combination of the transcriptomes from flies infected by axenic nematodes and *Photorhabdus*

To contrast the transcriptional profiles induced by the nematodes and their bacteria at 12 h and 30 h post-infection, we performed a quadrant plot analysis to identify the genes that are differentially expressed at those two time-points (Additional file 1: Figure S4). We generated three clusters containing differentially regulated genes at both time-points compared to uninfected treatments, genes regulated at 12 h only, and those regulated at 30 h only. 

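Many of these genes had few reads, and a gene with 0 reads in the infected library has no finite LFC. In the axenic library at 12 h, *CG13071* (FBgn0036585) had 0 reads against 11 in the uninfected library. *CG31748* (FBgn0045485), which encodes Gr36c, had 6 reads against 16, an LFC of -1.10 (95% interval -2.75 to 0.32). *CG33264* (FBgn0041622), or *Or69a*, had 9 reads against 14 and an LFC of -0.33 (-1.71 to 0.98), a difference that was not detectable at this depth. The LFC of *CG34424* (FBgn0085453) was 0.36 (0.18 to 0.54), from 512 and 496 reads, and was above 0. In the symbiotic library at 12 h, *CG43184* (FBgn0262813), *CG7327* (FBgn0014849), *CG8960* (FBgn0035315) and *CG42755* (FBgn0261813) all had 0 reads. Their reads in the uninfected library numbered 14, 10, 17 and 13, respectively.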

Infection with axenic nematodes for 12 h strongly downregulated the genes *CG34424* (5-formyltetrahydrofolate cyclo-ligase), *CG13071* (unknown), *CG33264* (*Or69a*), *CG31748* (*Gr36c*), whereas infection with symbiotic nematodes mostly downregulated genes with unknown function such as *CG43184*, *CG7327*, *CG8960* and *CG42755*. Similarly, *Photorhabdus* infection caused downregulation of several unknown genes, such as *CG13427*, *CG42367* (insect cuticular protein) and *CG13711*. 

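In the *Photorhabdus* library at 12 h, *CG13427* (FBgn0034514), *CG42367* (FBgn0259713) and *CG13711* (FBgn0035572) all had 0 reads. The uninfected library had 22, 22 and 13 reads on them, respectively. *CG42367* had 0 reads at 30 h as well, and *CG13711* had 0 reads in the symbiotic library at 12 h. Infection with axenic nematodes gave *CG13427* 48 reads at 12 h, an LFC of 1.44.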

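Genes with 0 reads in an infected library and at least 10 in the uninfected library numbered 8, 10 and 13 at 12 h and 21, 12 and 14 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. Their reads in the uninfected library ranged from 10 to 172. Among genes with a scaled RPKM of at least 1 in both libraries, the largest decreases in LFC at 12 h were those of *Cp19* (-6.25), *Npc2e* (-4.77) and *Drsl2* (-3.63) for axenic nematodes. They were those of *Cp15* (-7.58), *Cp16* (-5.48) and *Cp19* (-3.41) for symbiotic nematodes and of *Cp38* (-4.56), *Cp36* (-4.05) and *Cp19* (-2.92) for *Photorhabdus*. At 30 h they were those of *Cp15* (-6.95), *Npc2e* (-4.16) and *Drsl2* (-3.87) for axenic nematodes, *Cp15* (-6.26), *Npc2e* (-3.81) and *Drsl2* (-3.70) for symbiotic nematodes, and *LysC* (-4.61), *LysD* (-4.59) and *CG9259* (-4.47) for *Photorhabdus*. The *Cp* genes encode eggshell proteins, and *LysC* and *LysD* encode closely related lysozymes that can share reads.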

A complete list of the 25 most strongly downregulated genes upon infection with the two pathogens is shown in Additional file 1: Figure S5. 

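All 25 genes of each of the 6 lists in Dataset S2 were upregulated past the cutoff in the library of that list. The median LFC of a list, with its range, was 1.44 (1.08 to 1.99) for axenic nematodes at 12 h, 1.17 (1.05 to 2.03) for symbiotic nematodes at 12 h and 1.45 (1.19 to 2.32) for *Photorhabdus* at 12 h. At 30 h the medians were 1.35 (0.75 to 4.70), 1.19 (0.98 to 3.46) and 2.55 (2.07 to 4.28) in the same order of infections. At the other time-point, 24 or all 25 of the genes of each list were downregulated past the cutoff. The lists come from the quadrant plots of Fig. S4, whose groups are set by the direction at both time-points. This reversal may therefore be how the genes were chosen, and it is no separate observation. In the list for symbiotic nematodes at 12 h, 19 of the 25 genes had an RPKM below 1 in both libraries.
Among all genes with a scaled RPKM of at least 1 in both libraries, the largest increases in LFC at 12 h were those of *CG34040* (4.37), *smp-30* (3.20) and *LManV* (3.03) for axenic nematodes. They were those of *DptA* (3.58), *AttC* (3.01) and *Mtkl* (2.77) for symbiotic nematodes and of *DptA* (9.49), *AttC* (8.63) and *DptB* (7.99) for *Photorhabdus*. At 30 h they were those of *CG34040* (5.78), *DptA* (5.19) and *AttA* (4.75) for axenic nematodes, *DptA* (6.45), *AttC* (5.90) and *AttA* (5.26) for symbiotic nematodes, and *DptA* (8.55), *AttC* (7.97) and *Hsp70Aa* (7.06) for *Photorhabdus*.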

We further identified the 25 most strongly upregulated genes in flies infected by axenic nematodes, symbiotic nematodes or the bacteria only (Additional file 3: Dataset S2).

At 12 h post-infection with axenic worms, we detected increased expression of several genes in the Notch signaling pathway (Fig. 4a). Among this group of genes, the negative regulator *Twin of M4* or *Barbu* showed the highest level of expression followed by a putative CCAT-binding transcription factor, the gene *Enhancer of split mgamma*, a basic Helix-Loop-Helix transcription factor related to *My*c, *Brother of Bearded A*, which has been previously implicated in the fly immune response against bacterial infection [34], *Amalgam*, which codes for an Ig-like C2-type domain-containing protein involved in antigen binding and cell adhesion [35], and the putative enzyme *CG31002* that possesses glucuronosyltransferase activity. 

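In the axenic library at 12 h, *Twin of M4* (FBgn0026320) had an LFC of 1.99 (95% interval 1.71 to 2.27), with 441 reads against 138 in the uninfected library. The gene that the supplement describes as a CCAT-binding factor (FBgn0085253) followed with 1.94 (0.88 to 3.14), from 31 and 10 reads. *CG31002* (FBgn0051002) had an LFC of 1.91 (1.28 to 2.58), *E(spl)mgamma-HLH* (FBgn0002735) of 1.83 (0.92 to 2.82), *Brother of Bearded A* (FBgn0040487) of 1.81 (1.46 to 2.17) and *Amalgam* (FBgn0000071) of 1.49 (1.18 to 1.81). The Bearded-type gene *Ocho* (FBgn0040296) had 1.08. None of these 7 genes was upregulated past the cutoff in the other 2 libraries at 12 h, where *Twin of M4* had LFC values of -1.82 (symbiotic) and -1.60 (*Photorhabdus*). At 30 h after axenic infection its LFC was -4.88, from 4 reads.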

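Among the 19 genes with an antimicrobial peptide symbol, 4 were upregulated and 7 downregulated at 12 h after infection with axenic nematodes, with a median LFC of -0.19 after a pseudocount of 0.1. At the same time-point 12 were upregulated and 1 was downregulated after infection with symbiotic nematodes (median 1.17), and 17 were upregulated and 1 was downregulated after *Photorhabdus* infection (median 6.28). These directions were the same with RPKM as deposited and with median of ratios scaling.
*Attacin C* (FBgn0041579), on chromosome 2R from 13393705 to 13394667 of BDGP6, had LFC values of -0.77, 3.01 and 8.63 at 12 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. The 95% intervals were -1.20 to -0.35, 2.76 to 3.27 and 8.39 to 8.87, and the reads numbered 70, 883 and 71715 against 148 in the uninfected library. For *Drosomycin 2* (FBgn0052279) the LFC values were -3.63, 0.25 and 1.57, with intervals of -4.07 to -3.22, 0.10 to 0.40 and 1.45 to 1.68. *Diptericin* (FBgn0004240) had 1.07, 3.58 and 9.49, *Drosocin* (FBgn0010388) had -1.39, 2.92 and 7.90 and *Metchnikowin* (FBgn0014865) had -0.22, 2.73 and 7.28.

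**Figure D1:**
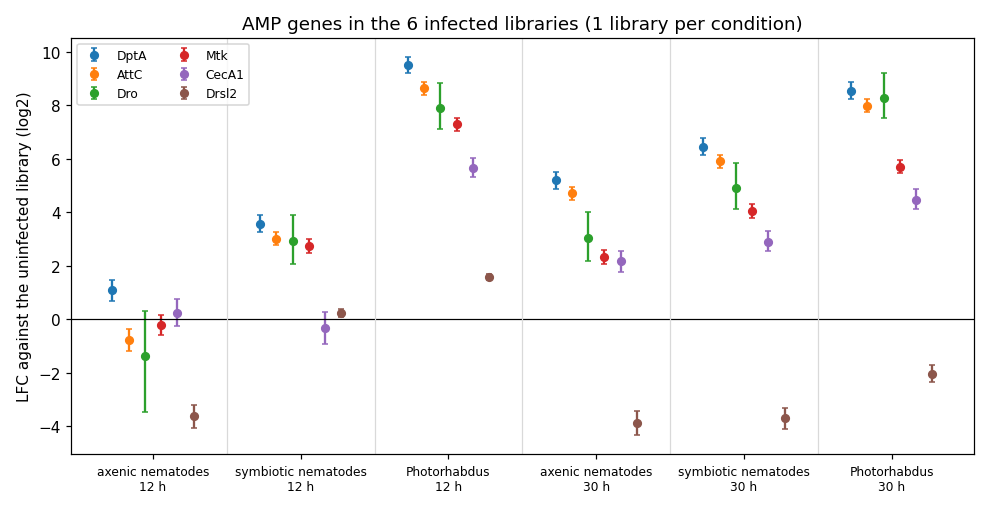
LFC (log2, y-axis) of 6 antimicrobial peptide genes in each infected library against the uninfected library, with 95% intervals from counting error (1 library per condition). *Attacin C* lies at -0.77 in the axenic, 3.01 in the symbiotic and 8.63 in the *Photorhabdus* library at 12 h.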

Interestingly, we found no increased expression of antimicrobial peptide (AMP) genes (Fig. 4a); only *Attacin C* and *Drosomycin 2* were upregulated upon infection with symbiotic nematodes (Fig. 4c) and *Photorhabdus* bacteria (Fig. 4e), respectively. At 30 h post-infection with axenic nematodes, we found increased expression of the AMP genes *Attacin* and *Drosocin*, a Gram-Negative Binding Protein (*GNBP*)-like gene and several cuticle-related genes such as *Tweedle*, *Cuticular protein 78E* and two genes with chitin-binding domains (*CG7017* and *CG6933*) (Fig. 4b). 

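In the axenic library at 30 h, *Attacin C* had an LFC of 4.70 (95% interval 4.46 to 4.95), *Attacin B* (FBgn0041581) of 3.60 (3.38 to 3.84) and *Drosocin* (FBgn0010388) of 3.03 (2.19 to 4.00). The gene *GNBP-like3* (FBgn0034511) had an LFC of 1.35 (1.01 to 1.70). Among *Tweedle* genes, *TwdlM* (FBgn0039434) had 3.56 from 202 reads against 20, *TwdlY* (FBgn0052570) had 1.30 and *TwdlC* (FBgn0039469) had 0.89 from 19 against 12 reads, with an interval of -0.23 to 2.07 that includes 0. Of the 26 *Tweedle* genes as a group, 11 were upregulated and 8 downregulated, an order that both other scalings kept. *Cpr78E* (FBgn0037114) had 0.88 (-0.15 to 1.96) from 22 against 14 reads, *CG7017* (FBgn0036951) had 1.20 (0.47 to 1.95) and *CG6933* (FBgn0036952) had 1.41 (0.77 to 2.08).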

We also found several highly expressed enzymes including a trypsin-like cysteine protease, a putative AMP-dependent synthetase (*CG4830*), and a putative lipase (*CG5665*).

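The gene that Dataset S2 describes as a trypsin-like protease (FBgn0053160) had an LFC of 1.62 (95% interval 1.00 to 2.28) at 30 h after axenic infection, from 79 against 30 reads. *CG4830* (FBgn0037996) had 1.10 (0.64 to 1.58), from 110 and 60 reads. *CG5665* (FBgn0036977) had 0.75 (0.04 to 1.47), from 43 and 30 reads.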

**Fig. 4:**
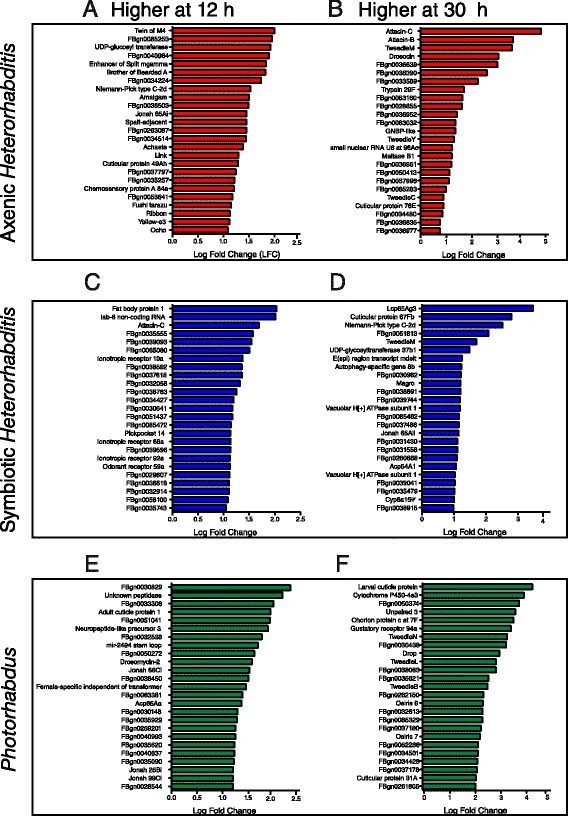
*Heterorhabditis* and *Photorhabdus* induce the expression of diverse subsets of genes in *Drosophila* adults. The 25 most strongly induced genes upon infection with **a**, **b** *Heterorhabditis* axenic nematodes, **c**, **d** *Heterorhabditis* symbiotic nematodes and **e**, **f** *Photorhabdus* bacteria at 12 h and 30 h post-infection. X-axis represents the relative Log-Fold Change (LFC) for each gene after normalization against uninfected controls. All genes have a fold-change higher than 2 (LFC = 0.58 corresponds to 2-fold-change difference)

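Whether the symbiotic library lay between the others was counted without the uninfected library, since a control shared by the LFC values ties them to each other. At 12 h, the symbiotic RPKM lay strictly between the axenic and *Photorhabdus* values for 41.6% of 11654 genes (95% Wilson interval 40.7 to 42.5%). The axenic library was in the middle for 31.3% and the *Photorhabdus* library for 26.9%. At 30 h the shares were 44.3% (43.4 to 45.2%) for the symbiotic library, 34.4% for the axenic library and 21.0% for the *Photorhabdus* library, over 11760 genes. The Wilson intervals treat genes as independent, which they are not, and do not cover the variation between pools of flies. The choice of genes moved these shares most. Among genes in which the axenic and *Photorhabdus* libraries differed at least 2-fold, the symbiotic library was in the middle for 76.0% of 1174 genes at 12 h and 68.6% of 2387 at 30 h.
Of the 1072 genes upregulated by symbiotic nematodes at 12 h, 39.1% were also upregulated by axenic nematodes and 24.3% by *Photorhabdus*. At 30 h these shares were 43.4% and 46.7%. The order was the other way round for downregulated genes. Of the 1108 genes downregulated by symbiotic nematodes at 12 h, 46.7% were also downregulated by axenic nematodes and 64.7% by *Photorhabdus*, and at 30 h 69.0% and 40.9%. In each case the larger share was that of the infection with more genes changed in that direction, and all lists share the uninfected library. Where the lists differed in size, the order of the shares therefore does not show which infection the symbiotic library resembles. The lists of downregulated genes at 30 h were close in size, with 3248 (axenic) and 3059 (*Photorhabdus*) genes. List size alone does not account for the gap between their shares, which rests on 1 library per infection. Across 12122 genes, which are not independent replicates, Pearson's r between LFC values was 0.37 for axenic and symbiotic, 0.41 for *Photorhabdus* and symbiotic and 0.19 for axenic and *Photorhabdus* infection at 12 h. At 30 h it was 0.69, 0.49 and 0.44 for the same pairs. With each LFC of a pair taken over a different library, r fell to -0.14, -0.01 and -0.23 at 12 h and to 0.29, 0.20 and 0.17 at 30 h. The libraries put in place of the uninfected one come from other infections, which can itself lower r. The fall therefore does not measure how much of r came from the shared library.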

The transcriptome of flies infected by symbiotic nematodes was a combination of the transcriptomes obtained from flies infected by axenic worms and the bacteria alone. 

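In the symbiotic library at 12 h, *Fat body protein 1* (FBgn0000639) had an LFC of 2.03 (95% interval 1.51 to 2.57), with 127 reads against 42 in the uninfected library. Its scaled RPKM was 1.04. The non-coding RNA *Iab-8* (FBgn0051270) had an LFC of 2.02 (0.95 to 3.21), from 30 against 10 reads. *Fat body protein 1* also had an LFC of 1.58 at 12 h after *Photorhabdus* infection.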

At 12 h post-infection, the gene *Fat body protein 1* was expressed at high levels, followed by the non-coding RNA *Iab-8* that was previously shown to be involved in the regulation of developmental processes [36] (Fig. 4c). 

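Of 63 ionotropic receptor genes, 17 were upregulated and 5 downregulated at 12 h after infection with symbiotic nematodes. The counts were 18 and 5 with RPKM as deposited, and 14 and 6 with median of ratios scaling. At 12 h axenic nematodes upregulated 11 and downregulated 15, and *Photorhabdus* upregulated 0 and downregulated 37, in the same direction under both other scalings. Symbiotic infection for 30 h left 2 upregulated and 35 downregulated. *Odorant receptor 59a* (FBgn0026384) had an LFC of 1.12 (95% interval 0.06 to 2.24), from 21 against 13 reads.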

We also observed upregulation of several genes coding for ionotropic receptors and the odorant receptor 59a. 

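In the symbiotic library at 30 h, *Lcp65Ag3* (FBgn0086611) had an LFC of 3.46 (95% interval 2.67 to 4.37), with 157 reads against 14 in the uninfected library. *Cuticular protein 67Fb* (FBgn0036110) had 3.47 (2.75 to 4.28), and *Accessory gland protein 54A1* (FBgn0083936) had 1.07 (0.98 to 1.16), from 3130 and 1471 reads. *Lcp65Ag3* was higher in the axenic and *Photorhabdus* libraries at 30 h, with LFC values of 4.89 and 4.28, and *Cuticular protein 67Fb* had 3.09 and 4.55 there.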

At 30 h post-infection with symbiotic worms we found increased expression of genes enconding structural components of the cuticle (chitin), such as *Lcp65Ag3*, the *Cuticular protein 67Fb* and the adult cuticular protein *Accessory gland protein 54A1* (Fig. 4d). The gene *Niemann-Pick type C-2d* was also expressed at high levels. 

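*Niemann-Pick type C-2d* (FBgn0037782) had an LFC of 2.51 (95% interval 1.94 to 3.13) at 30 h after symbiotic infection, from 168 against 29 reads. In the axenic and *Photorhabdus* libraries at 30 h its LFC was -1.46 and -0.09. At 12 h after symbiotic infection it was -1.43, from 8 reads.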

Interestingly, this gene codes for a sterol binding protein with Immunoglobulin E-set and MD-2-related lipid recognition domains with a potential function in immune recognition and defense. In addition, there were signatures of transcriptional regulation, as evidenced by the increased expression of the transcription factor *E(spl) region transcript mdelta* and the uncharacterized putative zinc-finger transcription factor *CG14983*. 

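The LFC of *E(spl)mdelta-HLH* (FBgn0002734) at 30 h after symbiotic infection was 1.24 (95% interval 0.12 to 2.47), from 24 against 10 reads. That of *CG14983* (FBgn0035479) was 1.01 (0.45 to 1.59), from 82 against 40 reads. In the axenic and *Photorhabdus* libraries at 30 h, *CG14983* had LFC values of -0.19 and -0.45.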

We further detected the expression of *CG16704*, which encodes a putative protein with Proteinase I2 and Kunitz protease inhibitor domains that could be involved in coagulation response or other proteolytic cascades, several subunits for H+ ATPase pumps, a putative transporter (*CG14605*), autophagy-specific gene *Atg8b*, *Tweedle M*, a putative member of the small GTPase family (*CG17819*) and *Jonah 65Aii* protease.

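*CG16704* (FBgn0031558) had an LFC of 1.11 (95% interval 0.21 to 2.06) at 30 h after symbiotic infection, from 35 against 16 reads, and higher values in the axenic (2.16) and *Photorhabdus* (2.58) libraries. The LFC was 1.15 (1.00 to 1.31) for *CG14605* (FBgn0037486), 1.22 (1.01 to 1.43) for *Atg8b* (FBgn0038539), 1.70 (0.96 to 2.50) for *Tweedle M* (FBgn0039434), 0.98 (0.71 to 1.26) for *CG17819* (FBgn0038915) and 1.14 (0.98 to 1.29) for *Jonah 65Aii* (FBgn0035666). Of 27 genes for subunits of the vacuolar H+ ATPase, 7 were upregulated and 0 downregulated, with 8 and 0 under both other scalings. Their median LFC after a pseudocount of 0.1 was -0.01.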

*Photorhabdus* induced a distinct transcriptional profile in the fly compared to the nematodes. At 12 h post-infection we identified a large number of genes with unknown function or identifiable protein domains (Fig. 4e). For example, the gene *CG12998* with unknown function was expressed at the highest level, followed by *CG18179* that codes for a putative peptidase. 

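*CG12998* (FBgn0030829) had an LFC of 2.32 (95% interval 1.91 to 2.76) at 12 h after *Photorhabdus* infection, from 337 against 55 reads, and *CG18179* (FBgn0036023) had 2.16 (1.79 to 2.55), from 389 against 71 reads. Within the list of Dataset S2 for this library, the LFC values ran from 1.19 to 2.32, with *CG12998* at the top. *Diptericin* (*DptA*), which is not in that list, had an LFC of 9.49 in the same library and of 8.55 at 30 h after *Photorhabdus* infection. At 30 h after *Photorhabdus* infection *CG12998* had 2 reads and an LFC of -3.82, and *CG18179* had -1.19. Axenic nematodes raised *CG12998* at 12 h as well, with an LFC of 2.60.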

Other genes that were upregulated at the early phase of infection with *Photorhabdus* included genes coding for cuticular proteins (*Adult cuticle protein 1* and *Adult cuticle protein 65Aa*) and Jonah proteases. 

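*Adult cuticle protein 1* (FBgn0014454) had an LFC of 1.93 (95% interval 1.70 to 2.16) and *Adult cuticle protein 65Aa* (FBgn0020765) of 1.36 (1.05 to 1.69) at 12 h after *Photorhabdus* infection. Their LFC values at 30 h were -2.38 and -4.23. Of 16 Jonah protease genes, 9 were upregulated and 1 was downregulated at 12 h, and 0 were upregulated and 16 downregulated at 30 h. These counts were the same with RPKM as deposited and with median of ratios scaling. Axenic nematodes at 12 h upregulated 9 and downregulated 3 of the 16 genes, and symbiotic nematodes upregulated 0 and downregulated 6, again under each of the 3 scalings.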

We also found a CD36 antigen domain-containing gene (*CG2736*) and the microRNA (miRNA) *Mir-2494* stem loop. 

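*CG2736* (FBgn0035090) had an LFC of 1.21 (95% interval 1.10 to 1.32) at 12 h after *Photorhabdus* infection, from 2450 against 864 reads. The *Mir-2494* stem loop (FBgn0262233) had 1.68 (1.42 to 1.94), from 619 against 158 reads. *Mir-2494* was higher in the symbiotic library at 12 h, with an LFC of 2.25, whereas *CG2736* had LFC values of -0.64 and -0.30 in the axenic and symbiotic libraries.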

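In the *Photorhabdus* library at 30 h, *Cytochrome P450-4e3* (FBgn0015035) had an LFC of 3.96 (95% interval 3.77 to 4.14), with 2221 reads against 279 in the uninfected library. It was upregulated by axenic (2.32) and symbiotic nematodes (2.60) as well. *Unpaired-3* (FBgn0053542) had an LFC of 3.63 (3.30 to 3.97) at 30 h after *Photorhabdus* and LFC values between -0.74 and 0.27 in the other 5 libraries. Of 26 *Tweedle* genes, 17 were upregulated and 2 downregulated at 30 h after *Photorhabdus*, against 0 upregulated and 18 downregulated at 12 h. Of 22 *Osiris* genes, 13 were upregulated and 1 was downregulated at 30 h, and 0 were upregulated and 18 downregulated at 12 h. Both families kept these directions with RPKM as deposited and with median of ratios scaling.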

At 30 h post-infection with the bacteria, there was increased expression of detoxification genes (*Cytochrome P450-4e3*), the cytokine *Unpaired-3* (component of the Janus kinase/signal transducers and activators of transcription or JAK/STAT pathway) [37], various *Tweedle* genes and two *Osiris* genes (Fig. 4e). These results indicate that infection with *Heterorhabditis* nematodes and *Photorhabdus* bacteria differentially regulates several *Drosophila* genes, many of which have an uncharacterized function in the fly.

### *Heterorhabditis* nematodes and *Photorhabdus* bacteria differentially regulate signature genes in *Drosophila* flies

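The comparisons between infections used the 6 infected libraries, with the 12 h and 30 h libraries of an infection standing as its 2 replicates, as in the paper. The paper applied DESeq to read counts with a GLM. Here limma was fitted to log2 of the scaled RPKM plus 0.1, with infection type and time-point in the model and a trend of the variance on expression. Voom on the reads recovered from RPKM was added as an alternative after the results were seen. The test covered 11533 genes with an RPKM above 1 in at least 2 of the 6 libraries. A gene was counted when its adjusted p (Benjamini-Hochberg) was at most 0.05 and its log2 fold change was at least 1 in size. The fit leaves 2 residual degrees of freedom, to which limma added 5.00 prior degrees of freedom. After removal of each infection's mean, libraries of the same time-point were correlated across genes at 0.233 on average, which is why the time-point stayed in the model. Time and replicate are the same factor in this design, so a change that an infection makes at only one time-point enters the error of the test.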

We used the 12 h and 30 h time-points as replicates to perform General Linear Model (GLM) analysis of genes that are differentially expressed upon infection with *Heterorhabditis* nematodes and their mutualistic *Photorhabdus* bacteria, separately or together (Fig. 5 and Additional file 4: Dataset S3). For this, we first compared normalized genes (against uninfected controls) that were differentially expressed upon infection with the pathogens. We then built models to identify the group of genes whose expression levels were significantly affected after comparing the different infection treatments (Axenic *Heterorhabditis* vs. Symbiotic *Heterorhabditis*, Symbiotic *Heterorhabditis* vs. *Photorhabdus*, and Axenic *Heterorhabditis* vs. *Photorhabdus*). Therefore we exclusively selected those genes that showed a significant (2-fold) change in expression (upregulation or downregulation).

**Fig. 5:**
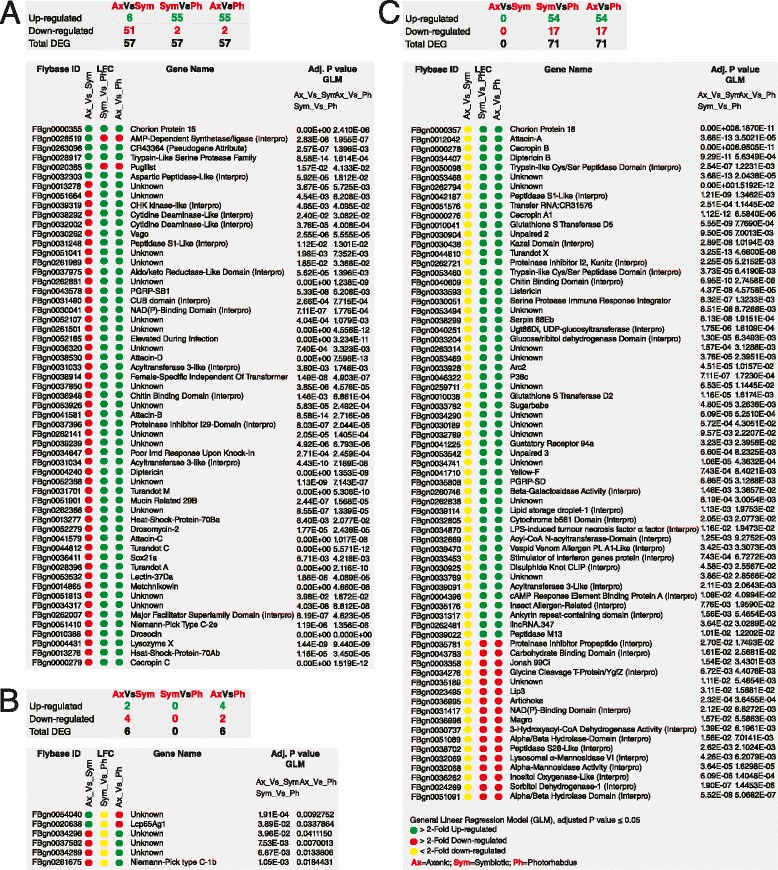
Differential gene expression analysis using DESeq and GLM analysis to compare the different infection types. **a** Filtered list of genes that are common between all three infection types (p < 0.05); **b** Filtered list of genes that are common between the Axenic *Heterorhabditis* vs. Symbiotic *Heterorhabditis* and Axenic *Heterorhabditis* vs. *Photorhabdus* comparisons; **c** Filtered list of genes that are common between the Symbiotic *Heterorhabditis* vs. *Photorhabdus* and Axenic *Heterorhabditis* vs. *Photorhabdus* comparisons. The figure contains *Drosophila* genes with significantly altered expression upon infection of adult flies with the nematodes and their associated bacteria (separately or together), and their corresponding adjusted p-values for the two models used: one to determine the common genes between *Heterorhabditis* (Axenic/Symbiotic) infections and *Photorhabdus* infections, and a second to determine the common genes between Axenic *Heterorhabditis* infection and *Photorhabdus* infection after adjusting for the two time-points. Selected genes included those that appeared in all three comparisons. Red: LFC ≥ 2-fold downregulation; Yellow: LFC ≤ 2-fold downregulation and Green: LFC ≥ 2-fold upregulation

We first compared the expression of genes that were affected when comparing all three types of infections using the two time-points as replicates (Fig. 5a). We found that most genes associated with *Heterorhabditis* nematodes (Axenic vs. Symbiotic) were significantly downregulated whereas most genes associated with *Photorhabdus* (Symbiotic *Heterorhabditis* vs. *Photorhabdus* and Axenic *Heterorhabditis* vs. *Photorhabdus*) were significantly upregulated. 

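In the comparison of axenic with symbiotic nematodes, 0 genes were upregulated and 0 downregulated past both thresholds, and 194 genes had an unadjusted p below 0.05. The comparison of *Photorhabdus* with symbiotic nematodes also gave 0 and 0 genes, with 551 at an unadjusted p below 0.05 and a smallest adjusted p of 0.0692 from limma. In the comparison of *Photorhabdus* with axenic nematodes, 18 genes were upregulated and 3 downregulated. Without the time-point in the model this comparison gave 0 and 0 genes, with 654 genes at an unadjusted p below 0.05. A fit without the variance trend also gave 0 and 0. The alternative that moved the counts most was leaving out a symbiotic library, which gave 236 to 243 upregulated genes. In these fits, with 1 residual degree of freedom, limma's prior degrees of freedom were infinite, so the spread of each gene came from the prior alone. With the prior of the 6-library fit, in an alternative added after this result was seen, leaving out either symbiotic library gave 15 upregulated genes and 1 downregulated gene.
The largest increases among the genes past both thresholds were those of *Drosocin* (*Dro*, FBgn0010388), with a log2 fold change of 7.05 (standard error 0.747, adjusted p = 0.0328 from limma), *CG42649* with 6.15 (0.687, 0.0422) and *Attacin-D* (*AttD*) with 5.70 (0.388, 0.0184). The largest decreases were those of *Sodh1* (-4.05), FBgn0028519 (-3.64) and *Miox* (-3.52), each with an adjusted p of 0.0472. With voom, the adjusted p was 0.117 for *Sodh1*, FBgn0028519, *Drosocin* and *CG42649*, 0.0793 for *Miox* and 0.0287 for *Attacin-D*, so only the last stayed past the threshold. Each of these 6 genes moved in the same direction at 12 h and at 30 h.
Of the 57 genes that Dataset S3 lists as common to all comparisons (Fig. 5a), 51 were lower in the axenic than in the symbiotic infection and 6 were higher, with a median log2 fold change of -1.34. *Photorhabdus* gave higher values than symbiotic nematodes for 55 of them (median 1.56) and higher values than axenic nematodes for 55 (median 2.99). Past both thresholds of limma were 0, 0 and 12 of the 54 genes tested, in the same order of comparisons. From these comparisons, the paper states that most genes associated with the nematodes were downregulated and most genes associated with *Photorhabdus* were upregulated.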

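The standard errors (SE) are those of limma, which draw on all infections and on its prior, and not the spread between the 2 time-points. The log2 fold change of *Photorhabdus* over axenic infection was 9.32 at 12 h and 3.27 at 30 h for *Attacin-C* (*AttC*). For *Attacin-D* (*AttD*) it was 5.03 and 6.37. Over both time-points, the log2 fold changes were 5.08 (SE 1.12) for *Attacin-B* (*AttB*), 5.70 (SE 0.388) for *AttD*, 6.29 (SE 1.20) for *AttC* and 5.66 (SE 0.857) for *Cecropin-C* (*CecC*). They were 5.88 (SE 1.05) for *Diptericin* (*DptA*), 7.05 (SE 0.747) for *Drosocin* (*Dro*), 3.48 (SE 0.821) for *Drosomycin-2* (*Drsl2*), 5.43 (SE 0.869) for *Metchnikowin* (*Mtk*) and 3.87 (SE 0.527) for *Lysozyme X* (*LysX*). Adjusted p values from limma were 0.0184 for *Attacin-D* and 0.0328 for *Drosocin*, and above 0.05 for the other 7 genes, the lowest of these being 0.0691 for *Lysozyme X*. In the comparison of axenic with symbiotic nematodes all 9 genes were lower in the axenic infection, by log2 fold changes from -1.38 (*AttD*) to -2.88 (*Dro*), each with an adjusted p of 1.
Against the uninfected library, the direction of these genes in nematode-infected flies differed by gene, infection and time-point. At 12 h after axenic infection, *Attacin-C* had an LFC of -0.77, *Attacin-B* of -0.74 and *Drosomycin-2* of -3.63, while *Diptericin* was upregulated. At 12 h after symbiotic infection, *Attacin-C* had 3.01 and *Diptericin* had 3.58. At 30 h, *Attacin-C* had LFC values of 4.70 (axenic) and 5.90 (symbiotic), and *Diptericin* had 5.19 and 6.45. *Drosomycin-2* had -3.87 and -3.70, and *Lysozyme X* had -2.91 and -1.67.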

We observed that several genes encoding AMP (*Attacin*-B, *Attacin*-D, *Attacin*-C, *Cecropin*-C, *Diptericin*, *Drosocin*, *Drosomycin*-2, *Metchnikowin*) as well as *Lysozyme X* were downregulated in nematode-infected flies and upregulated by the bacteria. Other genes including the stress-related genes *Turandot* (*Tot*), *elevated during infection* (*edin*), the Peptidoglycan Recognition Protein gene *PGRP-SB1*, a galactose-specific C-type lectin (*Lectin-37 Da*), and the DNA binding transcription factor *Sox21a*, which have been shown previously to participate in the *Drosophila* immune response [38–43], were also strongly upregulated by *Photorhabdus* but not by *Heterorhabditis* infection. 

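*Turandot A* (*TotA*, FBgn0028396) was higher after *Photorhabdus* than after axenic infection by a log2 fold change of 5.68 (standard error 0.497, adjusted p = 0.0202 from limma), and *Turandot C* (*TotC*, FBgn0044812) by 5.58 (standard error 0.517, adjusted p = 0.0241 from limma). These closely related genes can share reads. For *Lectin-37Da* (*lectin-37Da*, FBgn0053532) the log2 fold change was 3.40 (standard error 0.350, adjusted p = 0.0300 from limma). *edin* (FBgn0052185) had 6.67 (SE 0.932) with an adjusted p of 0.0757, and *PGRP-SB1* (FBgn0043578) had 4.03 (SE 1.34) with an adjusted p of 0.530, neither past the threshold. *Sox21a* (FBgn0036411) was below the RPKM filter of the test. Its log2 fold change of *Photorhabdus* over axenic infection was 1.32 at 12 h and 2.23 at 30 h.
Against the uninfected library, *edin* had LFC values of -0.32, 2.37 and 8.83 at 12 h and 5.01, 6.09 and 9.42 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. For *PGRP-SB1* they were -0.14, 2.39 and 7.24 at 12 h and 3.11, 3.85 and 3.82 at 30 h, and for *Sox21a* -1.89, 0.16 and -0.02 at 12 h and -3.18, -2.11 and 0.36 at 30 h. *Turandot A* had -1.49, 0.32 and 3.24 at 12 h and -1.31, 1.15 and 5.35 at 30 h. *Photorhabdus* infection for 30 h left 6 of the 8 *Turandot* genes upregulated and 0 downregulated, and axenic infection left 0 upregulated and 5 downregulated, under each of the 3 scalings.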

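*Pugilist* (*pug*, FBgn0020385) was lower after *Photorhabdus* than after axenic infection, with a log2 fold change of -2.06 (standard error 0.477, adjusted p = 0.291 from limma), and was not past the threshold. Against the uninfected library its LFC values were 1.24, 1.02 and 0.14 at 12 h and 2.39, 1.08 and -0.65 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. The AMP-dependent synthetase *CG4830* (FBgn0037996) had LFC values of -0.89, -0.31 and 1.29 at 12 h and 1.10, 0.53 and -0.14 at 30 h. Its log2 fold change of *Photorhabdus* over axenic infection was 1.88 at 12 h and -1.10 at 30 h, in opposite directions. Which synthetase gene Fig. 5 refers to is not named in the text, and *CG4830* is the gene the text names earlier. All 57 genes of Fig. 5a differed at least 2-fold between *Photorhabdus* and axenic infection, 55 of them higher and 2 lower after *Photorhabdus*. *CG4830*, with a log2 fold change of 0.39 over both time-points, is therefore not among them. Its values do not bear on what the paper states for the gene of Fig. 5a. The lowest value among the 57 genes, -3.64 (adjusted p = 0.0472 from limma and 0.117 with voom), is that of FBgn0028519. For Fig. 5a the paper names a pair of genes as downregulated by *Photorhabdus*, *Pugilist* and the synthetase. By elimination FBgn0028519 may be that synthetase, although no symbol was matched to it.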

Interestingly, two genes that are involved in metabolic processes, an *AMP-dependent synthetase/ligase* and the putative ATP-binding *Pugilist*, were upregulated in response to *Heterorhabditis* infection and downregulated upon *Photorhabdus* infection.

We then compared the expression of filtered genes that were differentially regulated when comparing Axenic vs. Symbiotic nematode infections and Axenic *Heterorhabditis* vs. *Photorhabdus* infections (Fig. 5b). We observed contrasting gene expression levels between the two comparisons. We also found that although most of the highly regulated genes have an unknown function, gene *Lcp65Ag1* that is involved in the structure of chitin-based cuticle was predominantly upregulated in flies infected by *Heterorhabditis* nematodes [44], whereas gene *Niemann-Pick type C-1b* that is involved in central nervous system development was highly upregulated by *Photorhabdus* infection [45].

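*Lcp65Ag1* (FBgn0020638) was higher in the axenic than in the symbiotic infection by a log2 fold change of 1.21 (SE 0.369), and *Photorhabdus* gave a log2 fold change of -1.60 (SE 0.369) over axenic infection. The adjusted p values from limma were 1 and 0.290. Against the uninfected library its LFC was 6.85 (axenic), 5.16 (symbiotic) and 5.39 (*Photorhabdus*) at 30 h, from 692, 254 and 151 reads against 7. For *Niemann-Pick type C-1b* (*Npc1b*, FBgn0261675) the log2 fold change of *Photorhabdus* over axenic infection was 2.05 (SE 0.644), with an adjusted p of 0.493. Its LFC values against the uninfected library were -3.55, -0.46 and 0.15 at 12 h and -4.70, -2.77 and -4.04 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively, with no value past the cutoff for upregulation. Of the 6 genes of Fig. 5b, 0 passed both thresholds in the comparison of axenic with symbiotic nematodes and 0 in that of *Photorhabdus* with axenic nematodes.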

Finally, we contrasted the expression of those genes that were significantly affected when comparing Symbiotic *Heterorhabditis* vs. *Photorhabdus* infections and Axenic *Heterorhabditis* vs. *Photorhabdus* infections (Fig. 5c). These comparisons provide insights into the expression of the *Drosophila* genes that are mainly upregulated upon *Photorhabdus* infection, since downregulation of genes in the comparison Axenic vs. Symbiotic *Heterorhabditis* was less than 2-fold. Again we found that AMP genes (*Attacin-A*, *Cecropin A1*, *Cecropin B*, *Diptericin B* and *Listericin*) were upregulated more than 2-fold by *Photorhabdus* infection. 

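*Cecropin B* (*CecB*, FBgn0000278) was higher after *Photorhabdus* than after axenic infection by a log2 fold change of 4.83 (standard error 0.597, adjusted p = 0.0472 from limma), from 1 read in the uninfected library and 753 and 255 reads in the *Photorhabdus* libraries. The log2 fold changes were 4.97 (SE 1.23) for *Attacin-A* (*AttA*), 3.84 (SE 0.898) for *Cecropin A1* (*CecA1*), 4.76 (SE 1.40) for *Diptericin B* (*DptB*) and 2.96 (SE 0.547) for *Listericin*. Their adjusted p values were 0.319, 0.297, 0.444 and 0.167. Over symbiotic infection, *Photorhabdus* gave log2 fold changes of 3.64, 3.75, 4.44, 3.03 and 2.51 for *AttA*, *CecA1*, *CecB*, *DptB* and *Listericin*, all above 1 and none past the adjusted threshold.
Of the 71 genes of Fig. 5c, 54 were higher after *Photorhabdus* than after symbiotic infection (median log2 fold change 1.63) and 54 were higher after *Photorhabdus* than after axenic infection (median 2.26). Past both thresholds of limma were 0 and 6 of the 66 genes tested. In the comparison of axenic with symbiotic nematodes, 2 of the 71 genes were higher and 3 lower by at least 2-fold.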

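*Unpaired-2* (*upd2*, FBgn0030904) and *Unpaired-3* (*upd3*, FBgn0053542) were below the RPKM filter of the test. The log2 fold change of *Photorhabdus* over symbiotic infection was 0.27 at 12 h and 3.82 at 30 h for *Unpaired-2*, and -0.69 and 2.99 for *Unpaired-3*. Over axenic infection it was -0.06 and 4.97 for *Unpaired-2*, and -0.14 and 3.20 for *Unpaired-3*, so both rose at 30 h and neither at 12 h. Reads at 30 h after *Photorhabdus* numbered 338 for *Unpaired-2* and 551 for *Unpaired-3*, against 8 and 87 in the uninfected library. *PGRP-SD* (FBgn0035806) had a log2 fold change of 2.48 (SE 0.581) over axenic infection, with an adjusted p of 0.297 from limma.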

We also found that the JAK/STAT pathway cytokines *Unpaired*-2 and *Unpaired*-3 were also significantly upregulated by the bacteria as well as the secreted recognition protein *PGRP-SD*. Other upregulated genes included *Serine Protease Immune Response Integrator* that is involved in the response against bacterial infections [46], the putative regulators of proteolysis *Serpin 88Eb* and *Peptidase M13*, the MAP kinase *P38c* that has been shown to function in the intestine to regulate lipid metabolism and immune homeostasis [47], *Sugarbabe* that encodes a zinc finger protein responsible for the regulation of insulin gene expression in the neurosecretory cells [48], *Glutathione S Transferase D2* that regulates detoxification [49], *Yellow-F* that encodes an enzyme responsible for catalyzing the conversion of dopachrome into 5,6-dihydroxyindole in the melanization pathway [50], and *Gustatory Receptor 94a* that is a candidate taste receptor in *Drosophila* [51]. 

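*Serpin 88Eb* (*Spn88Eb*, FBgn0038299) was higher after *Photorhabdus* than after axenic infection by a log2 fold change of 2.96 (standard error 0.300, adjusted p = 0.0296 from limma). The other genes did not pass the adjusted threshold. Their log2 fold changes were 2.55 (SE 0.558) for *spirit*, 1.99 (SE 0.398) for the M13 peptidase *CG4725*, 2.77 (SE 0.463) for *P38c*, 2.52 (SE 0.687) for *Sugarbabe* (*sug*), 2.54 (SE 0.616) for *GstD2* and 1.70 (SE 0.413) for *yellow-f*. The lowest adjusted p among these was 0.122, for *P38c*. *Gr94a* was below the RPKM filter, and its log2 fold change was 0.04 at 12 h and 4.24 at 30 h. Against the uninfected library at 30 h after *Photorhabdus*, the LFC was 3.45 for *spirit*, 5.06 for *GstD2*, 2.97 for *P38c* (FBgn0046322), 1.56 for *sug* and 3.45 for *Gr94a*.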

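*Artichoke* (*atk*, FBgn0036995) had a log2 fold change of -2.08 (SE 0.329) for *Photorhabdus* over axenic infection, with an adjusted p of 0.113 from limma. The log2 fold changes were -2.90 (SE 1.06) for *Jonah 99Ci* (*Jon99Ci*), -1.48 (SE 0.314) for *Lip3* and -2.25 (SE 0.809) for *Magro* (*mag*), with adjusted p values of 0.580, 0.246 and 0.580. Against the uninfected library, *Lip3* (FBgn0023495) had LFC values of 2.27, 1.33 and 0.44 at 12 h and 2.63, 2.59 and 1.36 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively, all above 0. *Jonah 99Ci* (FBgn0003358) had 1.19 at 12 h and -1.47 at 30 h after *Photorhabdus*, *Magro* (FBgn0036996) had -0.81 and -2.62, and *Artichoke* had -0.57 and -0.42.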

Downregulated genes by *Photorhabdus* included *Jonah 99 Ci* with putative endopeptidase activity, *Lip3* with putative lipase activity, *Artichoke* that encodes a leucine-rich repeat extracellular matrix protein required for normal morphogenesis and function of ciliated sensilla in *Drosophila* [52], and *Magro* that encodes a lipase A homolog that is secreted from the anterior gut into the intestinal lumen to digest dietary triacylglycerol and hydrolyze cholesterol esters [53].

### Infection with *Heterorhabditis* and *Photorhabdus* alters the transcription of key immune genes in the fly

To identify which immune-related pathways in the fly are regulated upon infection with *Heterorhabditis* and *Photorhabdus*, we generated a heat map to illustrate differences in gene expression levels across all types of infections and time-points (Fig. 6a). We included members of known immune signaling pathways [Tumor Necrosis Factor (TNF), JAK/STAT, Immune Deficiency (IMD), Toll, Jun-N-terminal Kinase (JNK), and Vascular Endothelial Growth Factor (VEGF)], genes involved in hematopoiesis, putative immune recognition receptors, scavenger receptors, lysozymes and several genes with putative immune function.

**Fig. 6:**
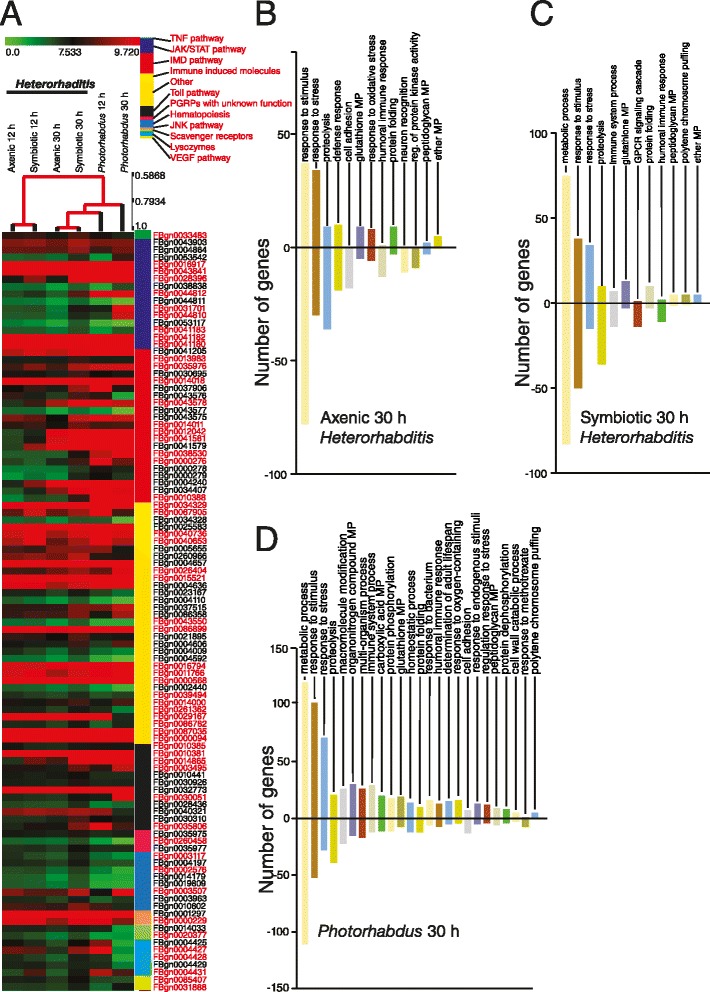
Expression of immune-related genes in *Drosophila* flies infected by *Heterorhabditis* nematodes or their *Photorhabdus* bacteria. **a** Heat map showing immune-related genes that are differentially expressed by *Heterorhabditis* axenic nematodes, symbiotic nematodes and *Photorhabdus* bacteria at 12 h and 30 h post-infection. Genes selected from the Gene Ontology (GO) analysis correspond to the immune response category and have a positive expression level as an indication of their upregulation upon infection with the pathogens. Selected genes were assigned to the following immune pathways or immune-related groups: TNF, JAK/STAT, TOLL, JNK, IMD and VEGF pathways; immune induced molecules, PGRPs with unknown function, hematopoiesis, scavenger receptors, lysozymes and others. GO immune response categories identified in flies infected by **b** *Heterorhabditis* axenic nematodes, **c** *Heterorhabditis* symbiotic nematodes, or **d** *Photorhabdus* bacteria at 30 h post-infection. The Y-axis corresponds to the number of genes for each GO category and their relative level of expression (upregulation or down-regulation). All genes have a fold-change higher than 2 (Log Fold-Change = 0.58 corresponds to 2-fold-change difference)

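*PGRP-LB* (FBgn0037906) had LFC values of 0.04, 0.77 and 2.66 at 12 h and -0.13, 0.82 and 0.96 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. The 95% interval at 12 h after *Photorhabdus* was 2.52 to 2.80, and the interval at 30 h after axenic infection, -0.33 to 0.07, includes 0. For *PGRP-LC* (FBgn0035976) the LFC values were -0.41, 0.43 and 0.62 at 12 h and -0.25, 0.11 and 1.44 at 30 h. *PGRP-LC* was past the cutoff at both time-points after *Photorhabdus* and at neither after symbiotic infection.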

In the IMD pathway [54], the PGRP genes *PGRP-LB* and *PGRP-LC* were strongly induced by *Photorhabdus* and symbiotic *Heterorhabditis*, but not by axenic nematodes. *PGRP-SC1a* was upregulated by symbiotic worms and downregulated by axenic worms and the bacteria alone, whereas *PGRP-SB2* was downregulated by all three pathogens. 

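*PGRP-SC1a* (FBgn0043576) had LFC values of 0.33, 0.06 and 0.72 at 12 h and -0.94, 0.21 and -2.84 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. Those after symbiotic infection were within the cutoff, with 95% intervals of -0.08 to 0.20 at 12 h and 0.08 to 0.34 at 30 h. It was downregulated at 30 h by axenic nematodes (-1.11 to -0.77) and by *Photorhabdus* (-3.22 to -2.49). *PGRP-SB2* (FBgn0043577) had 4 to 47 reads in the infected libraries and 17 in the uninfected library. Its LFC values were 0.62, 0.34 and 1.17 at 12 h and -0.54, -2.11 and 0.04 at 30 h, with downregulation past the cutoff in the symbiotic library at 30 h only (interval -4.14 to -0.50).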

The transcription factor *Relish* was strongly induced by both nematodes and bacteria. 

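*Relish* (FBgn0014018) had LFC values of -0.11, 0.47 and 1.39 at 12 h and 1.01, 1.16 and 2.57 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. The 95% interval was 1.34 to 1.44 at 12 h and 2.52 to 2.62 at 30 h after *Photorhabdus*. Reads numbered 2977 to 12795 in the infected libraries and 3983 in the uninfected library. Neither nematode infection passed the cutoff at 12 h.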

AMP genes regulated by the IMD pathway were induced at different levels by the pathogens. For example, *Cecropin A1/A2* levels decreased at 30 h by *Photorhabdus* and axenic nematodes, but not by symbiotic nematodes. 

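*Cecropin A1* (FBgn0000276) had LFC values of 0.25, -0.33 and 5.65 at 12 h and 2.16, 2.90 and 4.47 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. The 95% intervals at 30 h were 1.77 to 2.56 (axenic), 2.53 to 3.29 (symbiotic) and 4.11 to 4.85 (*Photorhabdus*). *Cecropin A2* (FBgn0000277) had 0 reads in the uninfected library, so that no LFC could be computed. Its scaled RPKM was 0.0633, 0.413 and 35.9 at 12 h and 1.85, 3.86 and 11.4 at 30 h, in the same order. The genes are closely related and can share reads. After *Photorhabdus* the scaled RPKM of *Cecropin A1* was 174 at 12 h and 76.8 at 30 h, while after axenic infection it was 4.12 and 15.5.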

*Attacin C* and *Drosocin* were upregulated at high levels by *Photorhabdus* infection and at low levels by axenic and symbiotic worms. Similarly, several members of the Immune-induced molecules (IIM) family were differentially regulated by infection with the nematodes and their bacteria. 

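At 30 h, *Attacin C* (FBgn0041579) had LFC values of 4.70, 5.90 and 7.97 and *Drosocin* (FBgn0010388) of 3.03, 4.90 and 8.28 after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. At 12 h the values were -0.77, 3.01 and 8.63 for *Attacin C* and -1.39, 2.92 and 7.90 for *Drosocin*. The reads behind *Drosocin* were 13 in the uninfected library and 4, 73 and 3814 at 12 h, so that the 95% interval of its LFC at 12 h after axenic infection was -3.46 to 0.31. The intervals at 30 h were 4.46 to 4.95, 5.66 to 6.14 and 7.74 to 8.21 for *Attacin C*.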

Genes *IIM1-4* were strongly upregulated upon infection with all three pathogens, while *IIM2 and 3* expression decreased at 30 h post-infection with *Photorhabdus*.

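The immune-induced molecules *IIM1* to *IIM4* are listed in the files under the symbols *BomS1*, *BomS2*, *BomS3* and *Dso1*. *BomS1* (FBgn0034329) had LFC values of 0.03, 1.38 and 2.05 at 12 h and 0.82, 0.05 and 1.12 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. For *BomS2* (FBgn0025583) they were 0.00, 1.06 and 1.32 at 12 h and -0.14, 0.00 and 0.83 at 30 h, for *BomS3* (FBgn0040736) -0.08, 0.93 and 0.78 at 12 h and -0.31, -0.26 and 0.60 at 30 h and for *Dso1* (FBgn0040653) 0.31, 1.41 and 1.27 at 12 h and -0.08, -0.14 and 0.92 at 30 h. All 4 genes were past the cutoff for upregulation in the symbiotic library at 12 h and in both *Photorhabdus* libraries. Axenic nematodes upregulated *BomS1* at 30 h and none of the 4 genes at 12 h, and symbiotic nematodes upregulated none at 30 h. From 12 h to 30 h after *Photorhabdus*, the LFC fell from 1.32 to 0.83 for *BomS2* and from 0.78 to 0.60 for *BomS3*.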

In the Toll pathway [55], we found differential expression of several known pattern recognition receptors. These included *GNBP-3* that was highly expressed by axenic and symbiotic nematodes at both time-points and by *Photorhabdus* at 12 h post-infection, *PGRP-SA* and *PGRP-SD* that were upregulated by symbiotic nematodes at 30 h and *Photorhabdus* at 12 h, and *PGRP-LD* that was downregulated by all pathogens at both time-points. 

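*GNBP-3* (FBgn0040321) had LFC values of -0.31, 0.13 and -0.01 at 12 h and -0.07, -0.42 and -1.46 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively, of which only the last passed the cutoff, as a downregulation with a 95% interval of -1.68 to -1.24. *PGRP-SA* (FBgn0030310) had -0.65, -0.17 and 1.51 at 12 h and 0.53, 1.16 and 1.78 at 30 h, and *PGRP-SD* (FBgn0035806) had -0.03, 1.46 and 3.77 at 12 h and 0.99, 1.47 and 2.17 at 30 h. Both were upregulated past the cutoff by symbiotic nematodes at 30 h and by *Photorhabdus* at 12 h, and also by *Photorhabdus* at 30 h. *PGRP-SD* was upregulated by symbiotic nematodes at 12 h (1.46) and by axenic nematodes at 30 h (0.99) as well. For *PGRP-LD* (FBgn0260458) the LFC values were -0.21, -0.18 and -0.18 at 12 h and -0.11, -0.30 and -0.66 at 30 h, all below 0 and past the cutoff at 30 h after *Photorhabdus* only.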

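*Spaetzle* (FBgn0003495) had LFC values of -0.05, 0.65 and 1.46 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively, with 95% intervals of 0.55 to 0.76 for symbiotic nematodes and 1.35 to 1.57 for *Photorhabdus*. At 12 h they were 0.31, -0.10 and -0.09. *Fondue* (FBgn0032773) had -0.15, 0.77 and -0.01 at 12 h and -0.21, -0.40 and -0.71 at 30 h, and was upregulated past the cutoff by symbiotic nematodes at 12 h and downregulated by *Photorhabdus* at 30 h. Its reads numbered 1281 to 5169 in the infected libraries. *Metchnikowin* (FBgn0014865) had LFC values of 7.28 (7.04 to 7.53) at 12 h and 5.69 (5.45 to 5.95) at 30 h after *Photorhabdus*. It was upregulated by symbiotic nematodes at both time-points (2.73 and 4.03) and by axenic nematodes at 30 h (2.32).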

We also found that the cytokine *Spaetzle* was expressed by infection with symbiotic nematodes and *Photorhabdus* at 30 h post-infection and the Toll immune-regulated protein Fondue was expressed by all types of infection, whereas *Metchnikowin* was upregulated by infection with *Photorhabdus* at both time points.

In the JAK/STAT pathway [56], the receptor *Domeless*, the *STAT* transcription factor and the effector gene *Virus-induced RNA1* (*Vir-1*) were strongly induced by both types of *Heterorhabditis* nematodes and their *Photorhabdus* bacteria at both time-points. 

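*Domeless* (FBgn0043903) had LFC values of -0.12, 0.31 and 0.01 at 12 h and -0.09, -0.21 and 0.72 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. For *STAT* (FBgn0016917) they were -0.36, 0.04 and -0.36 at 12 h and -0.59, -0.48 and 0.34 at 30 h, and for *Vir-1* (FBgn0043841) -0.31, 0.29 and 0.20 at 12 h and 0.04, -0.22 and 0.63 at 30 h. *Domeless* and *Vir-1* passed the cutoff for upregulation at 30 h after *Photorhabdus*, with 95% intervals of 0.59 to 0.85 and 0.58 to 0.69, and in none of the other 5 libraries. *STAT* passed it in none and was downregulated past the cutoff by axenic nematodes at 30 h (interval -0.64 to -0.54). Reads in the uninfected library numbered 1051 for *Domeless*, 10035 for *STAT* and 5776 for *Vir-1*.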

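*Turandot A* (*TotA*) had LFC values of -1.49, 0.32 and 3.24 at 12 h and -1.31, 1.15 and 5.35 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively, and *Turandot M* (*TotM*) had -0.55, 0.31 and 2.79 at 12 h and -0.82, 2.40 and 6.46 at 30 h. *Turandot B* (FBgn0038838) rose at 30 h after *Photorhabdus* with 4.71 (95% interval 3.78 to 5.80), from 134 against 10 reads, and *Turandot X* (FBgn0044810) with 4.31. Among thioester-containing proteins, *TEPI* (FBgn0041183) had -0.65, -0.31 and -1.34 at 12 h and -0.81, -1.39 and 1.51 at 30 h, *TEPII* (FBgn0041182) had -0.06, 0.68 and 1.97 at 12 h and 0.32, 0.30 and 0.84 at 30 h, *TEPIII* (FBgn0041181) had 0.02, 0.05 and 0.20 at 12 h and -0.19, 0.08 and -0.63 at 30 h and *TEPIV* (FBgn0041180) had -0.21, 0.18 and 0.33 at 12 h and 0.13, 0.24 and 1.75 at 30 h. *TEPI* rested on 28 to 105 reads in the infected libraries and 72 in the uninfected library.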

*Tot* genes and genes encoding thioester-containing proteins (TEPs), which participate in opsonization of microbes [57], were differentially expressed by the pathogens. These data suggest that *Heterorhabditis* and *Photorhabdus* may induce different stress responses and cellular immune reactions during infection of *Drosophila* adult flies.

In the JNK pathway [58], which controls genes that participate in wound healing and cellular immune processes including hemocyte proliferation and differentiation [59], we found that both axenic and symbiotic *Heterorhabditis* as well as *Photorhabdus* infection upregulated *Kayak* (the *Drosophila Fos* homolog), while infection with symbiotic nematodes and the bacteria alone upregulated *Basket* (the *Drosophila* JNK homolog) at 12 and 30 h post-infection, respectively.

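*Kayak* (FBgn0001297) had LFC values of 0.02, 0.37 and -0.20 at 12 h and 0.06, 0.40 and 2.09 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively, and passed the cutoff at 30 h after *Photorhabdus* only (95% interval 2.03 to 2.14). *Basket* (FBgn0000229) had -0.15, 0.09 and -0.01 at 12 h and -0.68, -0.26 and -0.31 at 30 h. It passed the cutoff for upregulation in none of the 6 libraries and was downregulated by axenic nematodes at 30 h (interval -0.79 to -0.56). At 12 h after symbiotic infection its interval was -0.02 to 0.19, and at 30 h after *Photorhabdus* it was -0.44 to -0.19.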

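*Serpent* (FBgn0003507) had LFC values of 0.25, 0.20 and -0.31 at 12 h and -0.01, 0.36 and 2.02 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. Only the value at 30 h after *Photorhabdus* passed the cutoff (95% interval 1.90 to 2.14). The intervals were 0.12 to 0.39 at 12 h after axenic infection and 0.23 to 0.49 at 30 h after symbiotic infection, both above 0 and within the cutoff. Reads numbered 740 to 1813 in the infected libraries and 872 in the uninfected library.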

Among the genes involved in hematopoiesis, we found that *Serpent* was upregulated by infection with axenic nematodes at 12 h and by infection with symbiotic nematodes and *Photorhabdus* at 30 h post-infection. 

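*Serine protease-7* (FBgn0037515) had LFC values of 0.04, 0.40 and 0.92 at 12 h and 0.32, 0.32 and 1.88 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively, and passed the cutoff in both *Photorhabdus* libraries and in no nematode library. *Gram-positive specific serine protease* (FBgn0039494) had 0.65, 0.43 and 0.70 at 12 h and 0.38, 0.07 and 1.82 at 30 h, with values above 0 in all 6 libraries. Its reads numbered 87 to 173 in the infected libraries and 87 in the uninfected library, and the 95% interval at 30 h after *Photorhabdus* was 1.44 to 2.22. No gene with the symbol of *Black cells* was found in the files.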

Among the genes in other categories, we found several genes involved in melanization, such as *Serine protease-7*, which is upregulated by infection with symbiotic nematodes and *Photorhabdus*, while *Gram-positive specific serine protease* and *Black cells* were downregulated by infection with symbiotic nematodes and their bacteria. 

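Of 7 lysozyme genes, 7 were downregulated at 30 h after axenic infection, 7 after symbiotic infection and 5 after *Photorhabdus* infection, where 2 were upregulated. At 12 h, axenic nematodes downregulated 4 and upregulated 1, symbiotic nematodes downregulated 4 and upregulated 0, and *Photorhabdus* upregulated 2 and downregulated 0. The direction of each of these counts was the same under the other 2 scalings. *LysC* (FBgn0004426) had LFC values of -0.53, -0.73 and 0.48 at 12 h and -2.59, -1.06 and -4.61 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively, *LysD* (FBgn0004427) of -0.65, -0.77 and 0.44 at 12 h and -2.68, -1.12 and -4.59 at 30 h and *LysP* (FBgn0004429) of -0.67, -0.02 and -0.09 at 12 h and -0.92, -1.23 and -1.66 at 30 h. *LysB* to *LysE* lie close together in sequence and can share reads, so they are not independent.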

We further found that transcription of lysozyme-coding genes was also altered after infection with the pathogens.

### *Heterorhabditis* and *Photorhabdus* affect several immune processes in the fly

We then determined immune system functions derived from the immune response GO categories in flies infected for 30 h by axenic *Heterorhabditis*, symbiotic *Heterorhabditis* or *Photorhabdus* bacteria alone. We found that infection with axenic nematodes upregulated 37 genes and downregulated 78 genes in the GO category “response to stimulus” (Fig. 6b). 

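Of 13 small heat shock and *Hsp70* genes, 11 were upregulated and 0 downregulated at 30 h after axenic infection, under each of the 3 scalings. *Hsp22* (FBgn0001223) had an LFC of 1.11 (95% interval 0.93 to 1.29), *Hsp23* (FBgn0001224) of 1.53 (1.39 to 1.66), *Hsp68* (FBgn0001230) of 1.60 (1.43 to 1.78), *Hsp70Aa* (FBgn0013275) of 3.52 (3.38 to 3.67) and *Hsp70Ba* (FBgn0013277) of 3.84 (3.64 to 4.04). The *Hsp70* copies are nearly identical and can share reads. *PGRP-SD* had an LFC of 0.99 (0.76 to 1.23). The NF-κB subunit p110 was taken as *Relish* (*Rel*), which had 1.01 (0.96 to 1.07). No genes named *Hsp73* and *Hsp74* were identified in the files.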

Upregulated genes included several *Heat shock protein* genes (*Hsp*22, *Hsp*23, *Hsp68*, *Hsp70*, *Hsp73, Hsp74*), *PGRP-SD*, and *Nuclear Factor-kappa-B* (*NF-κB*) *p110*. 

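The LFC at 30 h after axenic infection was -0.62 (95% interval -0.78 to -0.46) for *lectin-46Ca* (FBgn0040093), -0.66 (-0.89 to -0.45) for *PGRP-LE* (FBgn0030695), -0.94 (-1.11 to -0.77) for *PGRP-SC1a*, -0.87 (-1.08 to -0.67) for *PGRP-SC1b* (FBgn0033327) and -1.07 (-1.24 to -0.89) for *PGRP-SC2* (FBgn0043575). It was -0.70 (-0.89 to -0.51) for *Toll-7* (FBgn0034476) and -0.81 (-1.44 to -0.21) for *TEPI* (*Tep1*), the latter from 35 against 72 reads. The intervals of *lectin-46Ca*, *PGRP-LE* and *Toll-7* include values within the cutoff of 0.58. *PGRP-SC1a* and *PGRP-SC1b* are closely related and can share reads. All 7 lysozyme genes were downregulated in this library, under each of the 3 scalings.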

Downregulated genes included *Lectin-46Ca*, *PGRP-LE*, *PGRP-SC1a/b*, *PGRP-SC2*, *Toll 7*, *TEP I*, and several lysozyme genes. The second most affected category included genes involved in “stress response”. Here we found 34 upregulated and 30 downregulated genes. We also observed that infection with axenic nematodes affected the expression of genes involved in oxidative stress (*Peroxiredoxin*, *Peroxidasin*, *Glutathione peroxidase*, *Stress-activated protein kinase JNK*, *Hsp22* and several *Glutathione S-transferases*). 

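Of 8 peroxiredoxin genes, 2 were upregulated and 0 downregulated at 30 h after axenic infection, against 2 and 1 with RPKM as deposited and 4 and 0 with median of ratios scaling. *Peroxidasin* (FBgn0011828) had an LFC of -0.65 (95% interval -0.76 to -0.54) and *Basket* (*bsk*), the stress-activated kinase JNK, of -0.68 (-0.79 to -0.56). The glutathione peroxidase gene FBgn0035438 had -0.39 (-0.47 to -0.30), within the cutoff, and *Hsp22* had 1.11. Of 35 glutathione S-transferase genes, 10 were upregulated and 6 downregulated, an order that both other scalings kept.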

Strikingly, axenic nematode infection downregulated all genes in the cell adhesion category. Some of those included *Down Syndrome Cell Adhesion Molecule (DSCAM) 3* isoform, *Epidermal growth factor receptor*, *Pointed* and *Fasciclin 2*. 

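In the axenic library at 30 h, *Dscam3* (FBgn0261046) had an LFC of -0.65 (95% interval -0.86 to -0.45), *Egfr* (FBgn0003731) of -0.68 (-0.76 to -0.60), *Pointed* (FBgn0003118) of -0.72 (-0.85 to -0.59) and *Fasciclin 2* (FBgn0000635) of -0.68 (-0.77 to -0.59). At 12 h after axenic infection none of the 4 passed the cutoff, with values from -0.25 (*Egfr*) to -0.10 (*pnt*). Symbiotic infection for 30 h gave -0.61, -0.35, -0.50 and -0.31. Membership of the whole cell adhesion category was not analysed here.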

Genes that regulate kinase activity including the stress-activated protein kinase JNK and several members of the *Stellate* gene family were also downregulated.

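*Basket* (*bsk*), the *Drosophila* JNK, had an LFC of -0.68 (95% interval -0.79 to -0.56) at 30 h after axenic infection, from 926 against 1734 reads. Of 14 *Stellate* genes, 12 were downregulated and 0 upregulated at 30 h, and 13 and 0 at 12 h. With median of ratios scaling 11 were downregulated at 30 h. *Photorhabdus* at 12 h also downregulated 13 of them, while symbiotic nematodes at 30 h downregulated 4. These repeated genes share reads and are not independent of each other.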

Infection with symbiotic *Heterorhabditis* also regulated *Drosophila* genes involved in response to stimulus (Fig. 6c). We found 38 upregulated and 50 downregulated genes. 

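At 30 h after symbiotic infection, 9 of 13 small heat shock and *Hsp70* genes were upregulated and 0 downregulated, a direction that both other scalings kept. *Hsp70Aa* had an LFC of 4.09 (95% interval 3.95 to 4.24). The LFC was 1.47 (1.25 to 1.69) for *PGRP-SD*, 1.16 (0.93 to 1.40) for *PGRP-SA*, 0.84 (0.65 to 1.03) for *PGRP-LF* (FBgn0035977), 0.82 (0.65 to 0.99) for *PGRP-LB* and 1.16 (1.11 to 1.22) for *Relish* (*Rel*). *CG11865* (FBgn0028947) had 2.50 (0.95 to 4.49), from 23 against 4 reads. *CG9733* (FBgn0039759) had 1.37 (1.03 to 1.71) and *CR30374* (FBgn0050374) had 1.27 (0.71 to 1.87), from 91 against 37 reads.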

Upregulated genes included genes coding for Hsp and several PGRPs (*PGRP-SD*, *PGRP-SA*, *PGRP-LF*, *PGRP-LB*), the NF-κB subunit *p110*, a metallopeptidase (*CG11865*) with predicted metalloendopeptidase activity and genes with disulphide-knot and trypsin-like cysteine/serine peptidase domains (*CG9733* and *CR30374*). 

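*PGRP-SB2* had an LFC of -2.11 (95% interval -4.14 to -0.50) at 30 h after symbiotic infection, from 4 against 17 reads, and *TEPI* (*Tep1*) had -1.39 (-2.07 to -0.74). All 7 lysozyme genes were downregulated. Of 16 *methuselah*-like receptor genes, 4 were downregulated and 1 was upregulated. The lysozyme and *methuselah* counts were the same with RPKM as deposited and with median of ratios scaling. Neurotransmitter and diuretic hormone receptors were not grouped here.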

Downregulated genes included *PGRP-SB2*, *TepI*, several *lysozyme* genes, and several genes involved in GPCR signaling (neurotransmitter receptors, *Methuselah* receptors and diuretic hormone receptors). 

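Of the proteases named, *CG30288* (FBgn0050288) had an LFC of -2.02 (95% interval -3.60 to -0.70) at 30 h after symbiotic infection, from 6 against 24 reads. *CG33459* (FBgn0053459) had -2.25 (-4.69 to -0.41), from 3 against 14 reads. Both were also lower after axenic infection for 30 h, with LFC values of -1.36 and -2.58. The identifier of the other protease has too few digits to be matched to a gene. Of the 16 Jonah proteases, 7 were upregulated and 5 downregulated in this library, in the same order under both other scalings.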

Interestingly, we found that most genes involved in proteolysis were downregulated by the symbiotic worms as well as genes coding for proteases (e.g. FBgn005236, *CG30288*, *CG33459*), and in particular those that share common endopeptidase activity domains.

A large number of fly genes was affected by *Photorhabdus* infection (Fig. 6d). In the “response to stimulus” category, 102 genes were upregulated and 51 were downregulated. Upregulated genes included several PGRPs (*PGRP-SB1*, *PGRP-SA*, *PGRP-LF*, *PGRP-LC*, *PGRP-LB*, *PGRP-SC2*, *PGRP-LA*) and several genes involved in the activation and signaling of immune pathways such as *NF-κB* subunit p110, *Puckered*, *Pelle*, *Kayak*, *Toll4*, *TNF-receptor associated factor 4*, *Domeless*, *Hopscotch*, *MAP kinase-activated protein kinase 2*, and *Mitogen-activated protein kinase ERK*. In addition, *TEPI, and TEPIV*, *Serine protease 7*, *Multidrug-Resistance like protein 1* and several *Methuselah* genes were also upregulated. 

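At 30 h after *Photorhabdus* infection, the LFC was 3.82 (3.56 to 4.09) for *PGRP-SB1*, 1.78 (1.53 to 2.03) for *PGRP-SA*, 1.68 (1.49 to 1.88) for *PGRP-LF*, 1.44 (1.32 to 1.56) for *PGRP-LC*, 0.96 (0.77 to 1.15) for *PGRP-LB*, 0.93 (0.80 to 1.06) for *PGRP-SC2* and 0.85 (0.62 to 1.09) for *PGRP-LA* (FBgn0035975), with 95% intervals in parentheses. *Relish* (*Rel*) had 2.57 (2.52 to 2.62), *Puckered* (FBgn0243512) had 2.43 (2.35 to 2.51) and *Kayak* (*kay*) had 2.09 (2.03 to 2.14). *Toll4* (FBgn0032095) had 1.14 (0.68 to 1.60), from 87 against 77 reads. Closer to the cutoff of 0.58 were *Pelle* (FBgn0010441) with 0.68 (0.42 to 0.94), *Traf4* (FBgn0026319) with 0.76 (0.53 to 0.99), *Domeless* (*dome*) with 0.72 (0.59 to 0.85), *Hopscotch* (FBgn0004864) with 0.60 (0.45 to 0.74) and *ERK* (FBgn0003256) with 0.59 (0.54 to 0.64).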

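*TEPI* (*Tep1*) had an LFC of 1.51 (1.06 to 1.96) at 30 h after *Photorhabdus* infection, *TEPIV* (*Tep4*) of 1.75 (1.69 to 1.80), *Serine protease 7* (*Sp7*) of 1.88 (1.72 to 2.03) and *Multidrug-Resistance like protein 1* (FBgn0032456) of 1.56 (1.51 to 1.61), with 95% intervals in parentheses. Of 16 *methuselah*-like receptor genes, 4 were upregulated and 2 downregulated, as they were with RPKM as deposited and with median of ratios scaling.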

Genes downregulated by *Photorhabdus* infection included several receptors (*PGRP-LD*, *PGRP-SC1a/b*, *Fibroblast-growth factor receptor homolog 2*, *Methuselah-9* and *GNBP-3*) as well as several lysozyme genes.

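The LFC at 30 h after *Photorhabdus* infection was -0.66 (-0.84 to -0.49) for *PGRP-LD*, -2.84 (-3.22 to -2.49) for *PGRP-SC1a*, -2.85 (-3.32 to -2.41) for *PGRP-SC1b*, -0.89 (-1.39 to -0.42) for *Methuselah-9* (FBgn0035131, symbol *mthl9*) and -1.46 (-1.68 to -1.24) for *GNBP-3* (*GNBP3*), with 95% intervals in parentheses. *Methuselah-9* rested on 47 against 170 reads. Of 7 lysozyme genes, 5 were downregulated and 2 upregulated under each of the 3 scalings. *Fibroblast-growth factor receptor homolog 2* could be either of a pair of genes by that description and was not assigned here.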

At 12 h post-infection, we found that infection with axenic and symbiotic *Heterorhabditis* differentially regulated genes involved in metabolic and proteolytic processes; however their number was substantially reduced compared to those regulated by nematode infection at 30 h post-infection. Also, infection with symbiotic worms upregulated several genes involved in oxidative stress and regulation of hypoxia. In general, we found a higher ratio of upregulated/downregulated immune genes in flies infected by symbiotic worms at 12 h compared to the 30 h time-point. In sharp contrast, there was a lower ratio of upregulated/downregulated genes involved in metabolism and response to stress in flies infected by *Photorhabdus* as well as downregulation of GPCR signaling and adhesion genes (Additional file 1: Figure S6).

## Discussion

*Heterorhabditis* nematodes and their mutualistic *Photorhabdus* bacteria, are excellent tools to probe the genetic and molecular basis of anti-nematode and antibacterial immunity in insects [7]. Here we have shown that several types of genes in *Drosophila* are differentially regulated upon infection with these pathogens. Our goal was to identify the number and nature of genes that are upregulated or downregulated in adult flies by *Heterorhabditis* and *Photorhabdus* infection. We have found that infection by the two pathogens regulates different sets of genes and the signaling pathways they control in the fly. This implies that the nematodes and their associated bacteria may employ distinct strategies to interfere with innate immune defense mechanisms in the fly.

A recent genome-wide transcriptional analysis of *Drosophila* larvae infected by *Heterorhabditis* symbiotic nematodes identified significant upregulation of several immune genes as well as genes with putative immune function, while genes with lower induction fell into three specific pathways: the oocyte maturation pathway, the Wnt signaling pathway and the ubiquitin-mediated pathway [18]. Another transcriptomic analysis of *Drosophila neotestacea* adult flies infected by the nematode parasite *Howardula aoronymphium* reported upregulation of several genes with putative immune function (lectins, fibrinogen-like domain-containing proteins, clotting activity, chitin metabolism), but failed to detect significant upregulation of specific immune-related genes [60]. Here we find that infection of *D. melanogaster* adult flies with axenic or symbiotic *Heterorhabditis* nematodes, or *Photorhabdus* bacteria alone generates distinct transcriptional profiles. RNA-Seq transcriptional analysis of the fly response to *Heterorhabditis* suggests that nematode infection leads to major changes in the transcription of a large number of *Drosophila* genes, several of which are involved in vital physiological functions in the fly. Although the exact pathological effects of *Heterorhabditis* and *Photorhabdus* on *Drosophila* adult flies are currently unknown, we would expect that migration/replication of the pathogens within the fly as well as secretion of virulence factors or secondary metabolites would result in a more general metabolic stress response to the pathogens.

Increased stress response to *Heterorhabditis* and *Photorhabdus* is also evident by the upregulation of Hsp genes upon infection with the pathogens. Upregulation of Hsp genes could potentially serve as part of a core stress response program in the fly against nematode-bacteria complexes. Here we also find that the induction of Tot genes, which are mainly induced under stress conditions and participate in *Drosophila* stress tolerance [38, 39], differs among the different types of infection. This indicates that *Heterorhabditis* and *Photorhabdus* might induce different stress responses during infection of the fly. The regulation of proline and glutathione metabolism pathways in the fly could indicate a potential role in protection against increased cellular stress or mechanical injury (e.g. tissue disruption, cell death) in response to infection with the nematodes and their bacteria [61, 62]. The identification of genes coding cysteine proteases, synthetases and lipases that are associated with lipid metabolism also suggests that these enzymes might be involved in the response of the fly to internal tissue damage or form a defense mechanism against the pathogens [63].

*Photorhabdus* bacteria are members of the Enterobacteriaceae family, and as such are closely related to medically important pathogens including *Escherichia coli*, *Salmonella* and *Yersinia* spp., potentially sharing common mechanisms [64]. Although transcriptomic analyses of the *Drosophila* response to *Salmonella* or *Yersinia* pathogens have not been performed thus far, previous transcriptomic studies have reported that systemic infection with *E. coli* bacteria resulted in the activation of target genes in Toll and Imd pathways [65, 66]. In particular, the authors found several *Relish*-dependent and *Spaetzle*-dependent genes that were significantly upregulated upon infection with *E. coli*, as well as genes coding for AMP, putative microbial pattern-recognition proteins, proteases and their inhibitors [65]. Other genes were assigned to functions related to phagocytosis, melanization and coagulation, wound healing, produciton of reactive oxygen species and ion sequestration [66]. In another study, injection with a pathogenic strain of *Pseudomonas aeruginosa* led to significant transcriptional upregulation of genes related to stress, hemocyte-proliferation, putative catabolism genes and genes predicted to regulate proton transport; whereas downregulated genes included serine proteases, tissue morphogenesis and olfactory genes, GPCR and some humoral immunity genes [67, 68].

Here we found that flies infected by *Photorhabdus* generated the highest number of sequence reads. This could reflect the ability of these pathogens to interfere with gene transcription in the fly. This assumption is supported by our findings showing that infection with *Photorhabdus* downregulates most *Drosophila* genes at early times post infection. Given that the bacteria are released by their nematode vectors within a few hours after the worms gain access to the insect [13], our results indicate that a potential strategy of *Photorhabdus* to overcome the insect immune response could be the induction of an early strong transcriptional downregulation of key genes in the fly. Current results also indicate that *Photorhabdus* can affect gene transcription in *Drosophila* at late times of infection when flies have started to succumb to the bacteria. In particular, a signature pattern unique to *Photorhabdus*-infected flies was the enrichment of 60 downregulated genes involved in ribosomal function and structure. This could be an indication of translational repression during the late phase of infection that could form a *Photorhabdus* tactic to enhance immunosuppression in the fly [49]. We further found that infection with *Heterorhabditis* and *Photorhabdus*, separately or together, downregulates several genes that participate in folate biosynthesis. Given that folate plays a crucial role in DNA and protein synthesis and cell-mediated/humoral immune responses are especially affected by folate deficiency [69, 70], this could probably imply that the nematodes and their bacteria have the ability to interfere with DNA synthesis and nucleotide biogenesis in the fly. Should this be the case, the pathogens could utilize the host-cell machinery to their advantage in facilitating their survival, spread and replication in the fly. Also, in agreement with previous findings that *Photorhabdus* bacteria interact with the insect gut [71, 72], here we found that infection of flies with *Photorhabdus* differentially regulates several genes that are mainly expressed in the *Drosophila* gut and participate in immune homeostasis in this tissue [73–75].

Our RNA-Seq analysis detects upregulation of a large number of AMP genes in flies infected by *Photorhabdus*. AMP are important molecules in host defense [76]. In *Drosophila* most AMP appear in the hemolymph within a few hours after microbial challenge, their concentrations increase rapidly and some persist for several hours [77]. These results suggest that AMP may play a role in the immune response of *Drosophila* against *Photorhabdus* by slowing down bacterial replication and spread in the fly; however, AMP upregulation proves ultimately an ineffective defense against those pathogens since flies succumb to *Photorhabdus* infection within a few days. We have previously reported that infection with a low number of *Photorhabdus* cells fails to upregulate AMP expression in infected flies [17]. Given that in the current study we have injected flies with 5-7 times more bacterial cells compared to the previous study, we suspect that *Photorhabdus* induces AMP gene transcription in a dose-dependent manner. This will be a subject for future investigations. In contrast to our current findings, a previous study has reported that infection with the pathogenic bacteria *P. aeruginosa* significantly downregulates the transcription of AMP genes in *Drosophila* adult flies during the initial stages of infection, which probably forms a mechanism that facilitates replication of the pathogen in the insect hemolymph, which is a hostile environment for bacterial growth, and promotes bacterial survival and pathogenesis in the host [67, 68].

Information on molecules with anti-nematode activity in insects is currently lacking [7]. The use of the *Drosophila-Heterorhabditis* model together with RNA-Seq can provide important clues for potential molecules that might act against nematode infection in insects. TEPs are well-conserved proteins that participate in the immune response of animals against bacteria and parasitic protozoans [57, 78]. Recent studies in *Drosophila* showed that TEPs are not involved in the defense against certain bacterial and fungal pathogens [79]. It was hypothesized that TEPs are likely to participate in the immune function against pathogens attacking the fly through the cuticle, such as nematode parasites. In addition, a recent transcriptomic study on *Drosophila* larvae reported that certain TEPs were differentially regulated upon infection with symbiotic worms [18]. Our RNA-Seq data show that TepI was downregulated whereas TepII and TepIV were strongly upregulated at early and late times after infection with the nematodes and their bacteria. These findings suggest that different TEP molecules may participate in the immune function of *Drosophila* larvae and adult flies against nematode infection. Future research will focus on the functional characterization of TEP anti-nematode and antibacterial properties in *Drosophila* in response to *Heterorhabditis* and *Photorhabdus* as well as to other nematode-bacteria complexes.

Recent progress in understanding the molecular basis of organismal responses to hypoxia has led to the identification of hypoxia-inducible transcription factors (HIF) and their hydroxylation by the prolyl hydroxylase enzymes [80]. The prolyl hydroxylation process is central to the regulation of hypoxia-induced genes during inflammation. In addition, recent findings have emphasized the regulatory role for HIF in the hypometabolism of insects [81]. Here we found significant downregulation of genes encoding prolyl hydroxylase enzymes in flies infected by *Heterorhabditis* axenic nematodes. This indicates that flies might be able to diminish metabolic functions or alter their metabolic state through the prolyl hydroxylation mechanism in order to withstand nematode attacks by diverting energy resources to enhance their immune response against the parasites. Similarly, because glycosylation is a key process in the generation of extracellular matrix components and mucins [82], upregulation of glycosyltransferase enzymes upon infection of the fly with axenic *Heterorhabditis* could function as a mechanism to repair tissue damage that is likely caused by nematode infection.

Infection of adult flies with axenic or symbiotic *Heterorhabditis* upregulates genes coding for glutamate ionotropic receptors and putative sodium channels, which have previously been reported to participate in nociception [83–85]. This indicates potential changes in this neural function of the fly during nematode infection, since ionotropic receptors are involved in sensing putative external and internal cues [86]. It was recently reported that class IV neurons are required for a nociceptive behavioral response of *Drosophila* larvae against infections by parasitoid wasps, and such neural reactions are mostly elicited by attacks during which the cuticle is penetrated by the wasp [87]. Therefore, it is possible that *Drosophila* employs similar neural mechanisms to process noxious stimuli in response to tissue damage or other potent chemical/mechanical stimulation caused by nematode invasion or migration in the fly. This could represent a neuronal function of *Drosophila* to sense the presence of certain chemical cues or metabolites produced by the nematodes [64]. It has been shown previously that entomopathogenic nematodes secrete peptidases and peptidase inhibitors that may target and degrade insect tissues or actively suppress important host immune defenses, such as prophenoloxidase activation and melanization [7, 88, 89]. Interestingly, the *H. bacteriophora* genome encodes 19 putative peptidase and 9 peptidase inhibitors [90]. In mammals, it has been shown that biogenic amines that are produced during pathological conditions can be detected by trace amine-associated receptors, a class of GPCR, present in erythrocytes [91].

Although recognition molecules that detect bacterial, fungal and viral pathogens have been identified in *Drosophila* [92], it is currently unknown whether and how the fly immune system detects the presence of nematode parasites, and what specific molecules could be responsible for this function. Here we have found that infection with *Heterorhabditis* nematodes significantly upregulates genes (e.g. *Acp54A1*, *Cpr78E*, *Cpr67Fb*, *Lcp65Ag1*, *Lcp65Ag3* and *Tweedle* family genes) coding for structural components of chitin-based cuticle [44, 93]. Notably, *Cpr78E* and *Tweedle* family genes encode proteins that are secreted by ectodermal tissues including epidermis, foregut and tracheae and previously they were shown to contribute to cuticle formation. Sequence analysis predicts that they possess chitin-binding activity, which renders these proteins as potential candidate recognition molecules for detecting nematode invasion in the fly or migration of the parasites within fly tissues [94–96]. Interestingly, oral infection of *D. melanogaster* larvae with *Erwinia carotovora carotovora 15* bacteria resulted in the regulation of several genes encoding chitin-binding proteins and in particular *Tweedle* genes in the tracheae. This was attributed to the interaction between the bacteria and the chitinous layer that protects the tracheae [97].

## Conclusions

Taken together, transcriptome profiling through RNA-Seq provides an excellent approach for the precise assessment of transcript levels and transcript isoforms in the *Drosophila* model of infection and immunity. RNA-Seq analysis of *Drosophila* adult flies infected by *Heterorhabditis* nematodes and their mutualistic *Photorhabdus* bacteria reveals transcriptional changes in the regulation of a large number of genes, many of which have not been shown previously to participate in immune processes against pathogenic infections. Many of those genes that are differentially regulated upon *Heterorhabditis* or *Photorhabdus* infection are predicted to be involved in metabolic functions, stress responses, DNA/protein synthesis and neuronal activities. In addition, we have identified *Drosophila* genes with potential role in nematode detection and molecules with potential anti-nematode properties. Many of those molecules provide an excellent platform of candidate factors for the functional characterization of the *Drosophila* immune response against nematode-bacterial complexes. Future studies using the *Drosophila*-*Heterorhabditis*-*Photorhabdus* model promise to reveal not only how pathogens evolve virulence but also how two pathogens (nematode and bacteria) can synergize to exploit a common host.

## Methods

### Fly stocks

Oregon R adult flies were used for the transcriptomic analyses. The strain was kindly provided by Prof. Jean-Marc Reichhart (UPR9022 of CNRS, Institute of Molecular and Cellular Biology, Strasbourg, France). Flies were reared on instant *Drosophila* diet (Formula 4-24 *Drosophila* medium) supplemented with yeast (Carolina Biological Supply), and maintained at 25 °C and a 12:12-h light:dark photoperiodic cycle. Equal number of male and female adult flies aged 4-6 days old were used in infection assays with the nematodes and their bacteria.

### Nematodes and bacteria

*Heterorhabditis bacteriophora* TT01 strain entomopathogenic nematodes were amplified in fourth instar larvae of the wax moth *Galleria mellonella* using the water trap technique [98]. To confirm lack of *Photorhabdus* bacteria in *Heterorhabditis* nematodes (axenic), the worms were homogenized and the lysate was spread on selective media. Fresh IJ worms were collected and prepared through pelleting, washing and re-suspending in sterile distilled water. IJ nematodes carrying or lacking *Photorhabdus* bacteria were used 1-2 weeks after collection from the water traps. *Heterorhabditis* numbers were estimated by counting the average nematode density present in ten individual 50 μl drops of water using a stereo-microscope.

The Gram-negative insect pathogenic bacteria *Photorhabdus luminescens* subsp. laumondii (strain TT01) were used for fly infections. Bacteria were cultured in Luria-Bertani broth (LB) and incubated for 18-24 h at 30 °C. Bacterial cultures were centrifuged at 4 °C, pelleted, washed in 1x sterile phosphate-buffered saline (PBS) and re-suspended in PBS. Bacterial density was measured using a NanoDrop™ 2000c (Thermo Fisher Scientific) and a 10x serial dilution plating technique.

### Infection assays

Nematode infection assays in *Drosophila* adult flies have been described in detail previously [27]. Briefly, nematode infections were carried out using nested 5 ml cups (Solo®) and filter papers (Whatman) that supported 10-15 adult flies per group. A 500-700 μl solution containing symbiotic or axenic *Heterorhabditis* nematodes was added to each container (100 IJ/fly). Flies treated for 30 h with sterile water devoid of nematodes were used as negative controls. Infected and control flies were kept at 25 °C. A PBS suspension (18.4 nl) containing *Photorhabdus* bacteria was injected into *Drosophila* adult flies at the lateral anterior side of the thorax through nano-injection (Nanoject II - Drummond Scientific). The number of *Photorhabdus* cells delivered into each fly was approximately 500-700 colony-forming units (CFUs). Control samples involved PBS injected flies.

### RNA isolation

RNA was extracted from 40 adult flies infected by *Heterorhabditis* axenic nematodes, symbiotic nematodes, *Photorhabdus* bacteria only as well as from uninfected controls. Samples were collected at 12 and 30 h post infection. Total RNA was extracted using the Prep*Ease* RNA spin kit (USB) following the manufacturer’s instructions. Briefly, flies were homogenized using sterile plastic pestles and RNA was extracted using a silica-based column system including a DNAse treatment step for 15 min. Total RNA was re-suspended in 40 μl of sterile nuclease-free water. RNA concentration was measured using a Nanodrop. RNA integrity and quality were assessed using a Bioanalyser (Agilent Technologies).

### Library preparation and RNA sequencing

Separate libraries for the four experimental conditions (flies infected by *Heterorhabditis* axenic or symbiotic nematodes or *Photorhabdus* bacteria alone as well as uninfected controls) were prepared using the TruSeq RNA sample preparation kit V.2 (Illumina) and rRNA-depleted total RNA as template. Ribosomal RNA present in total RNA samples was removed prior to library construction using the Ribo-Zero™ rRNA Removal Kits (Epicentre Technologies). Briefly, 10 μg of total RNA were obtained through two rounds of rRNA reduction. For the first round, oligos from the Human/Mouse/Rat and Gram-Negative Bacteria Ribo-Zero™ kits were mixed in equal parts. The resulting RNA was then taken through a second round of reduction using the Human/Mouse/Rat Ribo-Zero™ kit. Depleted RNA was then fragmented and reversed transcribed using random hexamers. Single stranded fragments were end-repaired, and phosphorylated for the A-tailing step for index adaptor ligation. Fragments were PCR amplified to create linear fragments containing adaptor sequences (6 nucleotide indexes) to initiate cluster generation and sequencing. The DNA was purified between enzymatic reactions and the size selection of the library was performed using AMPure XT beads (Beckman Coulter Genomics). All seven samples were multiplexed and run on a single lane on a flow cell of an Illumina HiSeq 2000, resulting in seven libraries with ~25 million paired-end reads. RNA sequencing was performed at the Institute for Genome Sciences (University of Maryland School of Medicine).

### Alignment reads and coverage analysis

Seven samples representing the three infection types and a normalization control were collected at two time points and processed for sequencing. One hundred and one base-pair long reads were generated and then introduced into TopHat using the *Drosophila melanogaster* Reference Genome version BDGP5 to map out reads to gene models predicted by the fly genome [99]. Bowtie was then used to assemble transcripts by mapping and identifying splice junctions [100]. For quality control, reads were only allowed to have up to two mismatches per 30 base pairs, and reads that matched to more than 25 locations were removed from the analysis. For the coverage analysis, BAM files generated using TopHat were used to determine the total number of reads, the number of mapped reads and the percentage of mapped reads to the *Drosophila melanogaster* genome, which allowed direct comparisons of samples among the different treatments.

### Differential gene expression analysis

BAM alignments generated by TopHat were then utilized to calculate Reads Per Kilobase of gene per Million mapped reads values (RPKM), and indexed using in-house scripts and tools for each individual gene model and sample. RPKM analysis calculates gene expression differences by normalizing the read counts for the total length of the gene and the number of mapped sequencing reads [101]. These RPKM values were then normalized using the 75^th^ quantile normalization to ensure similar distributions across all samples. The Fold-Change for each individual gene was calculated using the normalized RPKM values. The differentially expressed genes were determined after applying a minimum read count cut-off of 10, Log fold-change cutoff of 0.58 (minimum one fold-change) and RPKM value greater than 0.1. RPKM data were used to create quadrant plots using log fold-changes (LFC) values.

### Transcript analysis using CUFFLINKS

BAM files generated using TopHat were uploaded into the Cufflinks transcriptome identification tool [28], to assemble aligned RNA-Seq reads into predicted transcripts and calculate relative abundances. RNA-Seq fragment counts were used to calculate FPKM values (Fragments Per Kilobase of exon per Million fragments mapped) to estimate transcript abundance.

### Differential transcript analysis using Cuffdiff

BAM files generated by TopHat were uploaded onto Cuffdiff (component of the Cufflinks package) to estimate differential expression between samples (grouped by experimental condition) at the transcript level. The statistical model used assumes that the number of reads produced by each transcript is proportional to its abundances. It also utilizes transcript expression from replicates to estimate variance and calculate the significance of observed changes in expression. The significance of differential expression of transcripts belonging to the same gene across the two conditions (infected vs. uninfected) was tested using the negative binomial (NB) distribution. A cutoff of False Discovery Rate (FDR) less than 0.05, FPKM > 10 and Log Fold-Change of 0.5 was used to select significantly differentially expressed transcripts. The data generated by Cuffdiff were used to calculate the distribution of read counts for each transcript, volcano plots (FDR vs LFC), and F plots (FPKM_sample1_ vs FPKM_sample2_).

### Gene ontology analysis (GO)

GO analysis was performed using the list of differentially expressed genes to search the DAVID web service to assign GO categories to the identified genes. We selected the Molecular Function, Cellular Compartment, Biological Process, Pathway Analysis and Protein Domains categories for our analysis.

### Differential gene expression analysis using DESeq and General Linear Model (GLM)

The alignment files generated from TopHat were used to compute read counts for each gene in the reference annotation (Berkeley Drosophila Genome Project release 5). The read counts were computed for each sample using the HTSeq (v0.5.3) library available for Python. The read counts were then used as input for DESeq (v1.10.1). DESeq is a R bioconductor package which estimates the variance-mean dependence in count data from high-throughput sequencing assays, normalizes the count data for library sizes and dispersion, and tests for differential expression based on a model using the negative binomial distribution. The samples were clustered using the normalized values to identify outliers (if any). A GLM was used wherein the infection type (Symbiotic *Heterorhabditis*, Axenic *Heterorhabditis*, *Photorhabdus* only) and time after infection (12 and 30 h) were treated as the explanatory variables. The p-values were generated using the nbinomGLMtest in DESeq and adjusted using the Benjamin-Hochberg method to control for false discovery. The significant differentially expressed genes were identified for multiple comparisons after applying significance cut-offs (adjusted p-value ≤ 0.05 and absolute (fold-change) ≥ 2, or ≤ 2).

### qRT-PCR validation

To validate differentially expressed genes, we selected seven candidate genes based on significant fold differences across all samples and analyzed their relative mRNA levels using qRT-PCR, as previously described [17]. Five adult flies from each treatment were frozen at 12, and 30 h after infection. Total RNA was extracted using the PrepEase RNA spin kit (USB) following the manufacturer’s instructions. RNA samples were re-suspended in 40 μl of sterile nuclease-free water and RNA concentrations were measured using a Nanodrop (Thermo Scientific). Complementary DNA (cDNA) synthesis was synthesized using the High Capacity cDNA reverse transcription kit (Applied Biosystems). cDNA samples were diluted 1:10 in nuclease-free water and 1 μl was used as template for qRT-PCR experiments using the EXPRESS SYBR® GreenER kit with Premixed ROX (Invitrogen). All experiments were performed on a Mastercycler® ep realplex^2^ (Eppendorf) and twin-tec real-time PCR 96-well plates following the manufacturer’s instructions. Annealing temperatures were optimized using gradient reactions. All primers produced single amplicons as evidenced by dissociation curves (melting curve analysis). Technical duplicates were run for each sample and set of primers, and a total of four biological samples were used for each treatment. The cycling conditions included 50 °C for 2 min, 95 °C for 2 min, 40 cycles of 95 °C for 15 sec and an annealing step for 45 sec. For each sample, the amount of mRNA detected was normalized to mRNA values of the control housekeeping gene *Ribosomal protein L32* (*RpL32*, *CG7939*). Normalized data were used to quantify the relative level of a given mRNA according to cycling threshold analysis (ΔCt), hence data were expressed as the ratio 2^CT(RpL32)^/2CT^(Gene)^. Data are presented as a ratio between infected versus PBS injected flies (negative controls for bacterial infections) or untreated flies (negative controls for nematode infections). The list of primers is given in Additional file 1: Table S1.

### Statistical analysis

qRT-PCR results represent the means and standard deviations of relative values from three biological replicates. Data were statistically analyzed using a one-way analysis of variance (ANOVA) with a Tukey *post-hoc* test for multiple comparisons (GraphPad Prism).

### Data access

The raw sequence data that were generated in the course of this research are made publicly available. Paired-end sequencing data of the *D. melanogaster* transcriptomes have been deposited to the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) database and are available under the accession number GSE61466 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=szetgcuwtvsvhyf&acc=GSE61466.

## Additional files

Additional file 1:
**Text description.** **Figure S1.** Gene coverage density plot. **Figure S2.** Quantitative real-time RT-PCR validation. **Figure S3.** Infection of *Drosophila* flies with *Heterorhabditis* nematodes or their *Photorhabdus* bacteria induces diverse physiological responses. **Figure S4.** Quadrant plots showing expression patterns in adult flies infected by nematodes or their bacteria. **Figure S5.** Infection of *Drosophila* flies with *Heterorhabditis* or their *Photorhabdus* suppresses the expression of several genes. **Figure S6.** Gene Ontology analysis. **Table S1.** List of primers used for quantitative real-time RT-PCR validation. Additional file 2:
**Gene lists corresponding to the KEGG and PANTHER pathway analysis for** ***Drosophila*** **wild-type adult flies infected by** ***Heterorhabditis*** **axenic or symbiotic nematodes or** ***Photorhabdus*** **bacteria at 12 and 30 h time-points.** Gene identity and description corresponding to pathway categories (KEGG), which are shown in Fig. 2 (panels a, b and c) and Additional file 1: Figure S3. Additional file 3:
**Gene lists corresponding to the Quadrant Plot analysis** **(Additional file** **1** **: Figure S4) used to generate Fig.** **4.** The 25 most strongly induced *Drosophila* genes upon infection of wild-type adult flies with *Heterorhabditis* axenic nematodes, *Heterorhabditis* symbiotic nematodes or their mutualistic *Photorhabdus* bacteria at 12 h and 30 h following immune challenge. Additional file 4:
**Complete filtered list of genes obtained from the General Linear Model analysis** **(Fig.** **5)** **using** ***Drosophila*** **reads from Symbiotic** ***Heterorhabditis*** **infections to compare to those from Axenic** ***Heterorhabditis*** **infections and** ***Photorhabdus*** **infections.** Additionally, we used *Drosophila* reads from Axenic *Heterorhabditis* infections to compare to those from *Photorhabdus* infections. The data from the two time points (12 and 30 h) for each infection type were used as biological replicates. We used the infection type as the explanatory variable and each gene is accompanied by its Log2 Fold-Change and p values. The table shows genes that are differentially regulated with an absolute 2-fold (or higher) change upregulation or downregulation.

## Abbreviations

AMP: Antimicrobial peptide
ANOVA: Analysis of variance
ATP: Adenosine triphosphate
cDNA: complementary DNA
CFU: Colony-forming units
DAVID: Database for annotation, visualization and integrated discovery
DSCAM: Down syndrome cell adhesion molecule
FDR: False discovery rate
FPKM: Fragments Per Kilobase per Million
GEO: Gene expression omnibus
GNBP: Gram-negative binding protein
GLM: General linear model
GO: Gene ontology
GPCR: G-protein coupled receptor
GTP: Guanosine triphosphate
HIF: Hypoxia-inducible transcription factors
Hsp: Heat shock protein
IIM: Immune-induced molecules
IJ: Infective Juvenile
IMD: Immune deficiency
JAK/STAT: Janus kinase/signal transducers and activators of transcription
JNK: Jun-N-terminal kinase
KEGG: Kyoto encyclopedia of genes and genomes
LFC: Log fold-changes
miRNA: microRNA
NB: Negative binomial
NF-κB: Nuclear Factor-kappa-B
PANTHER: Protein analysis through evolutionary relationships
PBS: Phosphate-buffered saline
PGRP: Peptidoglycan recognition protein
qRT-PCR: Quantitative real-time RT-PCR
RNA-Seq: RNA Sequencing
RPKM: Reads Per Kilobase of gene per Million mapped reads values
rRNA: Ribosomal RNA
TEP: Thioester-containing Proteins
TNF: Tumor necrosis factor
Tot: Turandot
VEGF: Vascular endothelial growth factor
Vir-1: Virus-induced RNA1

## References

[1] Medzhitov R (2007). Recognition of microorganisms and activation of the immune response. Nature.

[2] Glavis-Bloom J, Muhammed M, Mylonakis E (2012). Of model hosts and man: using *Caenorhabditis elegans, Drosophila melanogaster* and *Galleria mellonella* as model hosts for infectious disease research. Adv Exp Med Biol.

[3] Brivio MF, Mastore M, Pagani M (2005). Parasite-host relationship: a lesson from a professional killer. Invertebr Surv J.

[4] Dionne MS, Schneider DS (2008). Models of infectious diseases in the fruit fly *Drosophila melanogaster*. Dis Model Mech.

[5] Limmer S, Quintin J, Hetru C, Ferrandon D (2011). Virulence on the fly: *Drosophila melanogaster* as a model genetic organism to decipher host-pathogen interactions. Curr Drug Targets.

[6] Rämet M (2012). The fruit fly *Drosophila melanogaster* unfolds the secrets of innate immunity. Acta Paediatr.

[7] Castillo JC, Reynolds SE, Eleftherianos I (2011). Insect immune responses to nematode parasites. Trends Parasitol.

[8] Dillman AR, Chaston JM, Adams BJ, Ciche TA, Goodrich-Blair H, Stock SP (2012). An entomopathogenic nematode by any other name. PLoS Pathog.

[9] Ciche TA, Darby C, Ehlers RU, Forst S, Goodrich-Blair H (2006). Dangerous liaisons: The symbiosis of entomopathogenic nematodes and bacteria. Biol Control.

[10] Ciche T. The biology and genome of *Heterorhabditis bacteriophora*. WormBook. 2007;1–9.10.1895/wormbook.1.135.1PMC478148418050499

[11] Ffrench-Constant RH, Dowling A, Waterfield NR (2007). Insecticidal toxins from *Photorhabdus* bacteria and their potential use in agriculture. Toxicon.

[12] Bode HB (2009). Entomopathogenic bacteria as a source of secondary metabolites. Curr Opin Chem Biol.

[13] Ciche TA, Ensign JC (2003). For the insect pathogen *Photorhabdus luminescens*, which end of a nematode is out?. Appl Environ Microbiol.

[14] Hallem EA, Rengarajan M, Ciche TA, Sternberg PW (2007). Nematodes, bacteria, and flies: a tripartite model for nematode parasitism. Curr Biol.

[15] Wang Z, Wilhelmsson C, Hyrsl P, Loof TG, Dobes P, Klupp M (2010). Pathogen entrapment by transglutaminase–a conserved early innate immune mechanism. PLOS Pathog.

[16] Hyrsl P, Dobes P, Wang Z, Hauling T, Wilhelmsson C, Theopold U (2011). Clotting factors and eicosanoids protect against nematode infections. J Innate Immun.

[17] Castillo JC, Shokal U, Eleftherianos I (2013). Immune gene transcription in *Drosophila* adult flies infected by entomopathogenic nematodes and their mutualistic bacteria. J Insect Physiol.

[18] Arefin B, Kucerova L, Dobes P, Markus R, Strnad H, Wang Z (2014). Genome-wide transcriptional analysis of *Drosophila* larvae infected by entomopathogenic nematodes shows involvement of complement, recognition and extracellular matrix proteins. J Innate Immun.

[19] Wang Z, Gerstein M, Snyder M (2009). RNA-Seq: a revolutionary tool for transcriptomics. Nat Rev Genet.

[20] Ozsolak F, Milos PM (2011). RNA sequencing: advances, challenges and opportunities. Nat Rev Genet.

[21] de Klerk E, den Dunnen JT, 't Hoen PA (2014). RNA sequencing: from tag-based profiling to resolving complete transcript structure. Cell Mol Life Sci.

[22] Xuan J, Yu Y, Qing T, Guo L, Shi L (2013). Next-generation sequencing in the clinic: promises and challenges. Cancer Lett.

[23] Costa V, Aprile M, Esposito R, Ciccodicola A (2013). RNA-Seq and human complex diseases: recent accomplishments and future perspectives. Eur J Hum Genet.

[24] Daines B, Wang H, Wang L, Li Y, Han Y, Emmert D (2011). The *Drosophila melanogaster* transcriptome by paired-end RNA sequencing. Genome Res.

[25] Ekblom R, Galindo J (2011). Applications of next generation sequencing in molecular ecology of non-model organisms. Heredity.

[26] Westermann AJ, Gorski SA, Vogel J (2012). Dual RNA-seq of pathogen and host. Nat Rev Microbiol.

[27] Castillo JC, Shokal U, Eleftherianos I (2012). A novel method for infecting *Drosophila* adult flies with insect pathogenic nematodes. Virulence.

[28] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc.

[29] Kanehisa M, Goto S, Kawashima S, Okuno Y, Hattori M (2004). The KEGG resource for deciphering the genome. Nucleic Acids Res.

[30] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID Bioinformatics Resources. Nat Protoc.

[31] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res.

[32] Mi H, Thomas P (2009). PANTHER pathway: an ontology-based pathway database coupled with data analysis tools. Methods Mol Biol.

[33] Thomas PD, Mi H, Lewis S (2007). Ontology annotation: mapping genomic regions to biological function. Curr Opin Chem Biol.

[34] Ayres JS, Freitag N, Schneider DS (2008). Identification of *Drosophila* mutants altering defense of and endurance to *Listeria monocytogenes* infection. Genetics.

[35] Özkan E, Carrillo RA, Eastman CL, Weiszmann R, Waghray D, Johnson KG (2013). An extracellular interactome of immunoglobulin and LRR proteins reveals receptor-ligand networks. Cell.

[36] Gummalla M, Maeda RK, Castro Alvarez JJ, Gyurkovics H, Singari S, Edwards KA (2012). abd-A regulation by the iab-8 noncoding RNA. PLoS Genet.

[37] Wright VM, Vogt KL, Smythe E, Zeidler MP (2011). Differential activities of the *Drosophila* JAK/STAT pathway ligands Upd, Upd2 and Upd3. Cell Signal.

[38] Ekengren S, Hultmark D (2001). A family of *Turandot*-related genes in the humoral stress response of *Drosophila*. Biochem Biophys Res Commun.

[39] Brun S, Vidal S, Spellman P, Takahashi K, Tricoire H, Lemaitre B (2006). The MAPKKK Mekk1 regulates the expression of *Turandot* stress genes in response to septic injury in *Drosophila*. Genes Cells.

[40] Gordon MD, Ayres JS, Schneider DS, Nusse R (2008). Pathogenesis of listeria-infected *Drosophila wntD* mutants is associated with elevated levels of the novel immunity gene *edin*. PLoS Pathog.

[41] Mellroth P, Karlsson J, Steiner HA (2003). Scavenger function for a Drosophila peptidoglycan recognition protein. J Biol Chem.

[42] Tanji T, Ohashi-Kobayashi A, Natori S (2006). Participation of a galactose-specific C-type lectin in *Drosophila* immunity. Biochem J.

[43] Stroschein-Stevenson SL, Foley E, O'Farrell PH, Johnson AD (2006). Identification of *Drosophila* gene products required for phagocytosis of *Candida albicans*. PLoS Biol.

[44] Karouzou MV, Spyropoulos Y, Iconomidou VA, Cornman RS, Hamodrakas SJ, Willis JH (2007). *Drosophila* cuticular proteins with the R&R Consensus: annotation and classification with a new tool for discriminating RR-1 and RR-2 sequences. Insect Biochem Mol Biol.

[45] Perrimon N, Smouse D, Miklos GLG (1989). Developmental genetics of loci at the base of the X chromosome of *Drosophila melanogaster*. Genetics..

[46] Kambris Z, Brun S, Jang IH, Nam HJ, Romeo Y, Takahashi K (2006). *Drosophila* immunity: a large-scale *in vivo* RNAi screen identifies five serine proteases required for Toll activation. Curr Biol.

[47] Chakrabarti S, Poidevin M, Lemaitre B (2014). The *Drosophila* MAPK p38c Regulates Oxidative Stress and Lipid Homeostasis in the Intestine. PLoS Genet.

[48] Varghese J, Lim SF, Cohen SM (2010). *Drosophila* miR-14 regulates insulin production and metabolism through its target, *sugarbabe*. Genes Dev.

[49] Tang AH, Tu CPD (1994). Biochemical characterization of *Drosophila* glutathione S-transferases D1 and D21. J Biol Chem.

[50] Han Q, Fang J, Ding H, Johnson JK, Christensen BM, Li J (2002). Identification of *Drosophila melanogaster* yellow-f and yellow-f2 proteins as dopachrome-conversion enzymes. Biochem J.

[51] Clyne PJ, Warr CG, Carlson JR (2000). Candidate taste receptors in *Drosophila*. Science.

[52] Andrés M, Turiégano E, Göpfert MC, Canal I, Torroja L (2014). The extracellular matrix protein artichoke is required for integrity of ciliated mechanosensory and chemosensory organs in *Drosophila* embryos. Genetics.

[53] Sieber MH, Thummel CS (2012). Coordination of Triacylglycerol and Cholesterol Homeostasis by DHR96 and the *Drosophila* LipA Homolog magro. Cell Metab.

[54] Kleino A, Silverman N (2014). The *Drosophila* IMD pathway in the activation of the humoral immune response. Dev Comp Immunol.

[55] Lindsay SA, Wasserman SA (2014). Conventional and non-conventional *Drosophila* Toll signaling. Dev Comp Immunol.

[56] Myllymäki H, Rämet M (2014). Jak/STAT pathway in *Drosophila* immunity. Scand J Immunol.

[57] Blandin S, Levashina EA (2004). Thioester-containing proteins and insect immunity. Mol Immunol.

[58] Delaney JR, Stoven S, Uvell H, Anderson KV, Engstrom Y, Mlodzik M (2006). Cooperative control of *Drosophila* immune responses by the JNK and NF-kappaB signaling pathways. EMBO J.

[59] Ríos-Barrera LD, Riesgo-Escovar JR (2013). Regulating cell morphogenesis: the *Drosophila* Jun N-terminal kinase pathway. Genesis.

[60] Hamilton PT, Leong JS, Koop BF, Perlman SJ (2014). Transcriptional responses in a *Drosophila* defensive symbiosis. Mol Ecol.

[61] Krishnan N, Dickman MB, Becker DF (2008). Proline modulates the intracellular redox environment and protects mammalian cells against oxidative stress. Free Radic Biol Med.

[62] Phang JM, Liu W (2012). Proline metabolism and cancer. Front Biosci.

[63] McIntire CR, Yeretssian G, Saleh M (2009). Inflammasomes in infection and inflammation. Apoptosis.

[64] Ffrench-Constant R, Waterfield N, Daborn P, Joyce S, Bennett H, Au C (2003). *Photorhabdus*: towards a functional genomic analysis of a symbiont and pathogen. FEMS Microbiol Rev.

[65] Irving P, Troxler L, Heuer TS, Belvin M, Kopczynski C, Reichhart JM (2001). A genome-wide analysis of immune responses in *Drosophila*. Proc Natl Acad Sci USA.

[66] De Gregorio E, Spellman PT, Tzou P, Rubin GM, Lemaitre B (2002). The Toll and Imd pathways are the major regulators of the immune response in *Drosophila*. EMBO J.

[67] Apidianakis Y, Mindrinos MN, Xiao W, Lau GW, Baldini RL, Davis RW (2005). Profiling early infection responses: *Pseudomonas aeruginosa* eludes host defenses by suppressing antimicrobial peptide gene expression. Proc Natl Acad Sci USA.

[68] Sonnleitner E, Valentini M, Wenner N, Haichar FZ, Haas D, Lapouge K (2012). Novel targets of the CbrAB/Crc carbon catabolite control system revealed by transcript abundance in *Pseudomonas aeruginosa*. PLoS One.

[69] Dhur A, Galan P, Hercberg S (1991). Folate status and the immune system. Prog Food Nutr Sci.

[70] Courtemanche C, Elson-Schwab I, Mashiyama ST, Kerry N, Ames BN (2004). Folate deficiency inhibits the proliferation of primary human CD8+ T lymphocytes *in vitro*. J Immunol.

[71] Silva CP, Waterfield NR, Daborn PJ, Dean P, Chilver T, Au CP (2002). Bacterial infection of a model insect: Photorhabdus luminescens and Manduca sexta. Cell Microbiol.

[72] Eleftherianos I, Ffrench-Constant RH, Clarke DJ, Dowling AJ, Reynolds SE (2010). Dissecting the immune response to the entomopathogen *Photorhabdus*. Trends Microbiol.

[73] Royet J (2011). Epithelial homeostasis and the underlying molecular mechanisms in the gut of the insect model *Drosophila melanogaster*. Cell Mol Life Sci.

[74] Davis MM, Engström Y (2012). Immune response in the barrier epithelia: lessons from the fruit fly *Drosophila melanogaster*. J Innate Immun.

[75] Kuraishi T, Hori A, Kurata S (2013). Host-microbe interactions in the gut of *Drosophila melanogaster*. Front Physiol.

[76] Imler JL, Bulet P (2005). Antimicrobial peptides in *Drosophila*: structures, activities and gene regulation. Chem Immunol Allergy.

[77] Lemaitre B, Hoffmann J (2007). The host defense of *Drosophila melanogaster*. Ann Rev Immunol.

[78] Blandin SA, Marois E, Levashina EA (2008). Antimalarial responses in *Anopheles gambiae*: from a complement-like protein to a complement-like pathway. Cell Host Microbe.

[79] Bou Aoun R, Hetru C, Troxler L, Doucet D, Ferrandon D, Matt N (2011). Analysis of thioester-containing proteins during the innate immune response of *Drosophila melanogaster*. J Innate Immun.

[80] Thompson AA, Binham J, Plant T, Whyte MK, Walmsley SR (2013). Hypoxia, the HIF pathway and neutrophilic inflammatory responses. Biol Chem.

[81] Gorr TA, Wichmann D, Hu J, Hermes-Lima M, Welker AF, Terwilliger N (2010). Hypoxia tolerance in animals: biology and application. Physiol Biochem Zool.

[82] Hasnain SZ, Gallagher AL, Grencis RK, Thornton DJ (2012). A new role for mucins in immunity: insights from gastrointestinal nematode infection. Int J Biochem Cell Biol.

[83] Fundytus ME (2001). Glutamate receptors and nociception: implications for the drug treatment of pain. CNS Drugs.

[84] Szekely JI, Torok K, Mate G (2002). The role of ionotropic glutamate receptors in nociception with special regard to the AMPA binding sites. Curr Pharm Des.

[85] Numazaki M, Tominaga M (2004). Nociception and TRP Channels. Curr Drug Targets CNS Neurol Disord.

[86] Benton R, Vannice KS, Gomez-Diaz C, Vosshall LB (2009). Variant ionotropic glutamate receptors as chemosensory receptors in *Drosophila*. Cell.

[87] Robertson JL, Tsubouchi A, Tracey WD (2013). Larval defense against attack from parasitoid wasps requires nociceptive neurons. PLoS One.

[88] AbuHatab M, Selvan S, Gaugler R (1995). Role of proteases in penetration of insect gut by the entomopathogenic nematode *Steinernema glaseri* (Nematoda: Steinernematidae). J Invert Path.

[89] McKerrow JH, Caffrey C, Kelly B, Loke P, Sajid M (2006). Proteases in parasitic diseases. Annu Rev Pathol.

[90] Bai X, Adams BJ, Ciche TA, Clifton S, Gaugler R, Kim KS (2013). A lover and a fighter: the genome sequence of an entomopathogenic nematode *Heterorhabditis bacteriophora*. PLoS One.

[91] Babusyte A, Kotthoff M, Fiedler J, Krautwurst D (2013). Biogenic amines activate blood leukocytes via trace amine-associated receptors TAAR1 and TAAR2. J Leukoc Biol.

[92] Ligoxygakis P (2013). Genetics of immune recognition and response in *Drosophila* host defense. Adv Genet.

[93] Cornman RS (2009). Molecular evolution of *Drosophila* cuticular protein genes. PLoS One.

[94] Rebers JE, Willis JH (2001). A conserved domain in arthropod cuticular proteins binds chitin. Insect Biochem Mol Biol.

[95] Cornman RS, Willis JH (2009). Annotation and analysis of low-complexity protein families of *Anopheles gambiae* that are associated with cuticle. Insect Mol Biol.

[96] Tang L, Liang J, Zhan Z, Xiang Z, He N (2010). Identification of the chitin-binding proteins from the larval proteins of silkworm, Bombyx mori. Insect Biochem Mol Biol.

[97] Gendrin M, Zaidman-Rémy A, Broderick NA, Paredes J, Poidevin M, Roussel A (2013). Functional analysis of PGRP-LA in *Drosophila* immunity. PLoS One.

[98] White GFR (1927). A method for obtaining infective nematode larvae from cultures. Science.

[99] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[100] Langmead B. Aligning short sequencing reads with Bowtie. Curr Protoc Bioinformatics. 2010, Chapter 11:Unit 11.7.10.1002/0471250953.bi1107s32PMC301089721154709

[101] Aanes H, Winata C, Moen LF, Østrup O, Mathavan S, Collas P (2014). Normalization of RNA-sequencing data from samples with varying mRNA levels. PLoS One.

# Supplementary material for: Drosophila anti-nematode and antibacterial immune regulators revealed by RNA-Seq
**Source:** BMC Genomics. 2015 Jul 11;16(1):519. doi: 10.1186/s12864-015-1690-2
**Supplement:** Additional file 1: — Text description. Figure S1. Gene coverage density plot. Figure S2. Quantitative real-time RT-PCR validation. Figure S3. Infection of Drosophila flies with Heterorhabditis nematodes or their Photorhabdus bacteria induces diverse physiological responses. Figure S4. Quadrant plots showing expression patterns in adult flies infected by nematodes or their bacteria. Figure S5. Infection of Drosophila flies with Heterorhabditis or their Photorhabdus suppresses the expression of several genes. Figure S6. Gene Ontology analysis. Table S1. List of primers used for quantitative real-time RT-PCR validation.

## **Supplementary figure legends**

**Supplementary Figure 1 Gene coverage density plot.** Representation of the gene coverage generated by the sequenced reads that were obtained for each experimental condition: infection of *Drosophila melanogaster* wild-type adult flies with *Heterorhabditis* axenic nematodes, *Heterorhabditis* symbiotic nematodes, *Photorhabdus* bacteria at 12 h and 30 h post-infection, and uninfected control.

**Supplementary Figure 2 Quantitative real-time RT-PCR validation.** Seven *Drosophila melanogaster* genes (CG34040, CG64267, CG9468, CG11909, CG6524, CG17571, CG10374) were selected from the RNAseq dataset and qRT-PCR results are shown from flies infected by *Heterorhabditis bacteriophora* symbiotic nematodes for 12 h. Solid bars represent transcript levels obtained from RNAseq; open bars show expression levels obtained from qRT-PCR experiments. Flies used for RNAseq and qRT-PCR assays were subjected to the same experimental conditions.

**Supplementary Figure 3 Infection of *Drosophila* flies with *Heterorhabditis* nematodes or their *Photorhabdus* bacteria induces diverse physiological responses.** Enrichment of pathway specific genes according to the KEGG and PANTHER classification databases. Representative KEGG pathway categories in flies infected by **(A)** axenic *Heterorhabditis* nematodes, **(B)** symbiotic *Heterorhabditis* nematodes, and **(C)** *Photorhabdus* bacteria at 12 h post-infection. The number of genes represents those that were only found associated with a particular pathway. Representative PANTHER pathway categories in flies infected with **(D)** axenic *Heterorhabditis* nematodes, **(E)** symbiotic *Heterorhabditis* nematodes, and **(F)** *Photorhabdus* bacteria at 30 h post-infection.

**Supplemental Figure 4 Quadrant plots showing expression patterns in adult flies infected by nematodes or their bacteria.** Upper right (UP/UP): genes up-regulated upon infection; Upper left (DOWN/UP): genes up-regulated at 30 h only; Lower right (UP/DOWN): genes up-regulated at 12 h only; Lower left (DOWN/DOWN): genes down-regulated upon infection.

**Supplementary Figure 5 Infection of *Drosophila* flies with *Heterorhabditis* or their *Photorhabdus* suppresses the expression of several genes.** The 25 most strongly downregulated genes upon infection with **(A)** axenic *Heterorhabditis* nematodes **(B)** symbiotic *Heterorhabditis* nematodes and **(C)** *Photorhabdus* bacteria. X-axis represents the relative Log-Fold Change (LFC) for each gene after normalization against uninfected controls. All genes have a fold change higher than 2 (LFC=0.58 corresponds to 2-fold change difference).

**Supplementary Figure 6 Gene Ontology analysis.** GO immune response categories identified in *Drosophila melanogaster* wild-type adult flies infected by **(A)** axenic *Heterorhabditis* nematodes, **(B)** symbiotic *Heterorhabditis* nematodes, or **(C)** *Photorhabdus* bacteria at 12 h post-infection. The Y-axis corresponds to the number of genes for each GO category and their relative level of expression (upregulation or down-regulation). All genes have a fold change higher than 2 (Log-Fold Change=0.58 corresponds to 2-fold change difference).

Supplementary Fig. S1

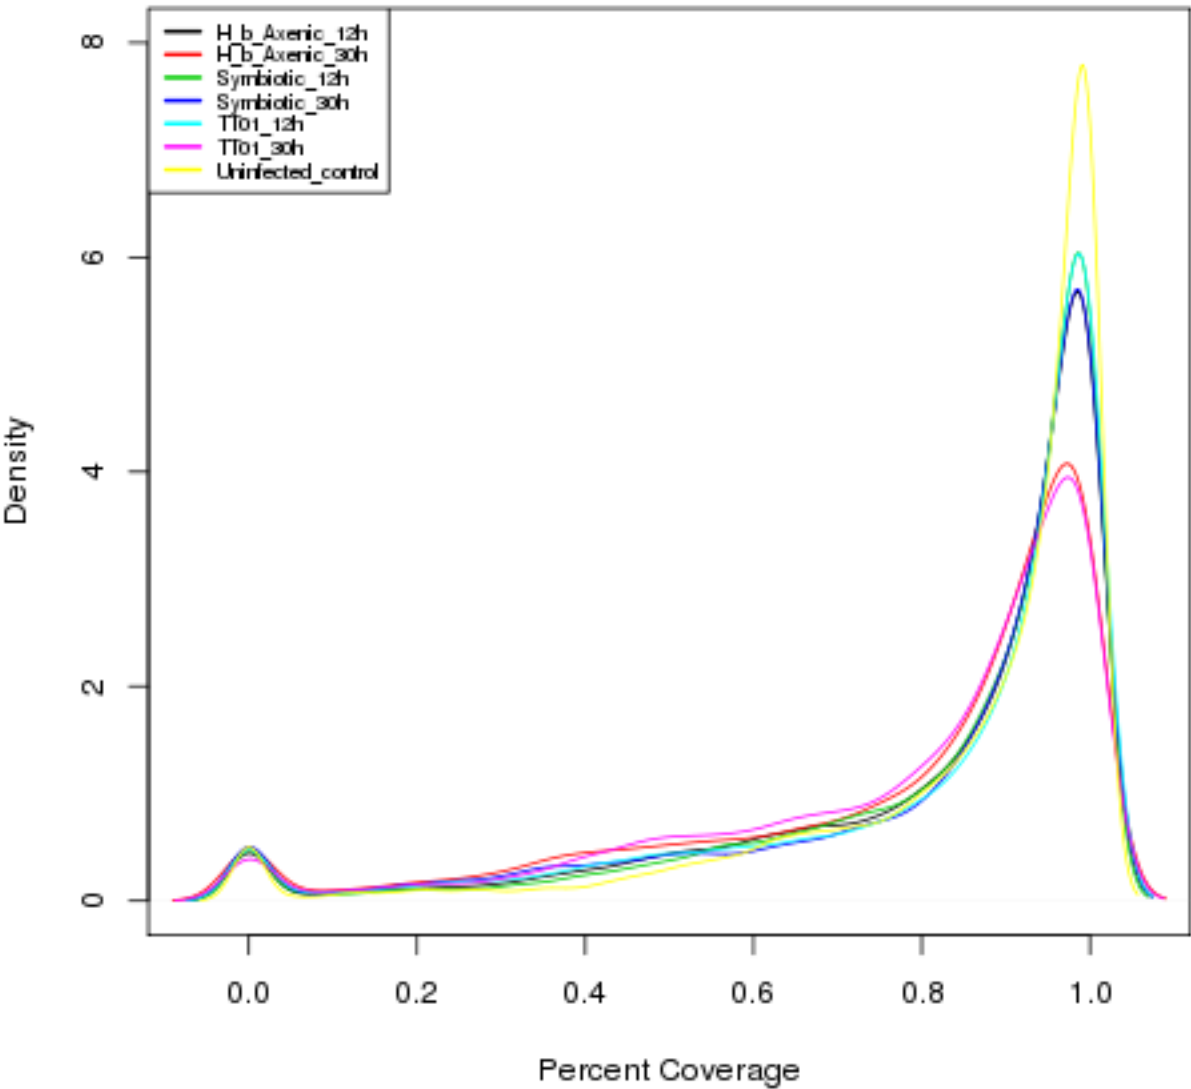

Supplementary Fig. S2

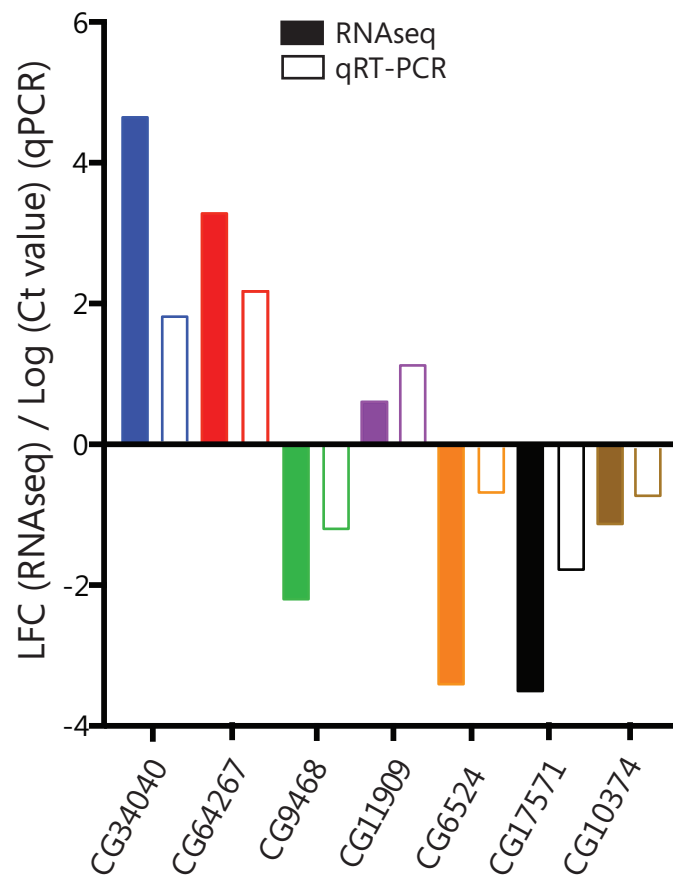

Supplementary Fig. S3

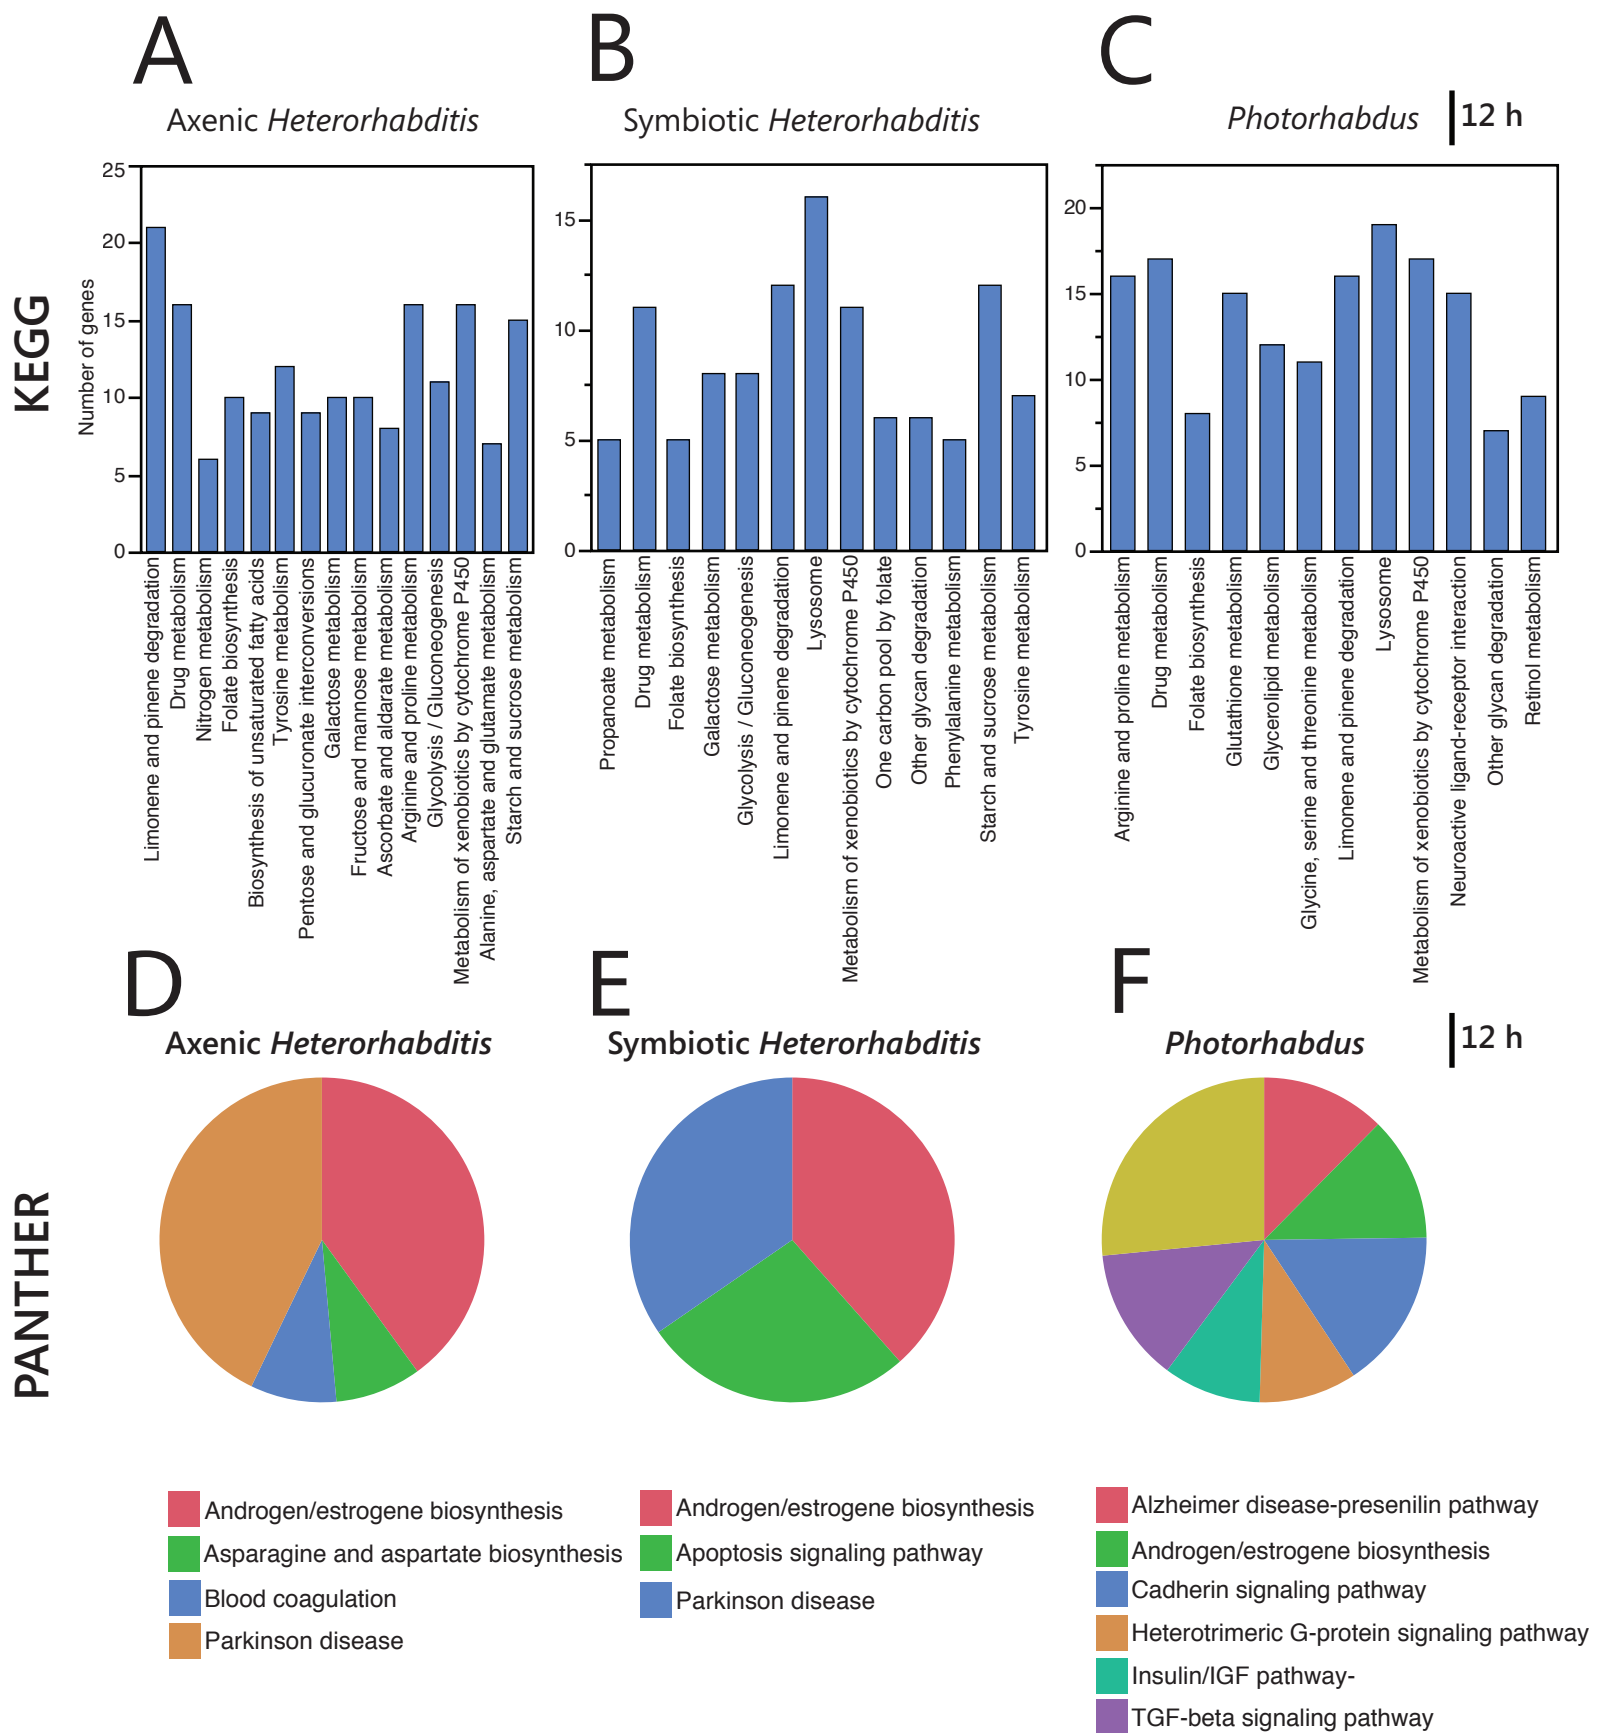

# Supplementary Fig. S4

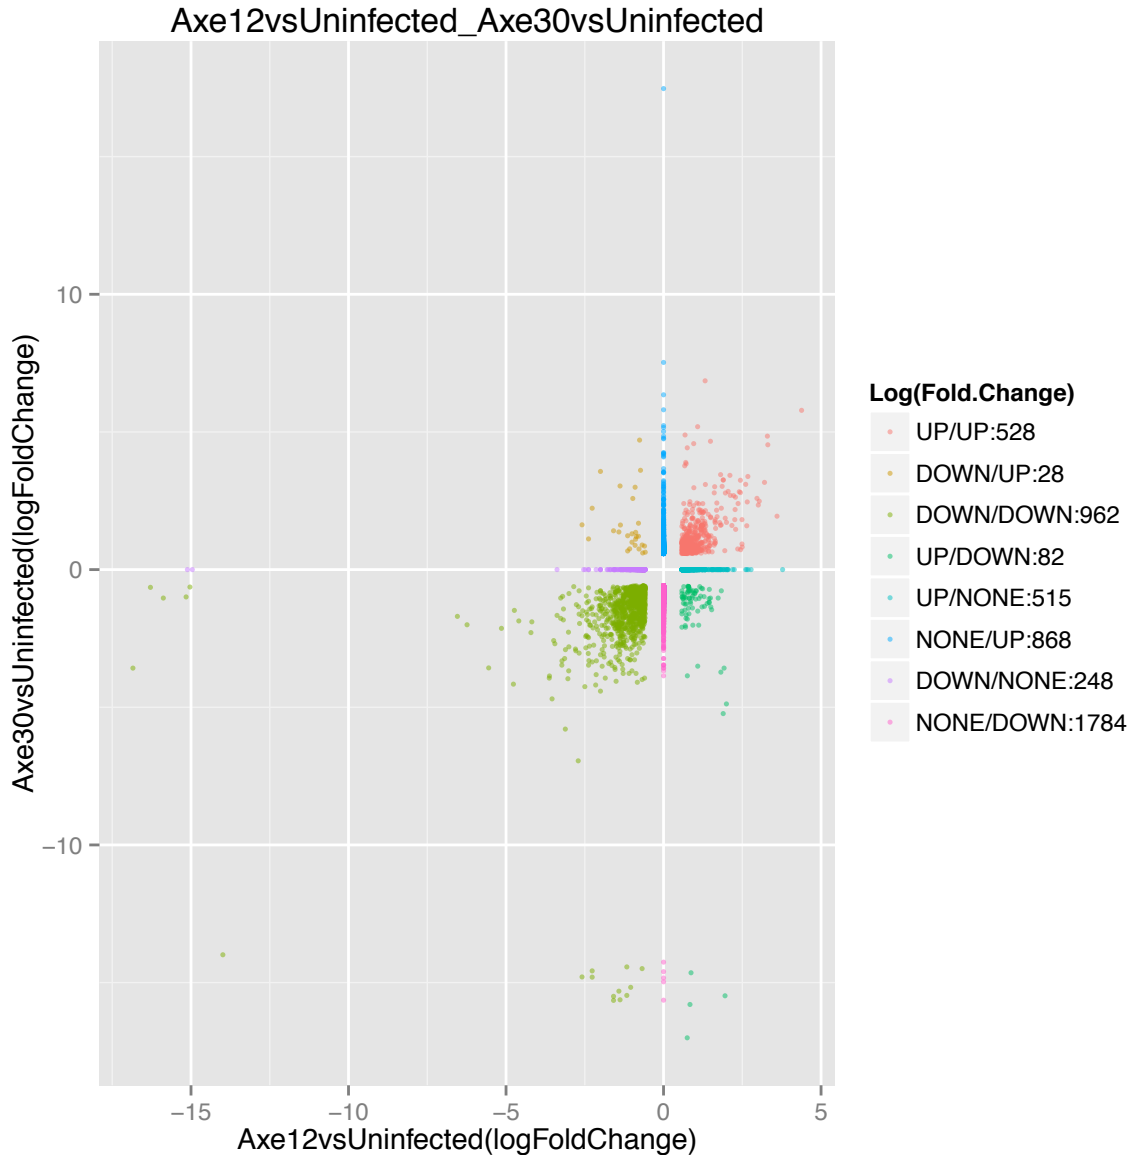

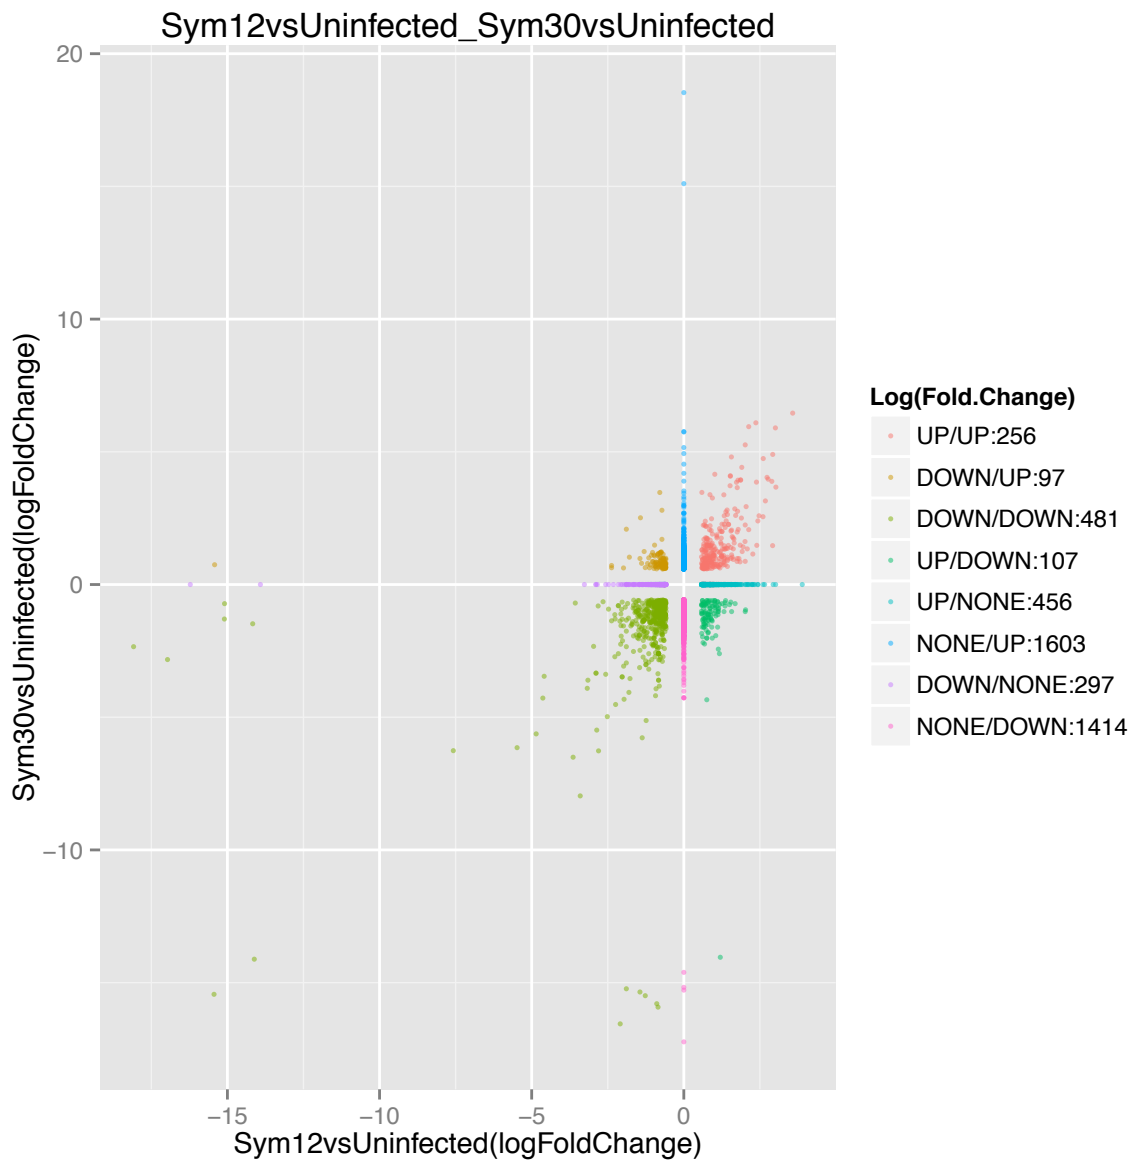

# TT01.12vsUninfected\_TT01.30vsUninfected

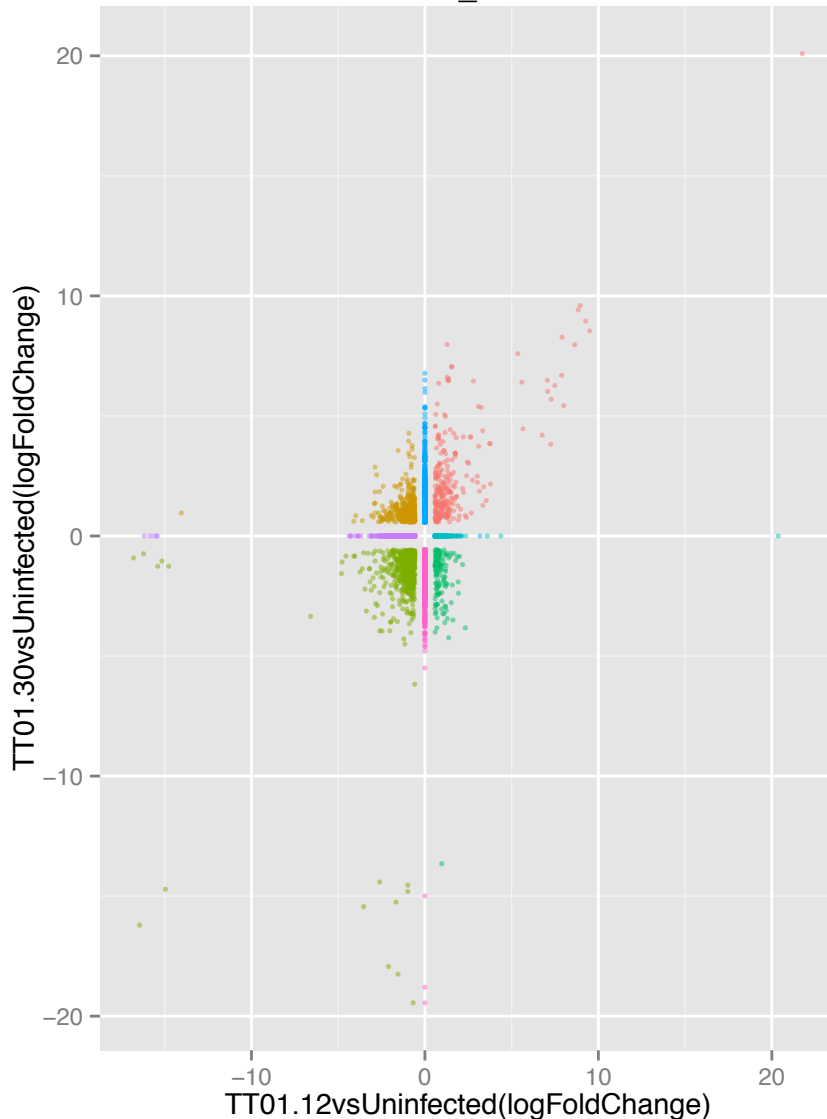

## Log(Fold.Change)

- UP/UP:265
- DOWN/UP:482
- DOWN/DOWN:577
- UP/DOWN:139
- UP/NONE:193
- NONE/UP:2016
- DOWN/NONE:1496
- NONE/DOWN:2129

Axe12vsUninfected\_Sym12vsUninfected

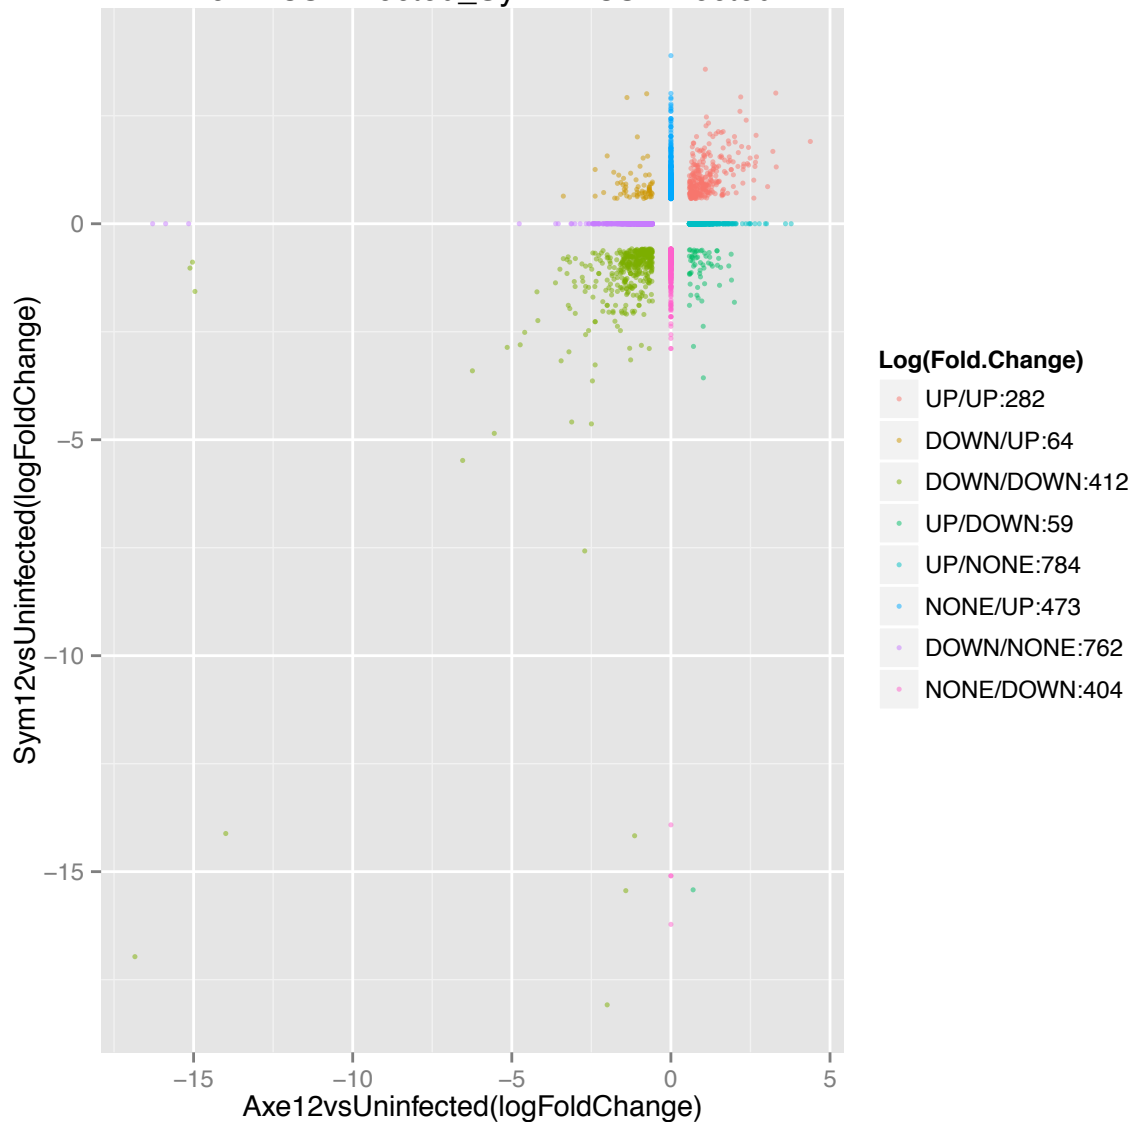

Axe12vsUninfected\_TT01.12vsUninfected

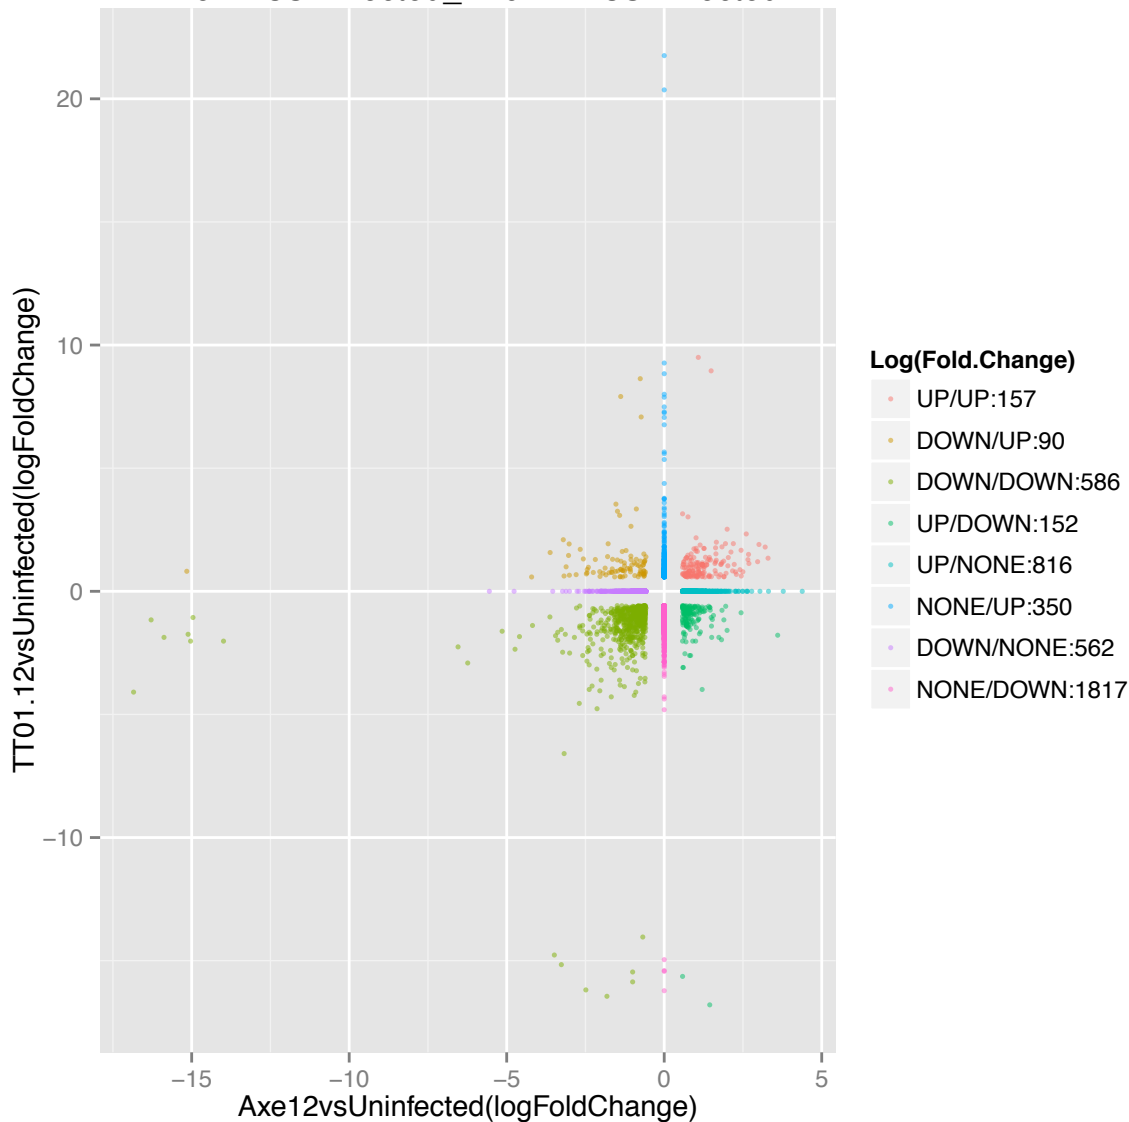

Axe30vsUninfected\_Sym30vsUninfected

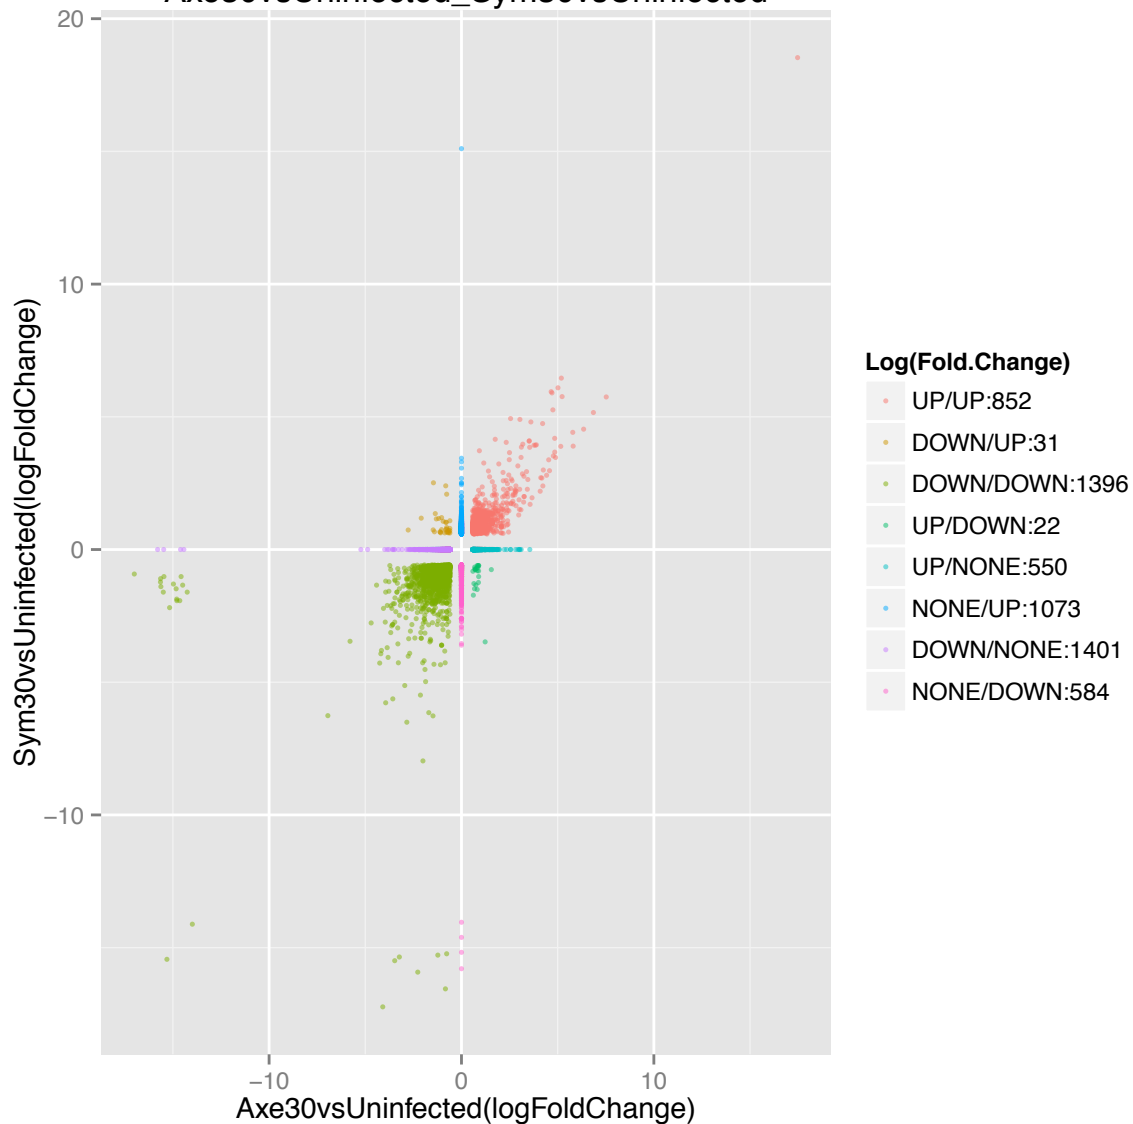

Axe30vsUninfected\_TT01.30vsUninfected

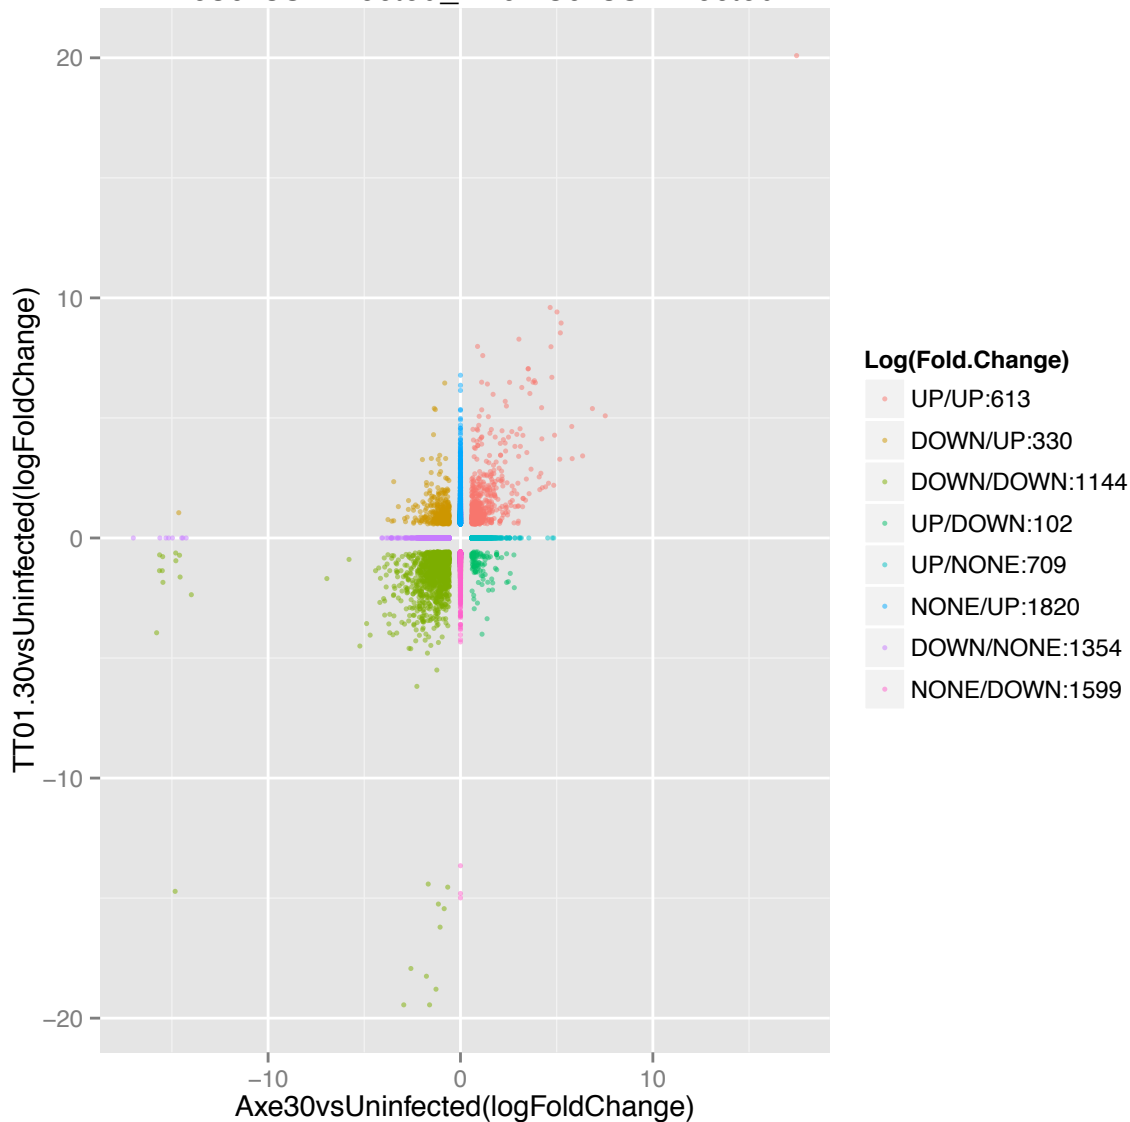

Sym12vsUninfected\_TT01.12vsUninfected

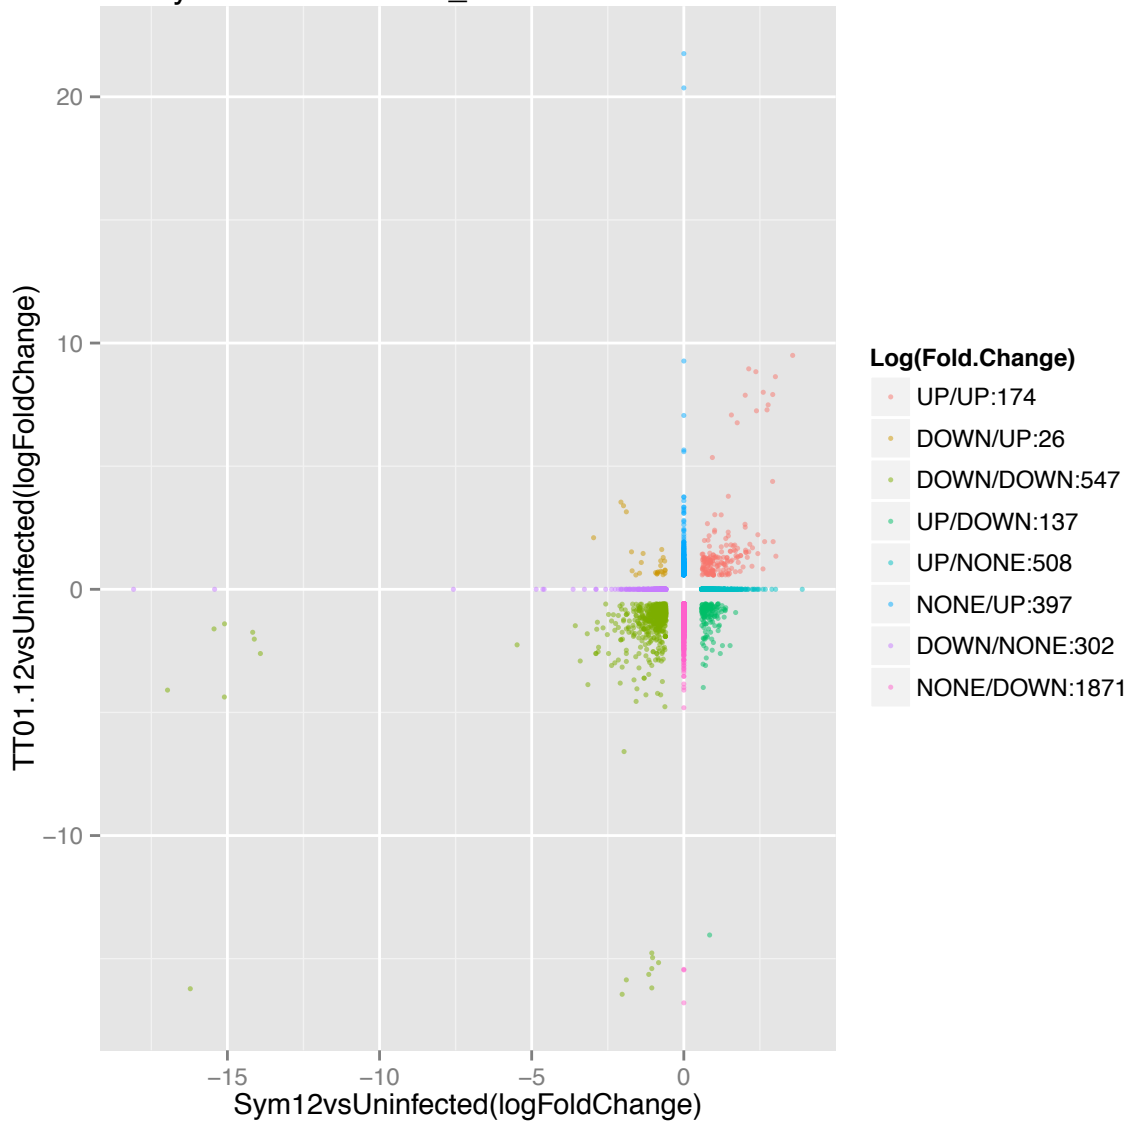

Sym30vsUninfected\_TT01.30vsUninfected

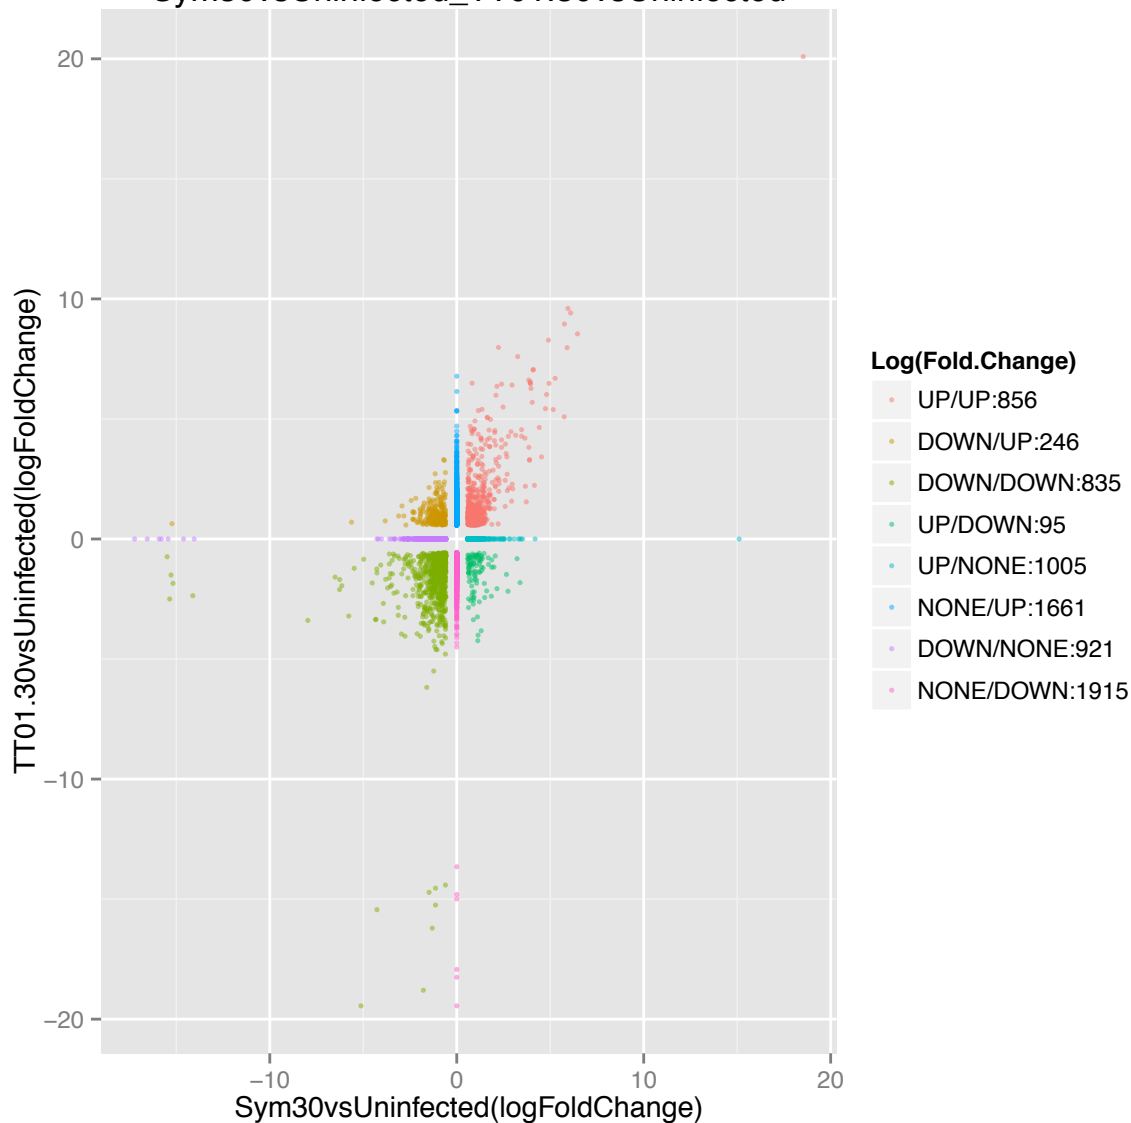

# Supplementary Fig. S5

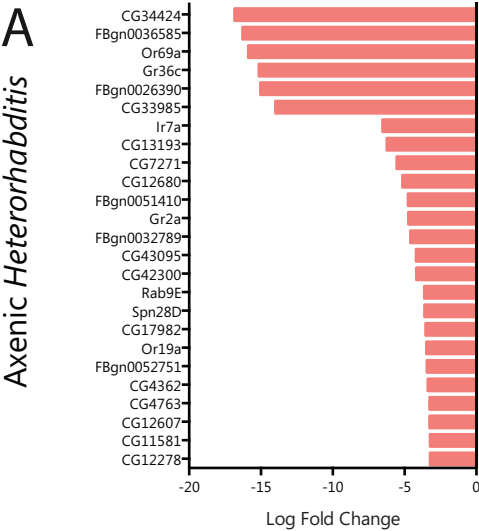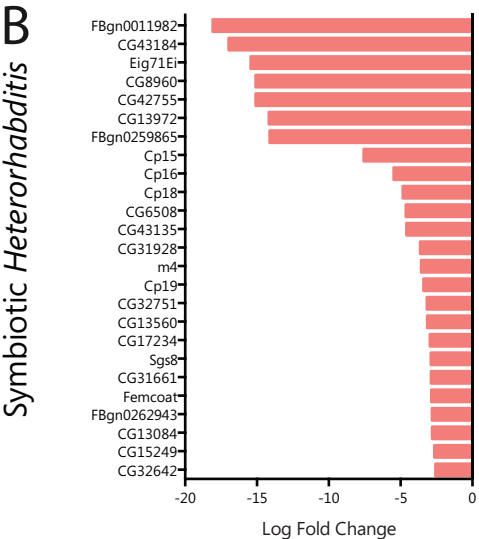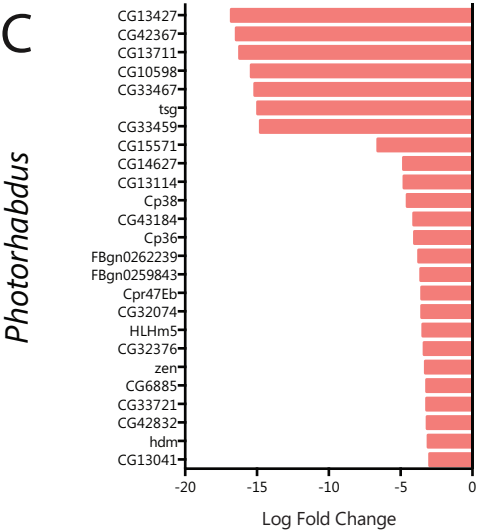

# Supplementary Fig. S6

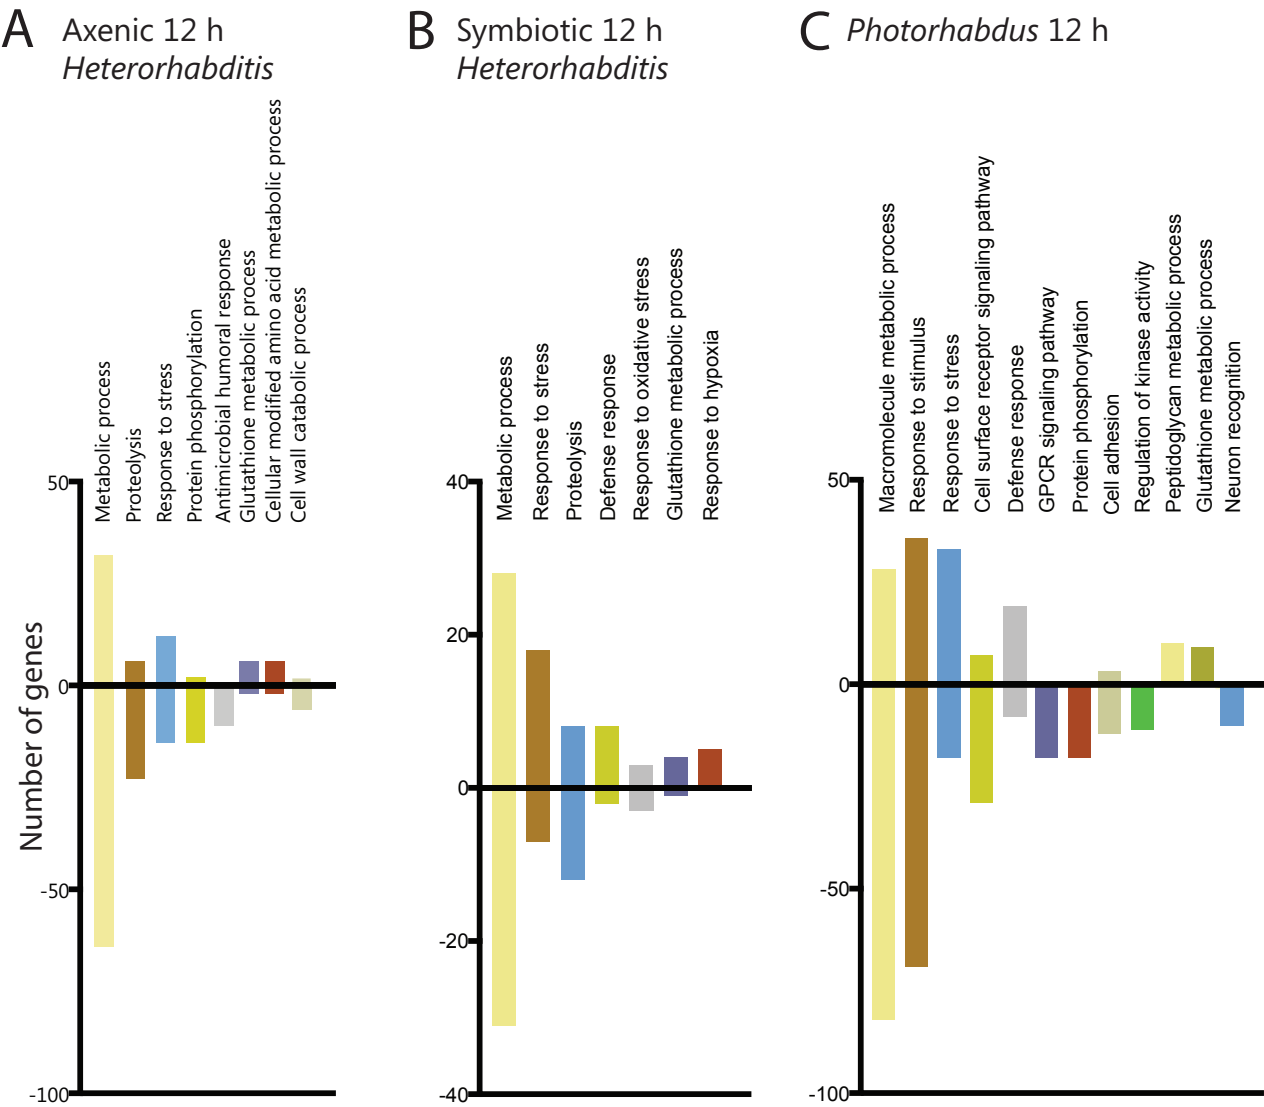

**Supplementary Table 1** List of primers used for quantitative real-time RT-PCR validation.

| Gene Name           | Accession no | Comments                                      | Sequence                                                                        |
|---------------------|--------------|-----------------------------------------------|---------------------------------------------------------------------------------|
| <b>Unknown</b>      | CG34040      | Unknown function DUF753                       | Forward 5'-TCGGGATATAAACTGCCAAAGGAG-3'<br>Reverse 5'-GTTAGTAGCCCGGGAGATTCAGC-3' |
| <b>Unknown</b>      | CG64267      | Unknown function                              | Forward 5'-TGTTCCGCATTATCGCTGTGA-3'<br>Reverse 5'-AAAATTTAACCGTGGTAGATGTGG-3'   |
| <b>Unknown</b>      | CG9468       | Glycoside hydrolase family                    | Forward 5'-GCCCCGTCCCCGCATTGGTT-3'<br>Reverse 5'-CCGCAGTGGACATCGAAGCAGTAG-3'    |
| <b><i>Tobi</i></b>  | CG11909      | Aldolase-type TIM barrel; Glycoside hydrolase | Forward 5'-TGCAGGCGGTGGGCGACTAC-3'<br>Reverse 5'-GCAGGGCGGGCATAAAGACG-3'        |
| <b><i>Cp19</i></b>  | CG6524       | Chorion protein                               | Forward 5'-GGAGCCGAGGGTCAGCAGCGTTAT-3'<br>Reverse 5'-TGGAGCAGCAGGGCGGATGG-3'    |
| <b>Unknown</b>      | CG17571      | Trypsin-like cysteine/serine peptidase        | Forward 5'-CTCCTCCCCCGACACCCTTCA-3'<br>Reverse 5'-GCTGGCGACATCGGCATAGACG-3'     |
| <b><i>Lsd-1</i></b> | CG10374      | Perilipin domain, lipid mobilization          | Forward 5'-TGAGCCGGCGACAGCAACAGT-3'<br>Reverse 5'-CGTAGGCGGCCGAAATGGTG-3'       |

How the deposited data were processed for this re-analysis (not part of the article)

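Gene expression was measured by RNA-Seq in 7 libraries from pools of 40 adult *Drosophila melanogaster* flies of the Oregon R line, aged 4 to 6 days, with equal numbers of females and males. The libraries came from flies 12 h and 30 h after infection with axenic *Heterorhabditis* nematodes, symbiotic nematodes or *Photorhabdus* bacteria, and from uninfected flies at 30 h. Each condition has 1 library, and all 7 were multiplexed on 1 lane.

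The authors deposited RPKM values per gene, which they had made from paired reads of 101 bases aligned to BDGP5 with TopHat, with 2 mismatches allowed per 30 bases and reads kept at up to 25 locations. Each file holds the same identifiers, of which 14972 have a value above 0 in at least one library. The deposited RPKM values were checked against the mapped reads of Fig. 1a. Multiplied by these totals, they gave whole reads for all 14972 genes, against 1 of 1000 genes with interchanged totals. The gene length in the RPKM follows the whole gene with its introns for most genes, since 82.8% of 3965 genes rich in introns had a recovered length within 10% of the genomic span, and 1.77% of the exon length. The recovered length of a gene is the smallest that gives whole reads, so its reads are known up to a common factor. Coordinates given in the text are those of BDGP6, the annotation at hand, whereas the authors used BDGP5.

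Each library was scaled to a common 75th percentile of RPKM over genes above 0 in at least one library, which the deposited values did not yet include. With this scaling, LFC values lay within 0.00836 of those in Datasets S1 and S2. LFC values are log2 ratios to the uninfected library without a pseudocount, and a gene was counted at an LFC of at least 0.58 in size with RPKM above 0.1 in at least one of the 2 libraries. The authors also applied a minimum of 10 reads per gene, which was tried as an alternative. Intervals of 95% for LFC values are exact binomial intervals for the split of the recovered reads between the 2 libraries, and they cover counting error only. They treat reads as independent. Reads were paired and could be kept at several locations, so the intervals may be too narrow even for counting error. No test was made for infected against uninfected flies, since no condition has a replicate. Median LFC values of gene lists, with a pseudocount of 0.1, were compared with 10000 random lists of as many genes matched on RPKM in 20 bins. Lists were set by gene symbol before the data were examined, and families the paper names were taken by gene symbol.

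Between 18658797 and 42839239 reads lay on genes per library, with a median of 33351430. At this depth, 258 of 1343 genes upregulated at 12 h after axenic infection had under 10 reads in both libraries, so single genes with few reads are known only coarsely. Since reads were kept at up to 25 locations, closely related genes, such as the *Hsp70* and *Stellate* genes, can share reads.

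For comparisons between infections, limma 3.58.1 in R 4.3.3 was fitted to log2 of the scaled RPKM plus 0.1 of the 6 infected libraries, with infection and time-point as terms and a variance trend, for 11533 genes with RPKM above 1 in at least 2 libraries. The 12 h and 30 h libraries served as replicates, as in the paper. Genes were counted at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. The authors used DESeq on read counts. DESeq was not used here, and voom on reads recovered from RPKM was an added alternative. The procedure was tested on simulated data of the same design, where 95% of the changed genes were called in the right direction, and 6.86% to 10.4% of the called genes had not been changed. The simulated changes were of 2 on the log2 scale, equal at both time-points, in genes with at least 50 reads. The simulated noise SD between libraries was 0.15, and the prior SD of the data was 0.322. These shares therefore do not give the power of the test in the data. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

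The alternatives were RPKM as deposited, median of ratios scaling, RPKM above 1 or above 10, at least 10 reads, pseudocounts of 0.1 and 1, a cutoff of 1, genes at least 2-fold apart, each LFC over a different library, and for limma a fit without the time-point, without the trend, with all genes above 0, with the 12 h or the 30 h libraries alone, and with each library left out in turn. An F test, voom on the recovered reads and leave-one-out fits with a fixed prior were added after seeing the data. The genes named are those the paper names in its results where an identifier could be matched, the genes of Fig. S2, the 3 genes with the largest rise and the 3 with the largest fall in each infected library among genes with a scaled RPKM of at least 1 in both libraries, and the 3 largest in each direction past both thresholds of each limma comparison. Read alignment, qRT-PCR, isoform analysis with Cufflinks and tests of GO and KEGG enrichment were not analysed here, names of the paper that could not be matched to a gene were left out, and 1 other gene that the paper names is not reported here.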

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

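All tests in this part were set down before their results were seen. Medians are of log-fold changes (LFC) with a pseudocount of 0.1, and percentiles are among 10000 random lists of genes matched on RPKM.

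After *Photorhabdus* infection, the medians of 3 lists of genes had opposite signs at 12 h and at 30 h under the 3 scalings and with a pseudocount of 1, and were at least 0.58 in size and outside the central 95% of random lists at both time-points. The median LFC of 26 *Tweedle* genes was -0.77 at 12 h and 0.71 at 30 h, a difference of 1.48. At 12 h 0 of them were upregulated and 18 downregulated, and at 30 h 17 and 2. The median of 16 Jonah protease genes was 0.60 and -2.10, a difference of -2.69, and 9 were upregulated at 12 h while all 16 were downregulated at 30 h. That of 5 clock genes with an evening phase (*tim*, *per*, *vri*, *Pdp1* and *cwo*) was -0.72 and 0.76, a difference of 1.48. Lysozyme genes (7) fell short of this size at 12 h, with medians of 0.44 (percentile 99.9) and -3.17 (percentile 0), and testis genes (13) at both, with -0.41 (percentile 0.155) and 0.21 (percentile 98.1), of the same signs under the 3 scalings. The medians of 22 *Osiris* genes (-0.65 and 0.71) and 63 ionotropic receptor genes (-0.43 and 0.27) also changed sign, and these families were not compared with random lists. None of these differences was tested, since each time-point has 1 library. The *Photorhabdus* library at 30 h is the shallowest and the one at 12 h the deepest. Counting error alone does not account for the Jonah proteases, since *Jon25Bi* (LFC 1.19 at 12 h, 95% counting interval 1.03 to 1.36, and -2.11 at 30 h, from 1106, 47 and 394 reads at 12 h, at 30 h and in the uninfected library) and *Jon99Ci* (LFC 1.19 at 12 h, 95% counting interval 1.08 to 1.31, and -1.47 at 30 h, from 2245, 148 and 800 reads at 12 h, at 30 h and in the uninfected library) changed sign far outside it, while many *Tweedle* genes had few reads. *Jon25Bi* and *Jon99Ci* are both in the Dataset S2 list for 12 h after *Photorhabdus*, so they are no random pick from the family. The *Tweedle* and Jonah protease genes moved in opposite directions between the 2 libraries. The genes of a family can share reads, which does not apply to the 5 clock genes, and time of day, taken up below, bears on those. Shared reads and infection were not tested as sources of these differences.

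The clock genes bear on the single uninfected library, which was collected at 30 h. If the 12 h libraries had been taken at another time of day, the evening genes would differ from the uninfected library in all 3 of them, *Clk* and *cry* would move the other way, and the 30 h libraries would show neither. The evening genes were lower in all 3 libraries at 12 h under the 3 scalings, with a highest percentile of 0.535, and their medians were -0.44, -0.38 and -0.72 at 12 h and -0.16, -0.23 and 0.76 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, respectively. The medians of *Clk* and *cry* were 0.55, 0.55 and 0.05 at 12 h and 0.47, 0.60 and 0.21 at 30 h in the same order. The median of these 2 genes lay above the central 95% of random lists in both nematode libraries at 12 h (percentiles 97.6 and 98.9) but not after *Photorhabdus* (67.3), with 1 of the 2 genes below 0 in the symbiotic library, and it was about as high in the nematode libraries at 30 h, so the expectation was only partly met. An effect of the time of day may therefore contribute to the genes that changed in all 3 libraries at 12 h (132 upregulated and 348 downregulated), and it cannot be told apart from an effect of infection at 12 h.

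The paper does not discuss eggshell genes or male accessory gland genes as groups, and the medians of both lists were below 0 in all 6 infected libraries under the 3 scalings. The list medians of 19 genes of late oogenesis ran from -2.84 (symbiotic, 30 h) to -0.89 (symbiotic, 12 h), with a median over the 6 libraries of -1.60. Those of 11 male accessory gland genes were -0.64, -0.72 and -1.04 at 12 h and -1.87, -0.72 and -0.89 at 30 h after infection with axenic nematodes, symbiotic nematodes and *Photorhabdus*, with a median over the 6 libraries of -0.81. All 6 values share the same uninfected library, so they are not 6 independent observations, and an uninfected pool with unusually high values would produce the same pattern. A smaller share of females or of ovary tissue in the infected pools was tested with 13 other ovary genes. Their lowest percentile among the 6 libraries was 21.2, and their medians were 0.10, 0.13 and 0.13 at 12 h and 0.47, -0.09 and -0.24 at 30 h, none of them as low as the median of the eggshell genes in the same library. If pools had differed in the share of females, accessory gland and testis genes would also have moved against the eggshell genes, whereas accessory gland genes were lower too under the 3 scalings, and 13 testis genes had medians of 0.44, -0.20 and -0.41 at 12 h and 0.42, 0.93 and 0.21 at 30 h. The test therefore leaves a difference in the composition of the pools open, since the medians of the accessory gland and testis genes lay outside the central 95% of matched random lists in all 6 libraries. The list of 3 yolk protein genes also had medians below 0 in all 6 libraries under the 3 scalings, of -0.97, -1.12 and -0.54 at 12 h and -1.38, -1.95 and -2.37 at 30 h. A fall in late oogenesis upon infection and a peculiarity of the uninfected pool could not be told apart.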

How the results depend on the processing

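The lists of genes and the alternatives were set before the data were examined, except for the F test, voom and the leave-one-out fits with a fixed prior, which were chosen after seeing the data. Where no cause is given for a change below, the cause was not tested.

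The *Photorhabdus* library at 30 h had the most genes past the cutoff under each of the 7 alternatives for these counts, from 3003 to 6459 genes against 6247. More genes were downregulated than upregulated under each of the 7 in the axenic libraries at 12 h and 30 h and in the *Photorhabdus* library at 12 h. The other 3 libraries changed sides. Upregulated genes outnumbered downregulated ones in the symbiotic library at 12 h with RPKM as deposited, and in the one at 30 h with RPKM as deposited, with median of ratios scaling, with RPKM above 1 and with both pseudocounts. Downregulated genes outnumbered upregulated ones in the *Photorhabdus* library at 30 h with each alternative except a pseudocount of 0.1.

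Counts that changed by more than 1.5 times are given by alternative, and the other counts of these kinds stayed within 1.5 times. With RPKM as deposited, *Photorhabdus* infection had 415 genes down at 12 h and up at 30 h, against 678. With median of ratios scaling, 1120 genes were upregulated at 12 h after *Photorhabdus*, against 718, and the groups by direction at 12 h and 30 h held 182 (down then up) for symbiotic infection and 270 (up then down) for *Photorhabdus* infection. With at least 10 reads these groups held 28 (down then up) and 78 (up then down) for axenic infection and 104 (up then down) for symbiotic infection, and with a pseudocount of 0.1 they held 97 (up then down) for axenic infection, 108 (up then down) for symbiotic infection and 417 (down then up) for *Photorhabdus* infection.

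With RPKM above 1, the counts that changed by more than 1.5 times were 870 upregulated and 872 downregulated (axenic, 12 h), 513 upregulated and 603 downregulated (symbiotic, 12 h), 1101 downregulated (*Photorhabdus*, 12 h), 1842 downregulated (axenic, 30 h) and 1098 downregulated (symbiotic, 30 h). The groups by direction at both time-points held 15 (down then up), 718 (down at both) and 25 (up then down) for axenic infection, 195 (up at both), 74 (down then up), 329 (down at both) and 21 (up then down) for symbiotic infection and 241 (up at both), 165 (down then up) and 420 (down at both) for *Photorhabdus* infection.

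A pseudocount of 1 left 527 upregulated and 643 downregulated (axenic, 12 h), 334 upregulated and 406 downregulated (symbiotic, 12 h), 399 upregulated and 570 downregulated (*Photorhabdus*, 12 h), 940 upregulated and 1307 downregulated (axenic, 30 h), 760 downregulated (symbiotic, 30 h) and 1778 upregulated (*Photorhabdus*, 30 h). The groups held 264 (up at both), 10 (down then up), 510 (down at both) and 15 (up then down) for axenic infection, 138 (up at both), 23 (down then up), 228 (down at both) and 9 (up then down) for symbiotic infection and 187 (up at both), 50 (down then up), 277 (down at both) and 93 (up then down) for *Photorhabdus* infection.

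A cutoff of 1 left 504 upregulated and 770 downregulated (axenic, 12 h), 505 upregulated and 509 downregulated (symbiotic, 12 h), 346 upregulated and 1294 downregulated (*Photorhabdus*, 12 h), 583 upregulated and 1619 downregulated (axenic, 30 h), 709 upregulated and 1177 downregulated (symbiotic, 30 h) and 1482 upregulated and 1521 downregulated (*Photorhabdus*, 30 h). The groups held 189 (up at both), 37 (down then up), 496 (down at both) and 48 (up then down) for axenic infection, 160 (up at both), 20 (down then up), 263 (down at both) and 63 (up then down) for symbiotic infection and 188 (up at both), 132 (down then up), 280 (down at both) and 40 (up then down) for *Photorhabdus* infection. A higher cutoff lowers such counts in any data.

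The share of genes with the symbiotic library in the middle was 48.9% at 12 h and 47.5% at 30 h among genes with RPKM above 10, and 76.0% and 68.6% among genes at least 2-fold apart, against 41.6% and 44.3%. The wider the outer libraries lie apart, the more room there is between them, so the last of these is raised by the choice of genes. The symbiotic library was the one most often in the middle with these choices of genes and with median of ratios scaling. Pearson's r for axenic and symbiotic, *Photorhabdus* and symbiotic, and axenic and *Photorhabdus* infection became 0.43, 0.47 and 0.0525 at 12 h and 0.78, 0.56 and 0.49 at 30 h among genes with RPKM above 10, and -0.14, -0.00625 and -0.23 at 12 h and 0.29, 0.20 and 0.17 at 30 h with each LFC over a different library.

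In the comparison of *Photorhabdus* with axenic nematodes, limma gave 18 upregulated and 3 downregulated genes. The counts were 0 and 0 without the time-point in the model (654 genes at an unadjusted p below 0.05), 0 and 0 without a variance trend (818), 3 and 0 with RPKM as deposited (830), and 14 and 0 with a pseudocount of 1 (851). The F test gave 4 and 0 here, 4 upregulated genes for *Photorhabdus* against symbiotic nematodes and 1 downregulated gene for axenic against symbiotic nematodes, with 558 genes at an unadjusted p below 0.05. Voom gave 8 and 0 (843). A pseudocount of 1 also gave 2 upregulated genes for *Photorhabdus* against symbiotic nematodes. With all genes above 0 the counts were 20 and 3.

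Leave-one-out fits without a symbiotic library gave 236 to 243 upregulated and 91 to 92 downregulated genes. In these fits, with 1 residual degree of freedom, limma's prior degrees of freedom were infinite, so the spread assumed for each gene came from the prior alone. With the prior of the 6-library fit, 15 genes were upregulated, so the larger counts may come from the assumed spread and are no stronger evidence. Without an axenic library, *Photorhabdus* against symbiotic nematodes gave 0 genes (509 and 512 at an unadjusted p below 0.05), and without a *Photorhabdus* library axenic against symbiotic nematodes gave 0 (450 and 453). On simulated data of the same design, with a noise SD of 0.15 between libraries, limma found 95% of the genes changed by 2 on the log2 scale. The prior SD of the data themselves was 0.322, so this share does not give the power of the test in the data.

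Of 114 gene-list medians, 7 changed sign with RPKM as deposited, 5 with median of ratios scaling and 1 with a pseudocount of 1. With RPKM as deposited these were ribosomal protein genes (axenic, 12 h; 0.01 to -0.0859), genes of oxidative phosphorylation (*Photorhabdus*, 12 h; -0.03 to 0.0298), genes of oxidative phosphorylation (axenic, 30 h; 0.02 to -0.0911), other ovary genes (axenic, 12 h; 0.10 to -0.000196), other ovary genes (symbiotic, 30 h; -0.09 to 0.0115), wound response genes (*Photorhabdus*, 12 h; -0.01 to 0.0617) and wound response genes (*Photorhabdus*, 30 h; 0.07 to -0.13). With median of ratios scaling they were ribosomal protein genes (symbiotic, 12 h; 0.01 to -0.0484), proteasome genes (*Photorhabdus*, 12 h; -0.09 to 0.0703), genes of oxidative phosphorylation (*Photorhabdus*, 12 h; -0.03 to 0.13), other ovary genes (symbiotic, 30 h; -0.09 to 0.0211) and wound response genes (*Photorhabdus*, 12 h; -0.01 to 0.16), and with a pseudocount of 1 *Tweedle* genes (symbiotic, 30 h; 0.02 to -0.00568). A pseudocount of 1 moved 4 other medians into the central 95% of random lists and 1 out of it, RPKM as deposited moved 1 into it, and median of ratios scaling moved 0. Of 1011 LFC values of named genes against the uninfected library, 154 left their 95% counting interval with RPKM as deposited, 128 with median of ratios scaling and 282 with a pseudocount of 1. A further 27 LFC values of genes with 0 reads in a library have no finite value and were left out. Of 123 log2 fold changes of named genes between infections, those that fell back across the adjusted threshold numbered 11 without the time-point, 11 without a trend, 10 with RPKM as deposited, 3 with a pseudocount of 1, 10 with the F test and 6 with voom, and 2 crossed it with the F test. The sign changed for 1 of them, *CG4830* between axenic and symbiotic nematodes (0.03), which was -0.12 with RPKM as deposited and -0.0571 with voom. The 12 h and the 30 h libraries alone each moved 36 of them past their error, as did leaving out a library for 4 (axenic), 4 (symbiotic) and 34 (*Photorhabdus*), and without a symbiotic library 29 others crossed the adjusted threshold.

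Depth limits the genes with few reads, such as the 418 of 3030 genes downregulated at 12 h after *Photorhabdus* that had under 10 reads in both libraries, and the *Photorhabdus* library at 30 h, which has the fewest reads.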

Differences from the paper's values

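Of the values the paper states, those below differed by more than 1.5 times from the values here. Where an alternative closed the gap, it was set before the data were examined, and all 7 alternatives for these counts were tried. The paper's methods apply a minimum of 10 reads per gene, which is the alternative of at least 10 reads here.

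For genes downregulated at 12 h and upregulated at 30 h by axenic nematodes, the paper gives 28 and the count here was 75. The gap closed with at least 10 reads in one of the 2 libraries (28) and a cutoff of 1 (37) and with none of the other alternatives. For the same group after symbiotic infection, the paper gives 482 and the count here was 119. None of the alternatives set before the data were examined closed the gap. For the same group after *Photorhabdus* infection, the paper gives 97 and the count here was 678. The gap closed with a cutoff of 1 (132) and with none of the other alternatives. With at least 10 reads, the counts were 96 for symbiotic nematodes and 499 for *Photorhabdus*. For genes upregulated at 12 h and downregulated at 30 h by axenic nematodes, the paper gives 82 and the count here was 146. The gap closed with at least 10 reads in one of the 2 libraries (78) and a pseudocount of 0.1 (97) and with none of the other alternatives. For the same group after *Photorhabdus* infection, the paper gives 107 and the count here was 167. The gap closed with RPKM above 1 (127), at least 10 reads in one of the 2 libraries (135), a pseudocount of 0.1 (138) and a pseudocount of 1 (93) and with none of the other alternatives. For genes downregulated at both time-points by axenic nematodes, the paper gives 577 and the count here was 1154. The gap closed with RPKM above 1 (718), a pseudocount of 1 (510) and a cutoff of 1 (496) and with none of the other alternatives. For genes downregulated at both time-points by *Photorhabdus*, the paper gives 481 and the count here was 734. The gap closed with median of ratios scaling (583), RPKM above 1 (420), at least 10 reads in one of the 2 libraries (587) and a pseudocount of 0.1 (595) and with none of the other alternatives. With at least 10 reads, the groups downregulated at both time-points held 983, 482 and 587 genes for axenic nematodes, symbiotic nematodes and *Photorhabdus*, and the paper gives 577, 963 and 481 in that order.

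The legends of Fig. S4 assign several of these counts to another infection than the paper's text does. For *Photorhabdus*, Fig. S4 in the paper gives 265, 482, 577 and 139, against 367, 678, 734 and 167 here and 259, 499, 587 and 135 with at least 10 reads, for genes up at both time-points, down then up, down at both and up then down. None of these 4 counts of *Photorhabdus* differed by more than 1.5 times from the count here. The counts that the paper's text gives for *Photorhabdus* (256, 97, 481 and 107 in the same order) stand in Fig. S4 in the panel of symbiotic nematodes, against 358, 119, 643 and 195 here for symbiotic nematodes and 255, 96, 482 and 104 with at least 10 reads. The alternatives named above are those that close the gaps to the counts as the paper's text assigns them.

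The comparisons between infections were made by the paper with DESeq on read counts, and here with limma on log2 RPKM. For axenic against symbiotic nematodes, the paper gives 13 upregulated and 59 downregulated genes, and limma gave 0 and 0, with 194 genes at an unadjusted p below 0.05. For *Photorhabdus* against symbiotic nematodes, the paper gives 161 upregulated and 23 downregulated genes, and limma gave 0 and 0, with 551 genes at an unadjusted p below 0.05. For *Photorhabdus* against axenic nematodes, the paper gives 115 upregulated and 27 downregulated genes, and limma gave 18 and 3, with 873 genes at an unadjusted p below 0.05. None of the alternatives set before the data were examined closed any of these gaps. The F test and voom, which were chosen after seeing the values, did not close them either.

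In the bars of Fig. S2, whose legend names the symbiotic infection at 12 h, *CG9468* is at about -2.2 in Fig. S2, read by eye, and its LFC in that library was 1.38. For *CG34040* the bar is at about 4.7 in Fig. S2, read by eye, against 1.90, and for *CG17571* it is at about -3.5 in Fig. S2, read by eye, against -1.45. These genes had, in the *Photorhabdus* library at 30 h, -2.17, 4.65 and -3.51.

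The paper reports that genes related to ornithine decarboxylase fell in each type of infection, and *Odc1* was below 0 in all 6 libraries, while *Odc2* had LFC values from -0.23 to 1.03, none of them a downregulation past the cutoff. It reports all genes of peptidyl hydroxylation as downregulated by axenic nematodes at 12 h. Of 8 prolyl hydroxylase genes taken by symbol, 3 were downregulated and 1 was upregulated, under each of the 3 scalings. The paper's genes come from a GO category and need not be these 8, so the counts do not measure a difference from its value. The paper lists *CG34424* and *Or69a* (*CG33264*) as downregulated by axenic nematodes at 12 h, and the LFC was 0.36 and -0.33.

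The paper reports *PGRP-LC* as induced by symbiotic nematodes, where its LFC was 0.43 and 0.11. *PGRP-SC1a* is reported as upregulated by symbiotic nematodes, where it was 0.06 and 0.21, and *PGRP-SB2* as downregulated by each pathogen, where it was 1.17 and 0.04 after *Photorhabdus* and 0.62 after axenic nematodes at 12 h. *PGRP-SB2* was downregulated past the cutoff by symbiotic nematodes at 30 h, and was lower within the cutoff after axenic nematodes at 30 h. *Cecropin A1* is reported as lower at 30 h after *Photorhabdus* and axenic nematodes, and its LFC rose from 0.25 at 12 h to 2.16 at 30 h after axenic nematodes, and fell from 5.65 to 4.47 after *Photorhabdus*.

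The genes *IIM1* to *IIM4* (*BomS1*, *BomS2*, *BomS3* and *Dso1*) are reported as upregulated by each pathogen, and after axenic nematodes *BomS1* was 0.03 and 0.82, *BomS2* 0.00 and -0.14 and *Dso1* 0.31 and -0.08. *GNBP-3* (*GNBP3*) is reported as highly expressed with the nematodes, where its LFC ran from -0.42 to 0.13. *PGRP-LD* is reported as downregulated by each pathogen at both time-points, and its 6 LFC values were below 0, with only that at 30 h after *Photorhabdus* past the cutoff (-0.66). *Fondue* (*fon*) is reported as expressed with each infection, and its LFC was -0.15 and -0.21 after axenic nematodes, 0.77 and -0.40 after symbiotic nematodes and -0.01 and -0.71 after *Photorhabdus*. *Domeless* (*dome*), *STAT* (*Stat92E*) and *Vir-1* (*vir-1*) are reported as induced by each infection at both time-points, and of their 18 LFC values those above 0.58 were 0.72 (*dome*) and 0.63 (*vir-1*), both at 30 h after *Photorhabdus*. *Kayak* (*kay*) is reported as upregulated by both nematode types, where its LFC ran from 0.02 to 0.40. *Basket* (*bsk*) is reported as upregulated by symbiotic nematodes at 12 h and *Photorhabdus* at 30 h, where it was 0.09 and -0.31. *Serpent* (*srp*) is reported as upregulated by axenic nematodes at 12 h and symbiotic nematodes at 30 h, and was 0.25 and 0.36. *Serine protease-7* (*Sp7*) is reported as upregulated by symbiotic nematodes, and was 0.40 and 0.32. *Gram-positive specific serine protease* (*grass*) is reported as downregulated by symbiotic nematodes and *Photorhabdus*, and was 0.43 and 0.07 and 0.70 and 1.82, respectively.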

Other observations

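The tests of low RPKM at 12 h after *Photorhabdus*, of the bars of Fig. S2 and of the spread assumed by limma were chosen only after their results were seen, and the other tests in this part were set down before.

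The excess of downregulated genes at 12 h after *Photorhabdus* was tested against the scaling of the libraries. The lowest ratio of downregulated to upregulated genes among the 3 scalings was 1.91, so the excess was not lost with another scaling. Among genes with a mean RPKM of at least 5, 314 were downregulated and 310 upregulated, a ratio of 1.01. By the higher of the 2 RPKM values, 56.4% of genes were downregulated and 5.78% upregulated at 0.1 to 1, 11.3% and 3.44% at 1 to 10, and 6.12% and 7.10% above 10. At 0.1 to 1, the shares downregulated and upregulated in the other libraries were 20.2% and 14.3% (axenic, 12 h), 15.4% and 17.1% (symbiotic, 12 h), 42.9% and 8.63% (axenic, 30 h), 40.3% and 9.13% (symbiotic, 30 h) and 16.4% and 26.6% (*Photorhabdus*, 30 h). High values of such genes in the uninfected library would by themselves give an excess of downregulated genes in all 6 libraries, which was not seen. A loss of transcripts of low abundance, by infection or by the making of a library, may lie behind the excess at 12 h after *Photorhabdus*, and with 1 library the 2 cannot be told apart.

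The weight of genes of low RPKM was tested by groups of RPKM. The share past the cutoff at RPKM 0.1 to 1, divided by the share above RPKM 10, was at least 0.813 in the 6 libraries, the lowest being the *Photorhabdus* library at 30 h (42.9% and 52.8%). The shares at 12 h after *Photorhabdus* were 62.1% and 13.2%. Low RPKM is not the same as few reads, since of the 3030 genes downregulated at 12 h after *Photorhabdus*, 1929 had RPKM below 1 in both libraries and 418 had under 10 reads in both. Counting error in genes with few reads could account for part of the changes at low RPKM, and the test leaves open how much, since the ratio was below 1 in 1 library and above it in the others.

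The correlations of LFC values between infections share the uninfected library. With the uninfected library kept for one LFC of a pair and each other infected library in turn taken for the other, the mean correlations kept at most 41.7% of their size, and at 12 h all 3 were below 0. Each library used in place of the uninfected one comes from another infection, which can lower the correlation in its turn. The test therefore cannot tell how much of the size of these correlations comes from the shared library.

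The sample labels describe the uninfected flies as injected with PBS, whereas the paper gives sterile water for the nematode controls and injection for the bacterial ones. The flies with nematodes were not injected. If the injection had raised genes in the uninfected library, 9 wound response genes would be lower in the 4 nematode libraries than in matched random lists. Their lowest percentile there was 13.9, with medians of -0.15 and -0.21 for axenic and 0.08 and -0.22 for symbiotic nematodes at 12 h and 30 h, so no such effect was seen in these genes. The paper describes that the nematodes can enter by penetrating the cuticle, which could raise wound response genes in the nematode libraries as well. The test therefore cannot exclude an effect of the injection.

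The bars of Fig. S2 were compared with each infected library. For the 6 genes found, the largest difference was 0.0529 in the *Photorhabdus* library at 30 h and 3.58 in the symbiotic library at 12 h, which the legend names. The bars may therefore hold the LFC values of the *Photorhabdus* library at 30 h.

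The larger number of genes that limma gave for *Photorhabdus* against axenic nematodes when a symbiotic library was left out may come from the spread limma assumed with 1 residual degree of freedom. With the prior of the 6-library fit, 15 genes were upregulated, near the 18 of that fit.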
